# Multimodal imaging reveals a lysosomal drug reservoir that drives heterogeneous distribution of PARP inhibitors

**DOI:** 10.1038/s41467-026-70558-1

**Published:** 2026-03-17

**Authors:** Carmen R. Moncayo, Restuadi Restuadi, Guanying Zhang, Daniel Marks, Paula Ortega-Prieto, Emily Doherty, Nathalie Lambie, Chad Whilding, Ivan Andrew, Alex Montoya, Bhavik Patel, Katie Tyson, Betheney R. Pennycook, Lauren Pendergast, Vincen Wu, Zoltan Takats, Nik Matthews, George R. Young, Priyanka Verma, Pavel Shliaha, Laurence Game, Boris Lenhard, Iain McNeish, Christina Fotopoulou, Alexis R. Barr, Paula Cunnea, Zoe Hall, Louise Fets

**Keywords:** Targeted therapies, Ovarian cancer, Cancer imaging

## Abstract

For all drugs, effective target engagement requires sufficient intracellular concentrations of drug to be reached, but whether tumour heterogeneity impacts drug distribution and efficacy is poorly studied. Poly (ADP-ribose) polymerase (PARP) inhibitors have transformed treatment opportunities for women with high-grade serous ovarian carcinoma, but resistance remains a clinical hurdle in this highly heterogeneous tumour type. Here, we present a patient-derived explant multi-modal imaging pipeline, which demonstrates that cell-intrinsic PARP inhibitor accumulation is highly variable, both between patients and within tumours. Spatial transcriptomics reveals enrichment of apoptotic and lysosomal signatures in high-drug regions. Rucaparib, an intrinsically fluorescent PARP inhibitor, accumulates heterogeneously at the single-cell level, with rucaparib-high cells demonstrating increased drug response relative to rucaparib-low. Mechanistically, lysosomal sequestration creates a rucaparib reservoir that determines drug levels in the nucleus. Perturbation of lysosomal content alters intracellular levels of weak base PARP inhibitors rucaparib and niraparib, but not olaparib. Together these data suggest that lysosomes act as a reservoir for a subset of PARP inhibitor drugs to improve drug response.

## Abstract (web summary)

Effective target engagement of drugs relies on them achieving sufficient intracellular concentrations. Here, using a multimodal imaging pipeline the authors demonstrate that uneven distribution and uptake of PARP inhibitors in ovarian cancer patient-derived explant models correlates with therapeutic response.

## Introduction

To be effective in tumours, therapeutic drugs must reach a concentration at which they can effectively bind their target, and the intracellular concentration achieved will also dictate off-target effects^1^. Though it is clear that tumour heterogeneity can drive therapeutic resistance^2^, both at the inter-patient level and at the intra-tumoural level, whether tumour heterogeneity impacts upon drug accumulation and distribution, and how this influences drug efficacy and resistance has yet to be explored.

High-grade serous ovarian carcinoma (HGSOC) is a particularly heterogeneous disease at the intra-patient level, both spatially and temporally^3,4^. Genetic heterogeneity is well described, and includes near-ubiquitous *TP53* mutations^5^, substantial copy number variation and high-frequencies of homologous recombination DNA repair deficiency (HRD), most commonly through *BRCA1/2* mutation^6–8^. Non-genetic heterogeneity is also well documented in HGSOC, including within fallopian tube epithelia, the cell type of origin^9^, and substantial phenotypic diversity has been observed in tumour cells from multiple patient cohorts^4,10–12^.

Patients with HGSOC typically undergo cytoreductive surgery, combined with platinum-based chemotherapy. The introduction of additional targeted maintenance therapies such as PARP inhibitors has led to significantly improved remission rates in HGSOC patients^13,14^. PARP inhibitors exploit HRD and lead to synthetic lethality, with three agents in current clinical use for HGSOC: olaparib, niraparib and rucaparib. Mechanistically, these drugs cause PARP molecules to become trapped on DNA in addition to inhibiting their catalytic activity. This results in replication fork stalling and the formation of DNA double strand breaks (DSBs)^15^, which ultimately lead to apoptosis of tumour cells.

Variability in PARP inhibitor accumulation, at the intra- or inter-patient level, has yet to be studied, despite evidence that fluorescent analogues of PARP inhibitors accumulate heterogeneously in in vitro and pre-clinical in vivo models^16^. Whether this is mimicked by the clinically used drugs is unknown, but could be of significant consequences if a subpopulation of cells accumulates drug to a level below that required for target engagement, which could contribute to resistance. Therefore, we set out to determine whether PARP inhibitors are heterogeneously accumulated in HGSOC and whether this impacts their efficacy.

In this work, using HGSOC patient-derived explant (PDE) models, we develop a pipeline to treat tumour slices with PARP inhibitors ex vivo. Mass spectrometry imaging (MSI) demonstrates spatial heterogeneity in drug distribution both between and within patient tumours. We use spatial transcriptomics of adjacent tissue sections to compare regions of high- and low-drug concentration, revealing that differential drug accumulation has significant effects on drug response and is associated with lysosomal signatures. Using established ovarian cancer cell lines, we demonstrate that heterogeneity in drug response occurs at the single-cell level, and that this is linked to cell-to-cell variability in drug accumulation. Mechanistically, we demonstrate that lysosomal sequestration of both rucaparib and niraparib, but not olaparib, drives increased uptake in high-drug cells. Together, these data suggest that heterogeneous drug distribution may be a contributing factor to drug resistance in a clinical setting.

## Results

### A spatially-resolved pipeline to assess drug distribution in PDEs

We hypothesised that the substantial genetic and non-genetic heterogeneity in HGSOC^3,10,11^ may impact distribution of PARP inhibitors within tumours. To test whether cell-intrinsic properties could lead to differential drug accumulation, we required a model in which PARP inhibitors could be delivered to the tumour independently of the vasculature. To achieve this, we used a PDE model using surplus surgical tissue from treatment-naïve patients with HGSOC who had undergone maximal-effort primary cyto-reductive surgery. Samples from five tumours, derived from three patients, were each sectioned into multiple slices (details in Supplementary Data 1) and cultured ex vivo, enabling us to incubate slices from the same tumour with multiple drugs. There are a number of PARP inhibitors that have been tested in clinical trials with varying chemical properties (Supplementary Data 2). We chose to focus on olaparib, niraparib and rucaparib since these are licenced for use in HGSOC (Fig. 1a). Twenty one independent PDEs were processed using this pipeline in total. After treatment, each PDE slice was snap frozen, then cryo-sectioned into multiple 10 µm-thick sections to assess drug distribution, drug response and tissue morphology (Fig. 1b).

**Fig. 1:**
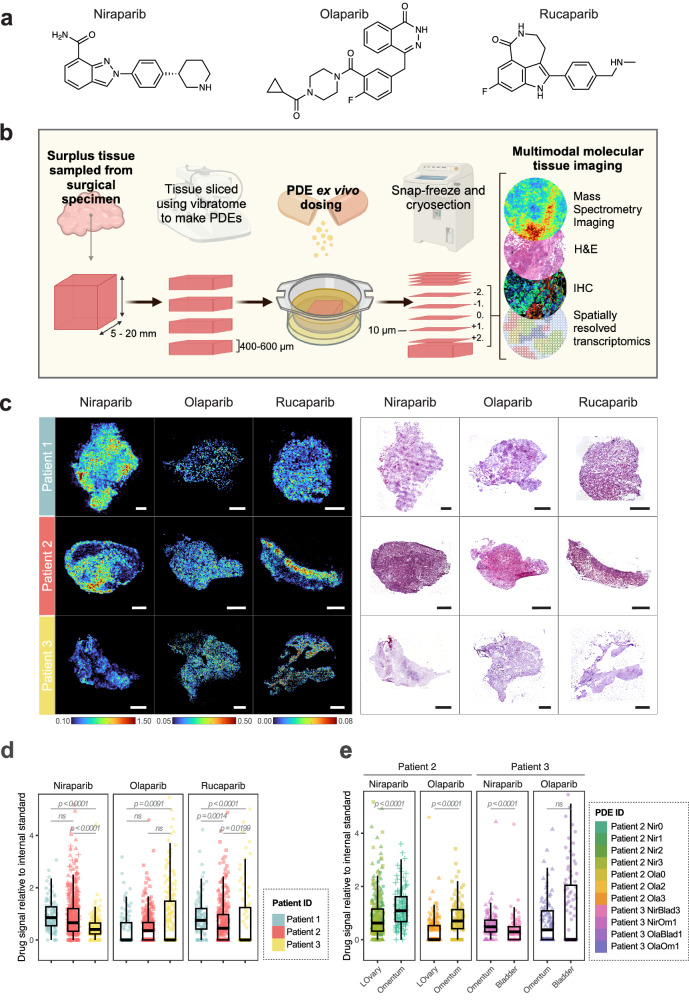
Mass Spectrometry Imaging reveals vasculature-independent inter- and intra-patient heterogeneity in PARP inhibitor distribution. **a** Chemical structures of PARP inhibitor drugs used in this study. **b** A vasculature independent, patient-derived explant (PDE) pipeline to investigate mechanisms of drug accumulation, response and resistance in a spatially-resolved manner. H&E: haematoxylin and eosin; IHC: immunohistochemistry. *Created in BioRender. Ramirez moncayo, C. (2026)* https://BioRender.com/mh7g4wz. **c** Representative MALDI mass spectrometry images (MSI) of PARP inhibitor drug distribution in PDEs dosed ex vivo. Niraparib [*M* + *Na*]^+^ (343.1535 ± 5 ppm), olaparib [*M* + *Na*]^+^ (457.1652 ± 5 ppm) and rucaparib [*M* + *H*]^+^ (324.1512 ± 10 ppm) signals, relative to drug-matched internal standards, are shown on the left. Colour scales depict relative ion intensites. To the right, H&E stainings of the same tissue sections post-MSI. Scale bar = 1 mm. **d** Inter-patient heterogeneity in PARP inhibitor accumulation. Drug signal (per pixel, relative to matched internal standards) was normalised to the third quartile (Q3) of combined data from all samples within that drug, to enable plotting of all three drugs on the same scale. To capture the degree of intra-patient spatial heterogeneity, individual PDE samples are represented with different shapes and tissue pixels were grouped into percentiles based on drug distribution, with each percentile represented as an individual data point. Two-sided Wilcoxon rank sum test with Bonferroni correction was applied across percentiles to compare differences in drug signal intensities across patients. **e** Inter-tumour heterogeneity in PARP inhibitor accumulation. Data were processed as described in (**d**). Statistical significance was assessed using a two-sided Wilcoxon rank-sum test across percentiles. No adjustments were made for multiple comparisons. For (**c**, **d**), Data are derived from *n* = 3 patients. Within each patient, data were collected from multiple PDEs: Patient 1 (*n* = 1), Patient 2 (*n* = 2–4), and Patient 3 (*n* = 1–2), depending on the drug condition. See Supplementary Data 1 for full details. Box plots represent the median (centre line), 25th and 75th percentiles (bounds of box), and minima and maxima (whiskers). ns: *p* > 0.05. Source data are provided as a Source Data file.

To visualise drug distribution in the treated-PDE tissue sections, we used mass spectrometry imaging (MSI), which showed excellent signal linearity with concentration for all three drugs tested (Supplementary Fig. 1a-c). Using olaparib-treated samples as a test-case, MSI was used to image drug distribution in slices treated for varying amounts of time, from which we determined that steady-state drug distribution was reached after 24 h of treatment (Supplementary Fig. 1d-f).

The distributions of niraparib, rucaparib and olaparib were compared in 18 PDEs cultured after tumour resection from three patients with HGSOC. One additional PDE from each patient was treated as a vehicle-only control to check the specificity of the MSI signal. PARP inhibitor signal was normalised relative to a heavy isotope-labelled analogue of each drug, homogeneously deposited across each tissue slice as an internal standard, to enable semi-quantitative comparison of drug accumulation between patients. Where tissue availability allowed, multiple slices were cultured for each patient/drug combination, and tumours were sourced from multiple sites (Supplementary Data 1). For all tissue slices, six 10 µm-thick sections were used for multi-modal imaging analyses. The section analysed using Matrix-Associated Laser Desorption Ionisation (MALDI) MSI, deemed section 0, was subsequently haematoxylin and eosin (H&E) stained to examine tissue architecture. The adjacent section, section +1, was used for GeoMx spatial transcriptomics, while immunohistochemical (IHC) staining of sections −2, −1, +2 and +3 probed apoptosis and DNA damage levels using cleaved caspase 3 and ɣH2AX, as well as HGSOC markers Wilms’ tumour 1 (WT1) and Pax8. Supplementary Fig. 2 presents the results of these analyses in a grid form; specific comparisons will be referred to using the coordinates of this grid. FIGO stages of patients can be found in Supplementary Data 1.

### Cell-intrinsic heterogeneity in PARP inhibitor accumulation in HGSOC explants

Despite dosing independently of the vasculature system, a high degree of heterogeneity in PARP inhibitor distribution was observed across all patients (Fig. 1c, Supplementary Fig. 2 row 3), with clear drug hotspots in some parts of the tumour, while other regions accumulated little or no detectable drug. Interestingly, the uptake of the three PARP inhibitors varied between patients, with relative levels of niraparib and rucaparib being comparable in the different patients, while olaparib accumulation differed (Fig. 1c, d). For example, samples from Patient 1 accumulated little olaparib, whereas levels of niraparib and rucaparib were highest in these samples relative to the others tested. This suggests that the differential uptake of drugs between patients is not due to a general difference in small molecule permeability within these tumours, but that specific mechanisms may govern the uptake and/or efflux of rucaparib and niraparib when compared to olaparib.

Although some examples of this heterogeneity were associated with differences in tissue architecture by H&E staining (e.g., a correlation between drug intensity in regions of increased cell density in Patient 2 after treatment with niraparib or rucaparib, Supplementary Fig. 2, E3:4,N3:4), this was not always the case (e.g. Patient 1, niraparib, A3:4). Regions of high and low drug accumulation did not appear to correlate with levels of tumour markers such as Pax8 or WT1 (Supplementary Fig. 2, rows 3, 9 and 10), suggesting that the drug does not exclusively accumulate in cancer cells, and within the cancer cell populations, there is variability in accumulation. In a number of cases, there was a correlation between the drug distribution and the staining pattern of ɣH2AX, a readout of DNA damage levels (Supplementary Fig. 2b, rows 2 and 3).

Inter-tumour heterogeneity in drug accumulation was also observed between different tumours from the same patient (Fig. 1e, Supplementary Fig. 2 row 3). Niraparib-treated samples from patient 2 derived from the omentum (E) and left ovary (F–H), showed differing drug accumulation, as did olaparib-treated samples derived from the same sites (I and J, K respectively). Similarly, niraparib-treated samples derived from the bladder (P) and omentum (Q) of patient 3 displayed variability, as did olaparib-treated samples from these locations (R, S). Together, these data demonstrate that the accumulation of PARP inhibitors in patient-derived explants is highly heterogeneous, at the intra-tumour, inter-tumour and inter-patient level.

### Drug hotspots show significantly increased drug response signatures

To understand what drives the differential accumulation of PARP inhibitors and how this impacts their efficacy, we used the NanoString GeoMx spatial transcriptomics platform to determine whole-transcriptome differences between high- and low-drug regions of our PDEs. To achieve sufficient sequencing depth for whole-transcriptome analysis using this platform, a minimum number of nuclei is recommended per ROI. This was difficult to achieve in olaparib-treated samples as drug hotspots were, on average, much smaller than those observed in niraparib or rucaparib-treated samples (Fig. 1c, Supplementary Fig. 2, row 3), therefore we chose to focus only on the latter two drugs.

Regions of high- and low-drug were chosen based on MSI images of drug distribution and cross-referenced with the tissue morphology marker pan-cytokeratin and α-smooth muscle actin, to confirm that transcriptional profiles obtained were from cancer cells only and that fibroblasts were excluded (Fig. 2a, Supplementary Fig. 2, rows 5:8). Finally, regions were compared with IHC staining of ovarian cancer cell-specific markers, WT1 and Pax8, on alternative sections (Supplementary Fig. 2, rows 9:10). Twelve tissue sections were analysed, and an average of 5 high- and 5 low-drug regions of interest (ROIs) were obtained per tissue section. Quantification of the levels of drug between the ROIs confirmed a significant increase in drug levels in high ROIs relative to low for both niraparib and rucaparib (Fig. 2b).

**Fig. 2:**
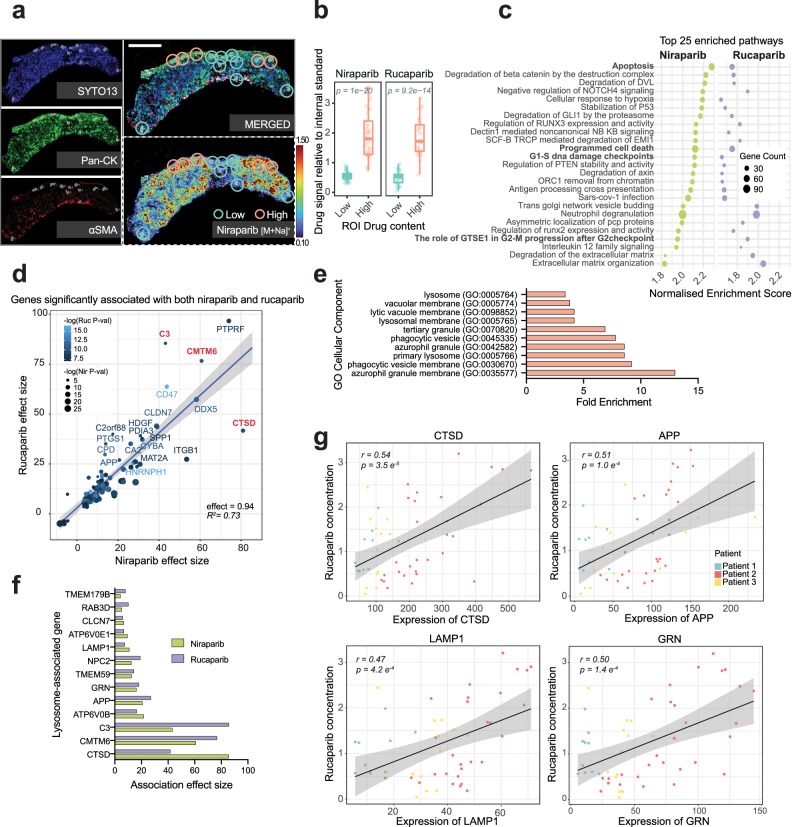
Regions of high PARP inhibitor accumulation show increased apoptotic response and lysosomal signatures. **a** Example of high and low region of interest (ROI) selection for GeoMx spatial transcriptomics in patient-derived explants (PDEs) following ex vivo dosing with PARP inhibitors. The MSI image (dashed bottom-right panel), displaying niraparib distribution, was used to inform ROI selection on panCK-positive, αSMA-negative tumour areas. Colour scale depicts relative drug intensity. Scale bar = 1 mm. **b** ROI drug quantification, relative to internal standards spiked in matrix, and Q3-normalised (as in Fig. 1d) to enable same-scale plotting. Data were derived from *n* = 3 biological replicates (patients). For niraparib and rucaparib respectively, *n* = 38/40 and *n* = 27/26 high/low ROIs were collected. Box plots represent the median with interquartile range (bounds of box), and minima and maxima (whiskers). Two-sided Wilcoxon rank sum test was applied to evaluate differences in drug intensity signal between low and high ROIs. **c** Top 25 Reactome pathways enriched in both niraparib (green) and rucaparib (purple) datasets following Gene Set Enrichment Analysis. **d** Correlation of effect sizes for genes with expression significantly associated with both niraparib and rucaparib levels per ROI. Drug levels were modelled as continuous variables, derived from mean signal intensities per ROI in MSI images, normalised to heavy-labelled drug-analogue internal standards. Associations were estimated using a two-sided linear mixed model (LMM). The black line represents the LMM regression (*slope* = 0.94, *R*^*2*^ = 0.73) with SE as the grey shaded area. Point size and colour indicate significance of niraparib and rucaparib effects, respectively. **e** Lysosome-related terms identified in a GO Cellular Compartment analysis of genes commonly associated with niraparib and rucaparib. **f** Effect sizes of lysosomal genes significantly associated with niraparib (green) and rucaparib (purple) in PDE samples. **g** Scatter plots depicting expression of lysosomal genes relative to rucaparib concentration, each dot represents an ROI and patients are colour-coded. Black line represents linear regression fit, with SE as the grey shaded area. Pearson correlation coefficients are indicated for each plot; statistical significance was assessed using two-sided Pearson correlation tests. Source data are provided as a Source Data file.

After QC and filtering steps, we were left with 122 ROIs, with at least 20 regions of high- and low-drug for each of the two PARP inhibitors (Supplementary Fig. 3a), and across these, 11224 targets were reliably quantifiable. PCA and Euclidean distance clustering analysis demonstrated that, as expected, the major driver of transcriptional variance was inter-patient heterogeneity (Supplementary Fig. 3b, c). Within each patient, samples grouped by compound, then by PDE slice ID, and within each slice, high and low drug content areas were separated from one another, demonstrating that differential drug accumulation was associated with divergent transcriptomes (Supplementary Fig. 3b). Pathway analysis of all high versus low regions using the Reactome database demonstrated that high-drug regions were enriched in terms associated with cell cycle arrest and DNA damage response (‘G1/S Damage Checkpoint’), and apoptosis (‘Apoptosis’, ‘Apoptotic execution phase’, ‘Programmed cell death’, ‘Apoptotic cleavage of cellular proteins’), suggesting that PARP inhibitor response was enhanced by the increased concentration of the drugs, driving increased apoptotic signalling (Fig. 2c, Supplementary Data 3).

### High drug accumulation is associated with lysosomal gene signatures

By incorporating the relative drug concentrations quantified across each ROI (Fig. 2b), we were able to use drug level as a continuous (rather than a binary high versus low) variable as part of a separate linear mixed model for each of our two drugs used, with nested random effects to account for patient and PDE slice-derived variability. Using this, we identified genes whose expression was significantly associated with increasing or decreasing levels of either rucaparib or niraparib (Supplementary Fig. 4a, b, Supplementary Data 4). Enrichment analysis identified several overlapping terms associated with increasing levels of both drugs, centring around proteolysis or peptide activity, extracellular matrix features and glycolytic activity (Supplementary Fig. 4c, Supplementary Data 5).

Though far more significant gene associations were observed with increasing niraparib concentration (2541, <0.05 FDR), 55% of genes that were associated with increasing rucaparib concentration (201, <0.05 FDR) were also found to be associated to niraparib (111 labelled gene transcripts, Fig. 2d, Supplementary Data 4). Strikingly, the effect sizes of transcripts that were significantly associated with both drugs were highly correlated (Fig. 2d, *slope* = 0.94, *R*^2^ = 0.73).

Among the transcripts most strongly associated with increasing concentrations of niraparib and rucaparib were *CTSD*, encoding the lysosomal protease cathepsin D; the complement component *C3*, which has been demonstrated to be found in lysosomes in several cell types^17,18^; and *CMTM6*, the protein product of which has been shown to stabilise PD-L1 at the plasma membrane by promoting its sorting towards recycling endosomes and away from lysosomes^19,20^ (Fig. 2d, relevant genes highlighted in red). Mirroring these associations with the endosome/lysosome system, GO term Cellular Component enrichment analysis of the genes commonly associated with both drugs revealed that ten of the top twenty terms referred to lysosomes or lysosome-related organelles (e.g. azurophilic granules, lytic vacuoles) (Fig. 2e, Supplementary Data 6).

On closer inspection 13 of the 111 common gene transcripts encoded lysosome-associated proteins (Fig. 2f), and the correlation between levels of drug and level of transcript expression was striking for well-known lysosomal genes such as *LAMP1*, *CTSD*, *APP* and *GRN* (Fig. 2g, Supplementary Fig. 4d). We also noted that ‘Neutrophil Degranulation’, a process known to be reliant on the secretion of lysosomal proteases, was also enriched in our binary analysis (Fig. 2c). Together, these data suggest that increased accumulation of both rucaparib and niraparib are associated with lysosomal signatures in PDEs.

### Single cell heterogeneity in PARP inhibitor-induced DNA damage response

PDE models capture HGSOC tumour heterogeneity and cellular diversity well, however 24 h treatment times are required to reach steady state levels of drug in this system (Supplementary Fig. 1d–f). This prolonged PARP inhibitor exposure prevents the deconvolution of features which drive heterogeneous drug accumulation from those features that arise as a result of concentration-dependent differences in drug response. We therefore set out to establish a cell-based model to better understand whether high-drug-associated lysosomal signatures could be a cause or a consequence of differential PARP inhibitor accumulation.

To determine whether we could model heterogeneous PARP inhibitor accumulation and response in cell lines, we first examined response to olaparib, rucaparib and niraparib at the single-cell level in the established HGSOC cell line, PEO1, as well as other ovarian cancer (OVCA) cell lines, using accumulation of ɣH2AX as a read out for DSBs (Fig. 3a). Dosing at their *IC*_50_ concentration (Supplementary Fig. 5a, b), DNA damage response to PARP inhibitors at the single cell level was highly variable in PEO1 and other ovarian cell lines (Fig. 3b, Supplementary Fig. 5c), as demonstrated previously in other cancer cell types^21^. Separating cells based on DNA content revealed a cell cycle-dependent response, in line with the known mechanism of action of PARP inhibitors. As expected, cells in the G2/M-phase demonstrated higher levels of ɣH2AX compared to vehicle-treated controls. However, even within this subset, a substantial degree of heterogeneity in drug-induced DNA damage was observed.

**Fig. 3:**
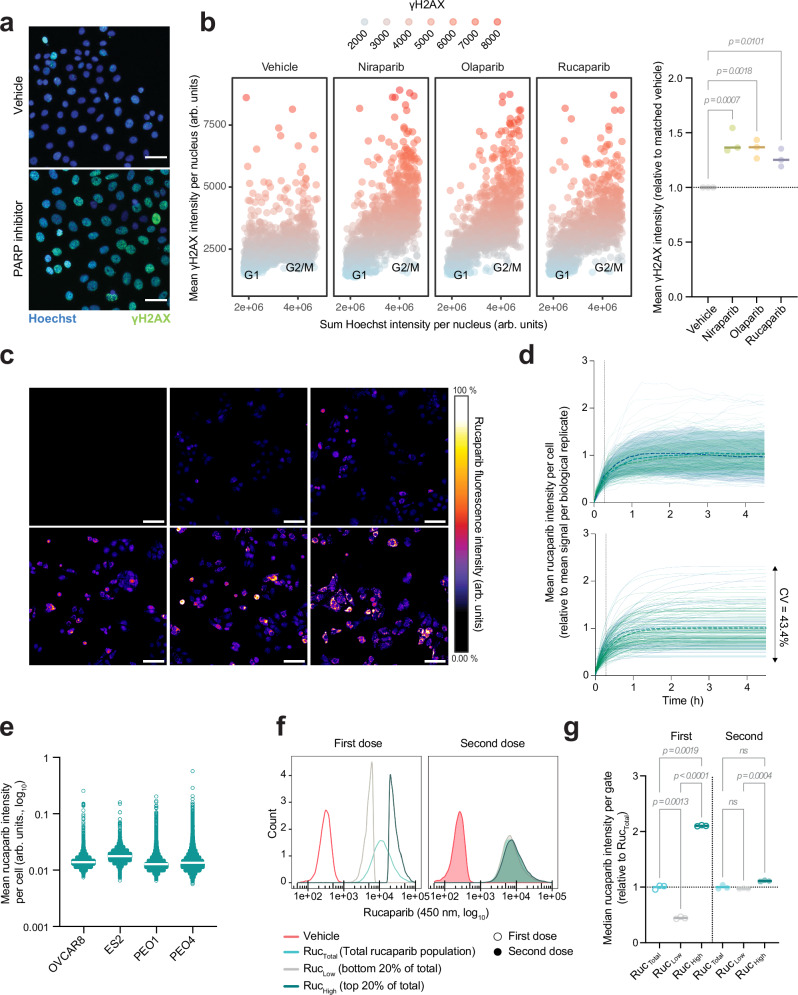
Non-genetic heterogeneity drives variable rucaparib accumulation at the single cell level. **a** Representative image of γH2AX levels in PEO1 after 24 h treatment with PARP inhibitors at *IC*_50_ concentration. Scale bar = 50 μm. **b** Left; Mean γH2AX intensity as a function of sum Hoechst intensity per nucleus upon a 24 h PARP inhibitor treatment. Cell cycle gates were estimated based on Hoechst sum fluorescence intensity per nucleus. A representative biological replicate is shown. Right; biological γH2AX means (*n* = 3) expressed relative to the mean of the vehicle control within each replicate. *P*-values were calculated by a two-sided, repeated-measures one-way ANOVA with Dunnett’s multiple comparison test. **c** Rucaparib uptake time course in cells dosed at *IC*_50_ concentration. Scale = 100 μm. Colour scale depicts drug fluorescence intensity. **d** Rucaparib accumulation across time at the single cell level in PEO1 (top). Dotted lines and shaded areas show mean ± SD of rucaparib uptake, respectively across 50 cells per biological replicate (*n* = 3, colour coded). A one-phase association model was fitted (bottom) to estimate uptake rate and steady-state rucaparib per cell. **e** Heterogeneity in intracellular rucaparib concentration in OvCa cell lines, each dosed at *C*_*max*_ of rucaparib (6 µM) for 24 h. Population median rucaparib is showed as solid horizontal lines. Data is representative of *n* = 3 biological replicates. **f** Phenotypic plasticity of differential rucaparib accumulation. Ruc_High_ and Ruc_Low_ PEO1s (top/bottom 20% of rucaparib positive population) were FACS-sorted in triplicates with total drug and vehicle-only controls after a 2 h treatment. Cells were re-cultured in drug-free medium for 21 days and then re-dosed to analyse rucaparib signal distribution, with respect to its original distribution. **g** Relative drug levels for each rucaparib population in (**f**). ‘First’ denotes initial rucaparib signal. ‘Second’ refers to re-dosed levels after re-culture. Significance by two-sided Welch one-way ANOVA, followed by Dunnett’s. ns: *p* > 0.05. Source data are provided as a Source Data file.

### Intracellular rucaparib concentrations are heterogeneous at the single cell level

Our PDE models suggested that differential drug accumulation is associated with heterogeneity in drug response. To understand whether this was recapitulated in cell line models, single cell measurements of intracellular drug concentrations were required. Rucaparib has intrinsic fluorescent properties that enable its visualisation by fluorescence microscopy^22^, and high-content imaging approaches showed a clear and specific rucaparib signal in PEO1 cells (Supplementary Fig. 6a) that could be visualised as early as 1 minute after addition of the drug, later developing a punctate distribution (Fig. 3c). Quantitation confirmed that intracellular concentrations of rucaparib ([Rucaparib]_IC_) were indeed heterogenous, with a 5-fold difference in signal arising from those cells with the highest versus the lowest drug signal, and a coefficient of variance (CV) of 43.4 ± 9.8% (Fig. 3d). By fitting a one-phase association curve, it was observed that the rate of uptake into cells (K) was inversely correlated to the steady-state [Rucaparib]_IC_ (*r*^2^ = −0.48 ± 0.12, Supplementary Fig. 6b). Heterogeneity in [Rucaparib]_IC_ was also observed in other OVCA cell lines, with CVs ranging from 43 ± 16% to 77 ± 12% (Fig. 3e).

To understand whether differential rucaparib uptake in PEO1 cells was due to genetic variability within the population, we treated cells with rucaparib for 2 h (to ensure steady-state [Rucaparib]_IC_ had been achieved, Fig. 3d) and then FACS-sorted the top and bottom 20% of the population, based on rucaparib fluorescence, to obtain Ruc_High_ and Ruc_Low_ populations, respectively (Fig. 3f). These populations were then returned to culture for 1, 2 or 3 weeks before re-incubating with rucaparib and analysing the fluorescence distribution once more, to determine whether the phenotype was stable over several rounds of cell division (Supplementary Fig. 6c, Fig. 3f, g). Ruc_High_ and Ruc_Low_ populations had almost identical fluorescence distributions after 3 weeks in culture. Together, these data demonstrate that the intracellular concentration of rucaparib is highly heterogeneous at the single cell level, and that this heterogeneity is likely to arise from non-genetically encoded molecular differences between single cells within the bulk population.

### Deconvoluting molecular drivers of differential PARP inhibitor accumulation from pharmacological consequences

To determine the molecular drivers of differential rucaparib accumulation, we reasoned that by sorting rucaparib-treated cells at early time points, we would enrich for intrinsic molecular differences between the high- and low-drug populations, while minimising changes driven by differential drug responses (Fig. 4a).

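RNA from the sort design of Fig. 4a was also sequenced in PEO1, an established cell line of high-grade serous ovarian cancer. The paper's text reports proteomics from this design and does not describe these RNA libraries. Cells were treated with vehicle or with 8.5 µM rucaparib, a PARP inhibitor that is itself fluorescent, for 2 or 24 h. Ruc_High_ and Ruc_Low_ are the 20% of treated cells with the highest and the lowest drug fluorescence, Ruc_Total_ is unsorted treated cells and Vehicle is unsorted cells without drug. Each of the 8 groups had 3 biological replicates with 3 libraries each, which gave 72 libraries. Sorted cells were detached and passed through the sorter, whereas unsorted cells were scraped into lysis buffer, so Ruc_High_ is compared here with Ruc_Low_, and Ruc_Total_ with Vehicle. Poly(A) RNA was made into strand-specific libraries, and the authors' files give estimated read counts and TPM per transcript from Salmon.
At 2 h, the total of estimated reads per library was 22092472 to 38362530 in Vehicle (median 35170315), 27050929 to 35395240 in Ruc_Total_ (median 31736853), 17391033 to 35502036 in Ruc_Low_ (median 34960670) and 29040832 to 35227902 in Ruc_High_ (median 33868265). The totals at 24 h were 31177374 to 38009444 in Vehicle (median 33380615), 30812250 to 38899905 in Ruc_Total_ (median 35365373), 27747511 to 36152646 in Ruc_Low_ (median 33338836) and 29702902 to 35145835 in Ruc_High_ (median 33329891). Transcripts were summed to genes, the 3 libraries of each replicate and group were added and rounded to whole counts, and the 24 resulting samples were fitted together with edgeR's quasi-likelihood test over 20131 genes. Fold changes are on the log2 scale, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. The block named with some values is the replicate number added to the model. Libraries differed in the mean length of the transcripts that gave their reads, from 2252 to 3292 bases. The first principal component of the 72 libraries, with 24.8% of the variance, followed this length (size of Pearson's r 0.875, 0.87 within groups).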

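After 2 h of rucaparib, 4 genes fell and 1 rose in Ruc_Total_ cells relative to Vehicle. PPP1R10, which encodes a regulatory subunit of protein phosphatase 1 (chromosome 6, 30600400 to 30618612 in GRCh38), fell from 49.8 ± 6.01 to 20.2 ± 3.12 CPM (counts scaled to a common library size, mean ± SD, n = 3), a log2 fold change of -1.30. HEXIM1 (chromosome 17, 45148502 to 45152101) encodes an inhibitor of the elongation factor P-TEFb and MEPCE (chromosome 7, 100428790 to 100434126) the capping enzyme of its partner 7SK RNA, and they fell by 0.91 and 0.92. The Polycomb gene CBX2 fell by 0.71 and C11orf68 rose by 0.71. For PPP1R10, HEXIM1, MEPCE, CBX2 and C11orf68 the standard errors were 0.17, 0.12, 0.11, 0.12 and 0.11 and the adjusted p-values from edgeR 0.0029, 0.0034, 0.0021, 0.025 and 0.012, and each moved the same way in 3 of 3 replicates. Of 13 mitochondrially encoded genes, 12 had a fold change above 0 at 2 h and none passed, with a median of 0.85 (adjusted p = 1.7e-09 from camera and 0.88 with an estimated correlation). Their reads were a median of 0.746% per library in Vehicle and 1.03% in Ruc_Total_. By replicate this share was 0.257 to 0.544% in Vehicle and 0.974 to 2.11% in Ruc_Total_ for replicate 1, 0.676 to 0.946% and 0.934 to 1.39% for replicate 2 and 0.980 to 1.00% and 0.871 to 1.03% for replicate 3.
At 24 h, 442 genes were higher and 232 lower with rucaparib. CXCL8 and CXCL1, which encode neutrophil-attracting chemokines, rose by 2.35 and 1.89, and HBEGF, a ligand of the EGF receptor, by 1.93 (standard errors 0.42, 0.40 and 0.29, adjusted p = 0.0061, 0.017 and 0.0020 from edgeR). SERPINB2, a plasminogen activator inhibitor, rose from 13.5 ± 1.71 to 66.4 ± 13.8 CPM (n = 3), a log2 fold change of 2.30 (standard error 0.19, adjusted p = 2.9e-06 from edgeR). The collagenase gene MMP1 rose by 3.00 (standard error 0.26, adjusted p = 3.0e-06 from edgeR), at a mean of 7.81 CPM in Ruc_Total_.
Of 25 p53 targets tested, 9 rose, none fell and 16 did not pass (10 higher and 2 lower when adjusted over the list alone, 12 higher and 2 lower with the block). The list's adjusted p was 6.6e-05 from camera, 0.036 with an estimated correlation and 0.20 with the block as well. CDKN1A, which encodes the cell cycle inhibitor p21 (chromosome 6, 36676460 to 36687339), rose by 2.06 (standard error 0.20, adjusted p = 2.2e-05 from edgeR). Outside the list, the growth arrest gene GADD45A rose by 1.87 (adjusted p = 0.017 from edgeR). Among 14 genes of the integrated stress and unfolded protein response, 4 rose and none fell (6 higher when adjusted over the list alone and 7 with the block), including CHAC1 at 1.51 and SESN2, which is also among the p53 targets, at 1.45. This list's adjusted p was 6.1e-06 from camera, 0.036 with an estimated correlation and 0.16 with the block as well. Of 23 immediate-early and heat shock genes 18 were above 0 and 3 rose, 9 with the block (adjusted p = 6.1e-04 from camera, 0.47 with an estimated correlation). Matrix and mesenchymal genes (3 rose, 5 higher and 1 lower with the block) and cytosolic ribosomal proteins (0 rose, 9 with the block) also passed camera as higher. Their adjusted p was 4.2e-05 and 0.013 from camera and 0.34 and 0.92 with an estimated correlation. With the mean transcript length of each sample as a covariate and the block, the ribosomal list no longer passed camera (adjusted p = 0.15). Its median was then -0.05, against 0.29 without them. The matrix list still passed camera in that fit (adjusted p = 1.3e-12, median 0.30). From 22 apoptosis genes 3 rose (4 higher when adjusted over the list alone, 7 higher and 1 lower with the block), among them BBC3 (1.03) and TNFRSF10A (0.58). The apoptosis list did not pass camera (adjusted p = 0.23, and 0.51 with an estimated correlation). It passed as higher with fry, another test for lists (adjusted p = 0.045). Without libraries under 2800 bases of mean transcript length it passed camera (adjusted p = 0.044), but not with an estimated correlation (adjusted p = 0.26).
Some genes of G2 and mitosis were lower at 24 h, while the list did not pass with an estimated correlation. Of 54 tested, 14 fell and none rose (36 lower and 3 higher when adjusted over the list alone, 39 lower and 2 higher with the block), with a median of -0.60 (adjusted p = 3.1e-19 from camera and 0.33 with an estimated correlation). The mitotic kinase gene BUB1 fell by 1.52 and DLGAP5 by 1.25, and the mitotic kinesin gene KIF20A fell by 1.95 (adjusted p = 0.040, 0.017 and 0.0094 from edgeR). CCNB1, which encodes cyclin B1, fell by 0.74 (standard error 0.16, adjusted p = 0.019 from edgeR). AURKA had a fold change of -0.84 (adjusted p = 0.068 and 0.0020 with the block from edgeR) and CCNB2 of -0.94 (adjusted p = 0.066 and 7.7e-04 with the block). Of 13 mitochondrially encoded genes, 2 fell at 24 h, MT-ATP6 by 1.96 and MT-CO3 by 1.68, and 11 when adjusted over the list alone or 11 with the block (adjusted p = 2.5e-09 from camera and 0.33 with an estimated correlation). In replicates 1, 2 and 3 the changes were -3.00, -2.19 and -0.60 for MT-ATP6 and -2.68, -1.86 and -0.57 for MT-CO3, and the median of the list was -1.53, or -0.92 with the mean transcript length of each sample as a covariate and the block. Reads of these genes were a median of 1.04% per library in Vehicle and 0.506% in Ruc_Total_ at 24 h. The mean transcript length was 2743, 2711 and 3224 bases in replicates 1, 2 and 3 of Ruc_Total_ at 24 h and 3118, 3107 and 3226 bases in those of Vehicle.
With the block, 6 higher and 23 lower genes passed at 2 h and 2654 higher and 2175 lower at 24 h. Without the block, no gene passed at 2 h with replicate 1, 2 or 3 left out. The 24 h counts were then 105 higher and 75 lower without replicate 1, 3 higher and 0 lower without replicate 2 and 1411 higher and 1379 lower without replicate 3. Over all replicates with an offset for effective transcript length, also without the block, they were 75 higher and 39 lower.

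**Figure D1:**
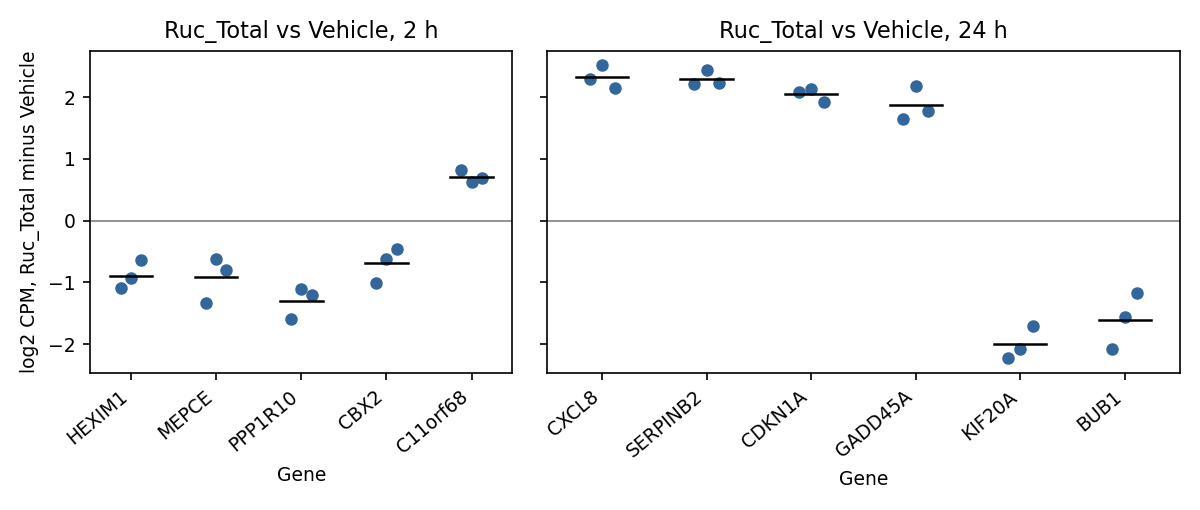
Difference in log2 CPM between Ruc_Total_ and Vehicle for named genes at 2 h (left) and 24 h (right). Points are the 3 replicates and lines their means, and the points of HEXIM1 lie at -1.10, -0.93 and -0.64 and those of CDKN1A at 2.08, 2.14 and 1.93.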

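Between Ruc_High_ and Ruc_Low_ cells, 22 genes were higher in Ruc_High_ and none lower at 24 h, and 1 was higher and none lower at 2 h in edgeR. BMF, which encodes a pro-apoptotic BH3-only protein (chromosome 15, 40087890 to 40108892 in GRCh38), was 37.6 ± 9.04 CPM in Ruc_High_ and 12.1 ± 2.14 in Ruc_Low_ at 24 h (mean ± SD, n = 3), a log2 fold change of 1.64 (standard error 0.24, adjusted p = 0.012 from edgeR). TP53INP1 and PGBD5 were higher by 1.19 and 1.17 (adjusted p = 0.033 and 0.036 from edgeR). FTL, which encodes the light chain of the iron store ferritin, was higher by 0.61 (standard error 0.12, adjusted p = 0.039 from edgeR). FBXO32, ADGRF1 and the ion cotransporter gene SLC12A2 were higher by 0.96, 0.84 and 0.67, each in 3 of 3 replicates, which the choice of genes to name required. All 22 genes higher at 24 h, chosen by their 24 h values, had a fold change above 0 at 2 h, with a median of 1.07 against 1.31 at 24 h, and none of them passed at 2 h. The gene called at 2 h was AKR1C2, singled out after its value was seen, at 2.90 (adjusted p = 0.041 from edgeR), with a mean of 0.231 CPM over all samples and close paralogs that share sequence with it.
As a list, targets of the aryl hydrocarbon receptor (AHR) were higher in Ruc_High_, with medians of 0.69 at 2 h and 0.81 at 24 h. The fold change was above 0 for 6 of 7 at 2 h and 5 at 24 h, with TIPARP below 0 at both times. Of 7 tested, 2 passed at 24 h (3 when adjusted over the list alone), the cytochrome genes CYP1B1 at 1.31 and CYP1A1 at 1.43, and none passed at 2 h (3 when adjusted over the list alone). With the block 3 passed at 24 h and 1 at 2 h. The list's adjusted p from camera was 4.2e-08 at 2 h and 2.2e-09 at 24 h, and 0.0084 and 0.0081 with an estimated correlation.
The lysosomal membrane list was slightly higher in Ruc_High_ at both times, whereas the lumen and V-ATPase lists passed only in some tests or times. Of 48 lumen, 27 membrane and 17 V-ATPase genes none passed at either time, over all genes or when adjusted over the list alone. With the block, 2 lumen genes were higher at 24 h. The fold change was above 0 for 24 of 27 membrane genes at 2 h and 24 at 24 h, with medians of 0.10 and 0.12 (adjusted p = 5.2e-04 and 6.2e-04 from camera, 0.0084 and 0.0086 with an estimated correlation). The lumen list had medians of 0.13 and 0.12 (adjusted p = 1.5e-05 and 7.2e-05 from camera, 0.060 and 0.15 with an estimated correlation, 0.012 and 0.022 with the block as well). All 17 genes of the V-ATPase, the proton pump of the lysosome, were above 0 at 2 h (adjusted p = 0.0011 from camera, 0.044 with an estimated correlation and 0.055 with the block as well), and 13 at 24 h (adjusted p = 0.097 from camera). CTSD, which encodes the protease cathepsin D, had a fold change of 0.42 at 24 h (standard error 0.12, adjusted p = 0.49 and 0.029 with the block from edgeR). The lysosomal membrane gene LAMP1 had fold changes of 0.13 at 2 h and 0.13 at 24 h and LAMP2 of 0.21 and 0.21, none of which passed. Outside these lists, the fibronectin gene FN1 had fold changes of 0.91 at 2 h (adjusted p = 1 and 0.0057 with the block from edgeR) and 0.95 at 24 h (adjusted p = 0.95 and 0.0017 with the block).
Of 54 genes of G2 and mitosis, 0 had a fold change above 0 at 2 h and 0 at 24 h, and none passed, with medians of -0.17 and -0.26 (adjusted p = 1.9e-07 and 1.7e-12 from camera, 0.54 and 0.31 with an estimated correlation).
At an unadjusted p under 0.05 and without the block, 647 genes passed at 2 h and 823 at 24 h. Both are fewer than the 1007 that chance alone gives for 20131 independent tests. With the block, 1251 passed at 2 h and 1626 at 24 h, more than that number. DESeq2 called 44 higher and 4 lower at 2 h and 74 higher and 2 lower at 24 h. With the block, 75 higher and 1 lower passed at an adjusted p under 0.05 at 2 h and 120 higher and 3 lower at 24 h. Of these, 63 were higher at both times. Without the block, no gene passed at either time with replicate 1, 2 or 3 left out. Leaving out a replicate with the block was not tried. For its protein data, the paper reasons that differences between Ruc_High_ and Ruc_Low_ that are absent between vehicle and Ruc_Total_ existed before the drug (Fig. 4a).

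**Figure D2:**
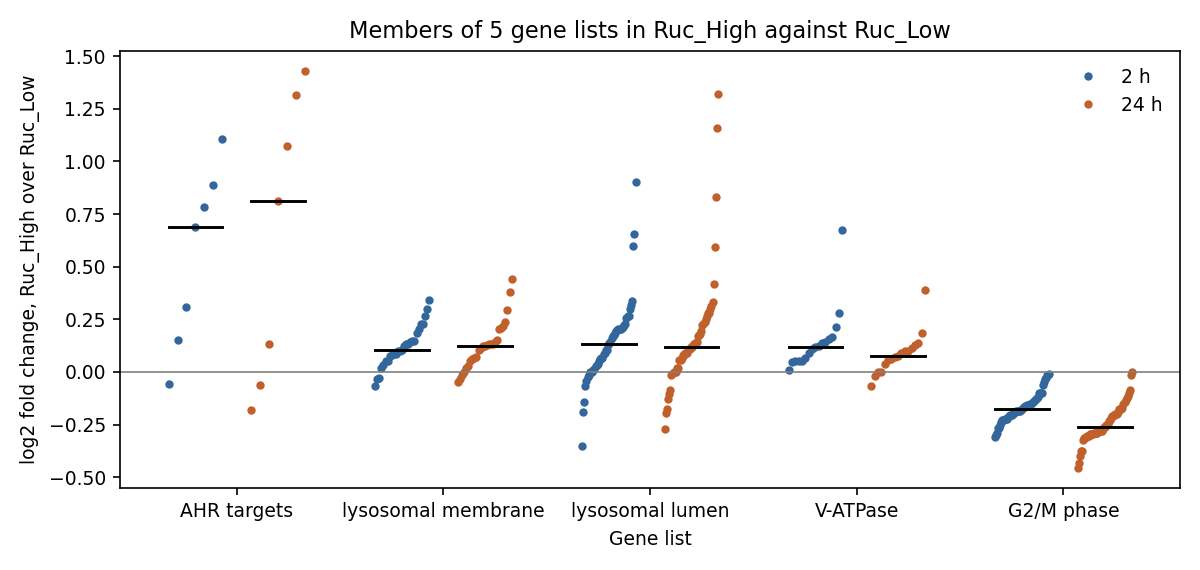
Log2 fold changes between Ruc_High_ and Ruc_Low_ for the members of 5 gene lists at 2 h (blue) and 24 h (orange). Points are genes in order of their value and black lines are medians, which lie at 0.10 and 0.12 for the lysosomal membrane list and at -0.17 and -0.26 for the G2/M phase list.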

**Fig. 4:**
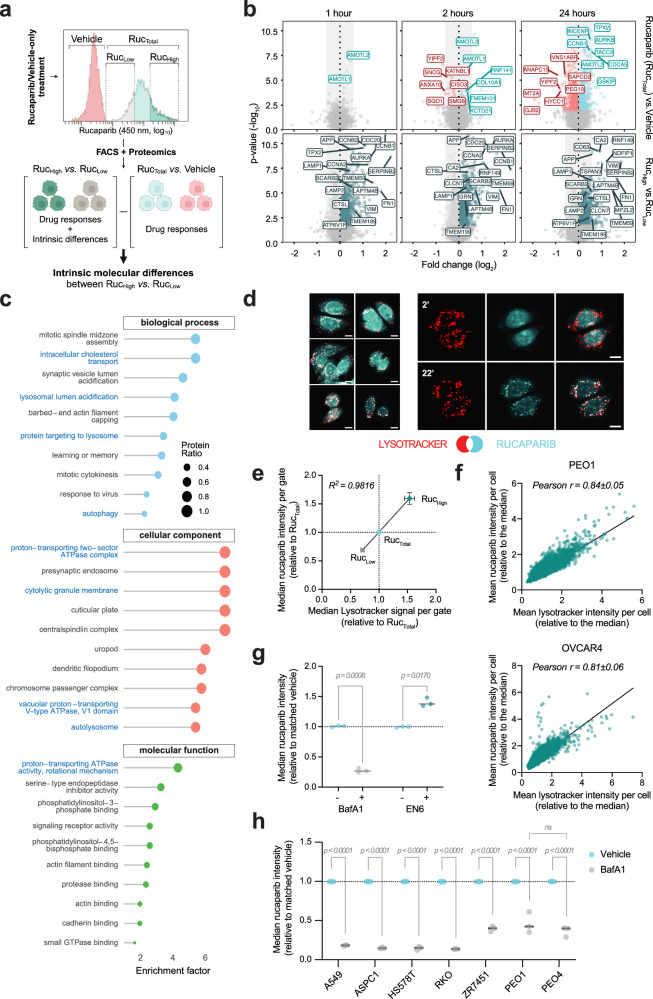
Lysosomal content determines intracellular rucaparib concentration. **a** Experimental rationale. Cells were FACS-sorted into Ruc_High_ and Ruc_Low_ (top/bottom 20% of rucaparib positive population) for proteomics analysis. If absent in vehicle-only vs Ruc_Total_ comparison, differential expression between Ruc_High_ and Ruc_Low_ populations represent intrinsic cellular differences pre-existing drug treatment. *Created in BioRender. Ramirez moncayo, C. (2026)* https://BioRender.com/qitpz9o. **b** Volcano plots of differential protein levels in PEO1 cells after 1, 2, or 24 h rucaparib incubation. Data from *n* = 4 biological replicates. Proteins with different abundance across conditions (*q*-value < 0.05) are coloured, with labelling of selected differentially expressed hits. **c** Gene ontology enrichment of up-regulated proteins in Ruc_High_ vs. Ruc_Low_ at 1 h. A *q*-value cut-off of 0.05 was applied to define significance of enrichment. Lysosomal-related term are highlighted in blue. **d** Left: Rucaparib/LysoTracker colocalisation in PEO1 cells (22 min). Right: Distribution changes at 2 and 22 min. Cyan: Rucaparib; Red: LysoTracker. Scale bar = 10 µm. **e** FACS-based correlation between LysoTracker and rucaparib after 1.5 h dosing of both compounds in PEO1 cells. Median signals per gate (as in **a**) are relative to Ruc_Total_ (mean ± SD across *n* = 3 biological replicates). **f** Imaging-based correlation between mean LysoTracker and rucaparib intensities in PEO1 (top) and OVCAR4 (bottom), after 1 h dosing. Data representative of *n* = 3 biological replicates. Biological mean ± SD Pearson correlation coefficients are shown. **g** FACS-based quantification of median rucaparib signal in PEO1 cell populations. Cells were pre-treated with bafilomycin (BafA1) or EN6 for 1 or 3 h respectively, followed by 1 h with BafA1/EN6 plus rucaparib. Signal normalised to rucaparib-only controls (*n* = 3 biological replicates). **h** FACS-based quantification of lysosomal rucaparib accumulation across cancer cell line models (1 h ± BafA1), estimated by fluorescence fold-change. Cells were treated with rucaparib 10 µM. Data are derived from *n* = 3 biological replicates. For **g** and **h**, significance was assessed by two-way ANOVA and Sidak test. Source data are provided as a Source Data file.

A proteomics analysis of the total population of rucaparib versus vehicle-treated cells after just 1 h of treatment revealed just two significantly changed proteins, suggesting minimal detectable drug response at the protein level at this time point (Fig. 4b). At the same early time point, a large number of proteins were significantly enriched in Ruc_High_ relative to Ruc_Low_ cells, which were inferred to be intrinsic molecular differences between these two populations of cells. Similar expression profiles were also found between Ruc_High_ and Ruc_Low_ cells sorted after 2 and 24 h of treatment, suggesting that the proteins that drive differential rucaparib accumulation are maintained as the cells respond to rucaparib treatment (Fig. 4b, Supplementary Data 7). Pathway enrichment analysis revealed terms that converged strikingly on lysosomal acidification/autophagy (e.g. LAMP1, LAMP2, CTSL, APP, SCARB2, ATP6V1F) (Fig. 4c, Supplementary Data 8), recapitulating the findings from our PDE samples. The identification of lysosomal signatures at early time points (where drug responses are minimal) in the Ruc_High_ populations suggests that they are an intrinsic difference between these and the Ruc_Low_ population.

Ruc_High_ cells were also enriched in a number of mitotic proteins (e.g. AURKA, aurora kinase; CCNB1 and CCNB2, cyclin B1 and B2; TPX2). Since G2/M phase cells are larger, we looked at the relative cell sizes in our Ruc_High_ and Ruc_Low_ populations. Though Ruc_High_ cells had a 26% increase in forward-scatter signal (FSC-A, which is proportional to cell diameter), this was not comparable to the 5.7-fold difference in median rucaparib signal, and after normalisation to cell volume, there was still an approximately 2.5-fold difference in median rucaparib fluorescence per cell in Ruc_High_ versus Ruc_Low_ populations at early time points, suggesting that increased cell size in the G2/M phase was not a major driver of the increased drug signal in Ruc_High_, but may instead be a correlating feature with cells that have higher lysosomal content^23^ (Supplementary Fig. 7a-c).

We had noted previously that rucaparib localisation within cells became punctate over time. Given the lysosomal signatures observed in both patient samples and Ruc_High_ cells - and considering that several drugs are known to localise to the lysosome^24–26^- we hypothesised that rucaparib may accumulate there. Live cell imaging of rucaparib with LysoTracker dye demonstrated that, although initial signal is cytosolic, rucaparib punctae colocalise with lysosomes within 30 min of drug incubation (Fig. 4d, Supplementary Fig. 7d). Cells treated with both rucaparib and LysoTracker displayed a striking correlation between both fluorescent signals, with Ruc_High_ being significantly enriched in LysoTracker signal with respect to Ruc_Low_ (Fig. 4e, Supplementary Fig. 7e, Pearson's *rho* = 0.83 ± 0.08). Image quantification in PEO1 and OVCAR4 cells also revealed that LysoTracker signal was highly correlated with rucaparib levels per cell (Pearson *rho* = 0.84 ± 0.05 and 0.81 ± 0.06, respectively; Fig. 4f). Transient over-expression of TFEB-GFP, a master regulator of lysosomal biogenesis, significantly increased [Rucaparib]_IC_ demonstrating that lysosomal content changes can drive increased rucaparib accumulation (Supplementary Fig. 7f, g). Conversely, treatment of cells with bafilomycin or chloroquine (CQ) to alkalinise lysosomes decreased [Rucaparib]_IC_ (Fig. 4g, Supplementary Fig. 7h-j). Additionally, the V-ATPase activator EN6^27^ triggered an increase in intracellular rucaparib levels (Fig. 4g). Together, these findings demonstrate that heterogeneous [Rucaparib]_IC_ is driven by differential lysosomal content and that this accumulation is pH dependent.

To determine if this pH-dependent lysosomal accumulation is conserved across different cancer types, we compared rucaparib accumulation across a panel of cancer cell lines from diverse origins, including lung (A549), colorectal (RKO), breast (ZR751 and HS578T) and pancreatic (ASPC1) cancers. We also included the isogenic pair PEO1 and PEO4 to rule out an impact of HR status, since PEO4 cells have a mutation that restores the function of the *BRCA2* gene (Fig. 4h). Lysosomal accumulation was quantified by measuring the reduction in rucaparib fluorescence after a 1-h treatment with bafilomycin. We found that all tested cell lines demonstrated significant lysosomal rucaparib accumulation, confirming that this pharmacokinetic property is a universal determinant of rucaparib intracellular accumulation and occurs irrespective of cancer type or genetic background.

### Intracellular rucaparib concentration correlates with DNA damage response in equimolar treated cells

To determine whether differential intracellular concentrations of PARP inhibitors could be a contributing factor to the variable DNA damage response seen in PEO1 and other OVCA cell lines, measurement of [Rucaparib]_IC_ and ɣH2AX levels were required within the same cell (Fig. 5a).

PARP inhibitor-induced DSBs occur as a result of PARP trapping and replication fork collapse during S-phase^15^. We therefore synchronised cells in G1 phase with palbociclib^28,29^ (Supplementary Fig. 8a, b) prior to releasing them in the presence of rucaparib, to ensure that all cells that had reached G2/M after treatment had had equal opportunity to accumulate DNA damage. We found that indeed, in palbociclib-synchronised cells, there was a positive correlation between [Rucaparib]_IC_ and ɣH2AX levels, and that this correlation was strongest in cells in G2/M (Fig. 5b, c), in keeping with this population having the largest ‘opportunity’ to accumulate damage. Furthermore, separation of cells into quartiles based on levels of intracellular rucaparib revealed a statistically significant increase in ɣH2AX from one quartile to the next (Fig. 5d) with a linear relationship between the median [Rucaparib]_IC_ and median ɣH2AX fluorescence intensity within each quartile (Fig. 5e). This interaction was also observed in OVCAR4 cells (Supplementary Fig. 8c, d).

**Fig. 5:**
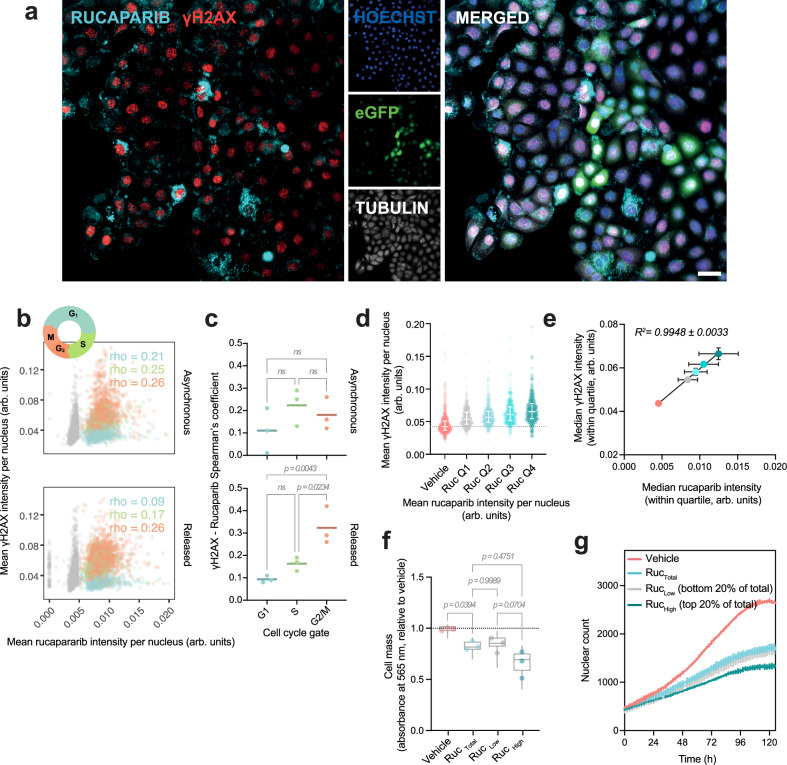
Differences in intracellular rucaparib concentration contribute to heterogeneity in DNA damage levels in equimolar-treated cells. **a** Rucaparib and γH2AX imaging in PEO1 cells. Rucaparib (355/480 nm) and eGFP were imaged live. Cells were fixed and immunostained for γH2AX and tubulin, using Hoechst to stain the nuclei. eGFP was imaged a second time to co-register live and fixed-cell images. Scale bar = 50 μm. **b** Palbociclib-treated (‘released’) and asynchronous PEO1 cells were treated with rucaparib (*IC*_50_) or vehicle-only for 24 h. Cells were imaged as in (**a**) to correlate rucaparib and γH2AX per nuclei. Representative example of Spearman’s correlation across cell cycle gates (blue: G1; green: S; red: G2) is shown, calculated for both asynchronous and palbociclib-released conditions. *p* < 0.0001 for all *rho* values (two-sided Spearman’s rank correlation test) except released-G1 condition, with *p* = 0.0176. Greyed points depict vehicle-only population. **c** Cell cycle-resolved Spearman’s correlation coefficients between rucaparib and γH2AX per biological replicate (*n* = 3, ns: *p* > 0.05). **d** The G2/M gate of the palbociclib-treated population was subdivided into quartiles based on nuclear rucaparib to compare γH2AX between groups (median ± interquartile range, data representative of *n* = 3 biological replicates). **e** Median γH2AX is linearly related to median intracellular rucaparib within the quartile. Mean ± SD from *n* = 3 biological replicates are plotted. **f** Following a 2 h treatment, cells were FACS-sorted into Ruc_High_ and Ruc_Low_ (top/bottom 20% of the rucaparib positive population). Cells were re-cultured, allowed to proliferate in drug-free medium for 72 h, and stained with SRB to measure cell mass. Boxes show median with min-to-max distribution of technical replicates; dots represent biological means (*n* = 3). **g** Growth curves depicting re-proliferation of the different rucaparib gates (*n* = 3 technical replicates, representative of *n* = 3 biological replicates). Differences in growth rates and plateaus were confirmed in a two-sided extra sum-of-squares F test over the fitted logistic growth model, with *p* < 0.0001. For (**c**, **f**), significance was tested using one-way ANOVA with Tukey’s multiple comparison correction. Source data are provided as a Source Data file.

To understand the implications of differential rucaparib accumulation on drug response, cells were again sorted into Ruc_High_ or Ruc_Low_ populations. Even after just 2 h of treatment, Ruc_High_ cells subsequently proliferated more slowly and plateaued at a lower cell mass than Ruc_Low_ cells (Fig. 5f, g), further demonstrating that differential uptake at the single cell level impacts rucaparib response. Together, these data demonstrate that despite equimolar dosing under standard cell culture conditions, differences in [Rucaparib]_IC_ contribute to heterogeneity in DNA damage and rucaparib efficacy at the single-cell level. Since lysosomal accumulation is highly correlated to intracellular rucaparib levels, which, in turn, are associated with increased DNA damage, this suggests that lysosomal accumulation of rucaparib increases drug efficacy.

### Lysosomal accumulation increases nuclear bioavailability of weak base PARP inhibitors

Lysosomal localisation of drugs is often referred to as trapping and associated with drug resistance. However, Ruc_High_ cells have both increased lysosomal accumulation and increased drug response. We therefore hypothesised that lysosomes act as a reservoir that maintains [Rucaparib]_IC_ at a higher level and therefore improves bioavailability. Since PARP1 and 2 are nuclear proteins, we quantified nuclear rucaparib per cell, with or without the addition of bafilomycin, CQ, or the V-ATPase activator EN6^27^. Alkalinisation of lysosomal pH with bafilomycin or CQ treatment prevented lysosomal accumulation and substantially decreased nuclear levels of rucaparib in PEO1 cells (Fig. 6a, b, Supplementary Fig. 9a-e). Similar results were seen for OVCAR4 cells treated with bafilomycin (Supplementary Fig. 9h-j). Conversely, increased acidification of lysosomes with EN6 drove increased lysosomal accumulation and elevated nuclear rucaparib levels in PEO1 cells (Fig. 6a, b, Supplementary Fig. 9f, g). To determine whether lysosomal accumulation consistently sustains greater nuclear rucaparib levels regardless of the extracellular drug concentration, we assessed nuclear drug after manipulating lysosomal pH over a wide range of extracellular rucaparib concentrations (1, 5, and 15 µM). Imaging-based quantification of nuclear rucaparib in PEO1 cells showed that bafilomycin treatment decreases nuclear drug across all tested drug concentrations (Supplementary Fig. 9l). This suggests that lysosomes are likely to act as a reservoir in vivo, even if drug delivery is limited by poor vascularisation. Additionally, upon washout of rucaparib from the extracellular space, rate of fluorescence loss was slower in cells with intact lysosomal function, relative to those treated with bafilomycin or CQ, further supporting the model that the equilibrium of cytosolic and nuclear rucaparib is maintained at a higher concentration by lysosomal accumulation (Fig. 6c, Supplementary Fig. 9k).

**Fig. 6:**
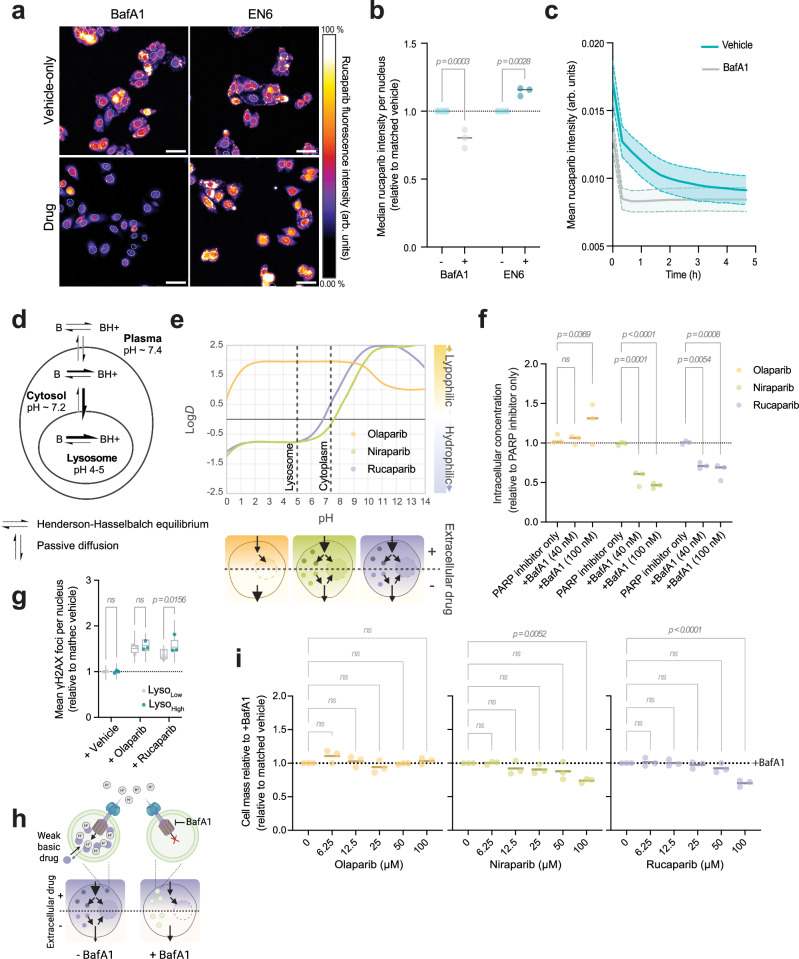
Lysosomal localisation increases nuclear bioavailability of niraparib and rucaparib but not olaparib. **a** Representative images of rucaparib (1 h) in PEO1 ± V-ATPase inhibitor bafilomycin (BafA1) or activator EN6 pre-treatment. Nuclei outlined in white. Scale bar = 50 µm. **b** Nuclear rucaparib in PEO1 pre-treated with ± BafA1/EN6 (1 h), normalised to rucaparib-only controls (*n* = 3 biological replicates). **c** Rucaparib loss after washout in cells pre-treated with ± BafA1. Data, representative of 2 biological replicates, shows mean rucaparib per cell ± SD (*n* = 6 technical replicates). **d** pH-dependent partitioning of lipophilic weak bases. Adapted from^30^. **e** Top; Log*D* of olaparib, rucaparib and niraparib across pH. Bottom: schematic illustrating lysosomal accumulation driving increased weak base concentrations and sustained target engagement. *Created in BioRender. Ramirez Moncayo, C. (2026)* https://BioRender.com/5qmjfgl. **f** Intracellular concentration of olaparib, niraparib and rucaparib in PEO1 cells ± BafA1. *n* = 3 biological replicates relative to PARP inhibitor-only. **g** Lyso_High_ and Lyso_Low_ PEO1 cells (top/bottom 20% of LysoTracker-treated population) were FACS-sorted in triplicates. Sorted populations were re-cultured overnight in drug-free medium and treated at *IC*_50_ levels of rucaparib, olaparib, or vehicle for 24 h in technical triplicates (27 nested observations per condition, *n* = 3 biological replicates). γH2AX foci were quantified relative to matched vehicle per replicate, and analysed using Linear Mixed-Effects Models to account for multi-level nesting. Biological and sorting replicate were included as fixed and random effect, respectively. *P*-values were adjusted via False Discovery Rate (FDR). Boxes show median with min-to-max distribution of technical replicates; dots represent biological means. **h** Effect of V-ATPase inhibition on intracellular concentrations of weak bases. *Created in BioRender. Ramirez Moncayo, C. (2026)* https://BioRender.com/z25hu5c. **i** PEO1 cells were exposed to PARP inhibitors for 1 h ± BafA1 and placed in drug-free medium for 72 h (*n* = 3 biological replicates). Unless otherwise stated, statistical significance was assessed by two-way ANOVA with Sidak’s (**b**) or Dunnett’s correction (**f**, **i**); all tests were two-sided. ns: *p* > 0.05. Source data are provided as a Source Data file.

Our PDE spatial transcriptomics data suggested an interaction with lysosomes for niraparib as well as rucaparib. Lysosomal accumulation has been documented for a range of drugs^26,30–34^, particularly those that are weak bases. These compounds become protonated in the acidic environment of the lysosomal lumen, a process that reduces their lipophilicity (Log*D*) and their ability to diffuse back into the cytosol—ultimately leading to their accumulation within the organelle (Fig. 6d, e). In the case of rucaparib, our data suggest that an equilibrium is maintained between the lysosomal pool of drug and the cytosol/nucleus, with lysosomal accumulation, thereby maintaining higher drug concentrations across the cell. Among the PARP inhibitors clinically used, both rucaparib and niraparib are weak bases, with pK_a_ values of 9.3 and 10.1 for their most basic moieties, respectively (DrugBank), thus making them susceptible to this mechanism. Conversely, olaparib has a much lower pK_a_ (−0.9), suggesting it is unlikely to undergo pH-dependent lysosomal trapping (Supplementary Data 2, Fig. 6e). To test this, since neither niraparib nor olaparib is fluorescent, we measured intracellular concentrations of all three PARP inhibitors, with or without bafilomycin pre-treatment, using liquid chromatography-mass spectrometry. Both rucaparib and niraparib intracellular concentrations were significantly decreased in PEO1 and OVCAR4 cells in the presence of bafilomycin, whereas olaparib was unaffected (Fig. 6f, Supplementary Fig. 10a), supporting the hypothesis that only weak base PARP inhibitors accumulate lysosomally.

To confirm that response to weak-basic PARP inhibitors is influenced by differential lysosomal content, we sorted PEO1 cells after incubation with Lysotracker into Lyso_High_ and Lyso_Low_ populations (Supplementary Fig. 10b). While the difference in lysosomal content was partially diminished due to re-equilibration of the population following re-culturing, the Lyso_High_ cells retained a higher capacity for rucaparib accumulation (Ruc_High_) relative to Lyso_Low_ cells (Ruc_Low_, Supplementary Fig. 10c). We then assessed the DNA damage response (by measuring γH2AX foci) in these populations following treatment with either rucaparib or olaparib. Consistent with our hypothesis, the Lyso_Low_ population showed significantly decreased DNA damage levels in response to rucaparib, indicating lower drug bioavailability (Fig. 6g). Crucially, the Lyso_High_/_Low_ populations showed no difference in their response to olaparib (Fig. 6g), again indicating that lysosomal content only affects the bioavailability and efficacy of weak base PARP inhibitors.

Building on this finding, we sought to test whether lysosomal drug pool acts as a functional reservoir that can sustain drug activity over time, even after extracellular drug clearance. If this were the case, then prevention of lysosomal drug accumulation would impact the efficacy of rucaparib and niraparib after short-term incubations but would have no effect on olaparib treatment. To functionally test this, we performed a pulse-washout cytotoxicity assay (Fig. 6h, i). Cells were briefly exposed to PARP inhibitors at different concentrations for 1 h, in the presence or absence of bafilomycin. The drug and bafilomycin were then removed, and cells were allowed to proliferate for 72 h to assess long-term cytotoxicity. As our model predicted, increased cytotoxicity was observed in cells in which rucaparib and niraparib could accumulate lysosomally, relative to those treated with bafilomycin, which prevents the use of this reservoir. Consistent with all other findings, bafilomycin had no impact on the cytotoxicity of olaparib (Fig. 6i).

Together, these data suggest that as weak bases, rucaparib and niraparib accumulate within the lysosome and that this accumulation increases their bioavailability, whereas olaparib bioavailability is unaffected by lysosomal content or function.

## Discussion

The intracellular concentration of a drug is central to determining its target binding and efficacy: too low, and the intended target will not be engaged; too high, and the drug will interact with lower affinity interactors, leading to off-target effects^1^. Despite its importance, drug distribution within tumours and the mechanisms that regulate this are poorly understood. Following equimolar ex vivo dosing in a vasculature-independent, patient-derived system, our novel multi-modal imaging pipeline demonstrated the presence of cell-intrinsic heterogeneity of PARP inhibitor distribution at three levels: between patients, different tumour sites from the same patient, and within individual tumours. Furthermore, regions of high niraparib and rucaparib accumulation in PDEs displayed increased apoptotic signatures, potentially enabling lower-drug accumulating regions to drive therapeutic resistance. Since tumours used here were resected from chemotherapy-naïve patients, our findings suggest that differential accumulation of PARP inhibitors may be a contributing factor to intrinsic resistance to these drugs. This evidences the need to investigate how tumour heterogeneity affects drug distribution as a potential mechanism of intrinsic resistance across cancer therapies and tumour types.

Interestingly, while niraparib and rucaparib exhibited similar relative uptake levels in a given patient, olaparib followed a distinct pattern, suggesting that the mechanisms of accumulation differ between olaparib and the other two drugs. This observation was borne out by the fact that intracellular concentrations of niraparib and rucaparib are decreased by lysosomal alkalinisation, however olaparib is not.

It has been shown that a number of drugs accumulate within the lysosome^26,35^, with the suggestion that this occurs because they are weak bases that become protonated within the acidic lysosomal lumen. Lysosomal sequestration is often referred to as ‘drug trapping’, which limits cytosolic or nuclear target engagement, but this mechanism of resistance remains poorly characterised. Furthermore, the term ‘trapping’ can be misleading, as weakly basic drugs accumulated in lysosomes may still diffuse back into the cytoplasm under a favourable concentration gradient^30^.

Our experiments suggest that the lysosomal pool of rucaparib and niraparib remains active and enhances drug function. This is evidenced by increased DNA damage in Ruc_High_ cells, and decreased nuclear levels of rucaparib when lysosomal accumulation is diminished through bafilomycin or chloroquine pre-treatment. Similarly, in short-term drug loading experiments, prevention of lysosomal accumulation decreased the efficacy of both niraparib and rucaparib, but did not impact olaparib. This fits a model where lysosomes act as a reservoir of rucaparib or niraparib, enabling the cell to maintain an overall higher concentration at the target site, analogous to the accumulation of the tuberculosis drug bedaquiline in lipid droplets^36^. In line with this, we see that rucaparib concentrations are maintained for longer in cells with an intact lysosomal compartment. Our findings highlight the complexity of the role of lysosomes in therapeutic sensitivity and resistance of PARP inhibitors, and other weak base drugs, and warrants further investigation.

Lysosomal biogenesis is regulated by a number of transcription factors, including TFEB, which regulate the expression of CLEAR network genes. The activity of these transcription factors can be linked to several metabolic signalling pathways, such as decreased mTOR signalling or increased AMPK signalling^23,37,38^. Similarly, cGAS/STING signalling, activation of which can be driven by copy number instability (CIN) and micronuclei formation^39^, can also drive lysosome biogenesis^40^. Interestingly, CIN and micronuclei formation have recently been demonstrated to display intra-tumoural heterogeneity in ovarian cancer^41^, therefore this could also influence the spatial variance in lysosomal content. In cell lines, it is clear that the variability in lysosomal content is driven by non-genetic factors, and though we are unable to conclude this with the data available from our PDE samples, it would be of significant interest in future studies to understand whether any of these factors drive the substantial heterogeneity in lysosomal content observed within HGSOC tumours.

We chose to study those PARP inhibitors indicated for clinical use in ovarian cancer, however several others are licenced or in clinical trials for other cancer types (Supplementary Table 2). Several of these are weak bases with substantial changes in their Log*D* between cytosolic and lysosomal pH, and we would therefore hypothesise that veliparib, saruparib (AZD5305, PARP1 specific) and palacaparib (AZD9574, brain penetrant, PARP1 specific) also become accumulated in the lysosome, while others, including olaparib (as demonstrated experimentally), are likely to accumulate through a lysosome-independent mechanism. This difference could suggest that if poor pharmacodynamics drives lack of response to one PARP inhibitor within a patient’s tumour, treatment with another may still be effective. Our multi-modal imaging study also opens the possibility of personalised therapy, where biopsy samples can be used to assess drug accumulation and to determine which drug is likely to be most effective for a patient.

It is important, however, to acknowledge the limitations of our proof-of-concept study, such that they can be addressed in subsequent work. Firstly, we applied our multi-modal pipeline to explants derived from three patients, and while the approach taken enabled us to obtain mechanistic insight into the heterogeneous drug distribution observed, this study cannot have captured the full extent of patient-to-patient variability known to exist clinically. In the future, studies which include larger sample numbers are warranted, ideally including those from patients pre- and post-relapse to assess whether changes in lysosomal content could contribute towards PARP inhibitor resistance. As publicly available datasets linking transcriptional profiles of PARP inhibitor-treated tumours to patient outcomes become available, it would also be pertinent to explore these for links to lysosomal content, to further strengthen clinical relevance of this work. Finally, as mentioned previously, our work used an ex vivo-dosed explant model to explore cell-intrinsic differences in PARP inhibitor accumulation. Clinically, PARP inhibitors are dosed orally and will reach the tumour via the vasculature, whose often disorganised structure is likely to further increase the heterogeneity of distribution of these drugs across the tumour. At the cellular level, we demonstrated that lysosomal content determines nuclear rucaparib availability, independently of the extracellular concentration (Supplementary Fig. 9 l). However, further investigation would be required to determine whether high lysosomal sequestration in perivascular cells or the tumour periphery could drive extracellular tissue-level gradients by limiting drug penetration into deeper tumour regions. While such gradients are a known challenge for other agents (such as certain formulations of doxorubicin^42,43^), the high clinical *C*_*min*_ and *C*_*max*_ concentrations of PARP inhibitors^44,45^ may help maintain a more uniform steady-state distribution over time. Since there is a therapy-free window prior to surgery, it is very difficult to assess heterogeneity in drug distribution after patients are dosed orally. Future work could use in vivo models to address the extent to which vascular PARP inhibitor delivery could impact drug distribution, although our work suggests that even when delivery is limited, the lysosome is still likely to act as a drug reservoir.

## Methods

### Spatially resolved approaches using patient-derived tumour explants

Human HGSOC tumour samples were obtained through intraoperative tumour mapping^46,47^ from chemo-naive patients undergoing maximal effort upfront cytoreductive surgery at Hammersmith Hospital, London, UK, a tertiary gynaecological cancer centre, certified by European Society of Gynaecological Oncology (ESGO) as centre of excellence for ovarian cancer surgery^48,49^. The human samples for this research project were banked by the Imperial College Healthcare Tissue Bank (ICHTB). ICHTB is supported by the National Institute for Health Research (NIHR) Biomedical Research Centre based at Imperial College Healthcare NHS Trust and Imperial College London. ICHTB is approved by Wales REC3 to release human material for research (22/WA/2836). All patients gave written consent. All procedures involving human participants were done in accordance with the ethical standards of the institutional and/or national research committee and with the principles of the 1964 Declaration of Helsinki and its later amendments or comparable ethical standards.

#### Tissue slicing and culture

Prior to processing, samples were kept on ice. PDEs were obtained using a vibrating blade microtome (LeicaVT1200 S, Leica Biosystems, Nussloch, Germany) to cut slices of 400 to 600 μm in thickness. 5% agarose in PBS was used to embed tumour samples prior to slicing, which was performed in PBS supplemented with 100 U/mL penicillin, 100 μg/mL streptomycin (P/S). Resulting PDEs were placed onto inserts (0.4 μm porosity, PICM01250, Merck Millipore, Burlington, MA, USA) within 6-well plates and just submerged for acclimatisation overnight in complete medium (RPMI 1640, 20% FCS (foetal calf serum), 2 mM sodium pyruvate, 100 U/mL penicillin, 100 μg/mL streptomycin, 2.5 μg/mL insulin) at 37 °C, 5% CO_2_.

#### Ex vivo dosing with PARP inhibitors

Explants were treated with niraparib, olaparib and rucaparib at 20 μM in complete medium or with 0.1% DMSO as vehicle. PARP inhibitors have a *C*_*max*_ (source: DrugBank) in the micromolar range (12.4–17.5 µM, 6 µM and 2.5 µM for olaparib, rucaparib and niraparib, respectively), therefore the concentrations used for explants are in line with those observed in patients. PDEs were incubated with drug (37 °C, 5% CO_2_) for between 2 and 48 h. Typically, 24 h treatment was used to ensure homogeneous drug distribution throughout the tissue slice. Post-incubation, ice-cold drug-free medium was used to rapidly wash PDEs before rinsing with ice-cold PBS (Supplementary Table 1). Excess liquid was carefully blotted before snap-freezing in liquid nitrogen. Samples were stored at −80 °C.

#### Embedding and cryosectioning

To aid cryosection, frozen PDEs were embedded in a hydrogel (7.5% hydroxypropyl methylcellulose, 2.5% PVP)^50^. Polymer blocks were snap-frozen using dry ice-chilled isopropyl alcohol. 10–12 μm serial sections were cut using a cryostat (CM3050s, Leica Biosystems) set to −17 °C, and thaw-mounted onto slides (12-550-15, Thermo Fisher Scientific, Waltham, MA, USA) prior to storage at −80 °C.

#### Histochemistry and immunohistochemistry

Acetone was used to fix sections (−20 °C). H&E staining was undertaken using the commercial kit ab245880 (ab210904, Abcam, Cambridge, UK) according to manufacturer’s instructions, before mounting with DPX. For IHC, endogenous peroxidase activity was quenched using 3% hydrogen peroxide. Sections were then incubated with protein blocking buffer (Abcam) for 1 h at room temperature, followed by overnight incubation at 4 °C with primary antibodies diluted in either SignalStain Antibody Diluent (8112, CST, Danvers, MA, USA) or the same blocking buffer. See Supplementary Table 2 for primary antibody details. Slices were then incubated with secondary antibodies for 1 h (anti-rabbit IgG conjugated with polymeric horseradish peroxidase linker (Leica Bond Polymer Refine Detection, DS9800, Leica Biosystems) for γH2AX and cleaved caspase-3 primaries; biotinylated goat anti-rabbit IgG (HRP/DAB detection IHC Kit, ab64261, Abcam) for the rest). DAB was used as chromogen and sections were haematoxylin counterstained and mounted with DPX. Slides were imaged using a slide scanner (ZEISS Axioscan Z1, Carl Zeiss, Oberkochen, Germany) and a DM4b/DM6000 upright setup (Leica Microsystems, Wetzlar, Germany) and processed with Fiji (v2.16, National Institutes of Health, Bethesda, MD, USA) and QuPath^51,52^.

#### Mass spectrometry imaging (MSI)

Tissue sections were thawed under low vacuum for 20–30 min. For method development and standard curve calculation, 0.15 μL of compound of interest at known concentrations (diluted in 50% MeOH, 1% DMSO as vehicle) was spotted onto desiccated tissue sections, before further processing. Two MSI platforms were used as described below. Initial set up of our multimodal imaging pipeline (Supplementary Fig. 1e, f) used Desorption Electrospray Ionisation (DESI-MSI) which has a lower spatial resolution but improved speed of acquisition. All MSI completed as part of the main study (Fig. 1, Supplementary Fig. 2) used the MALDI-MSI platform to maximise spatial resolution.

#### Matrix-assisted laser desorption/ionization (MALDI) MSI

Matrix (2,5-Dihydroxybenzoic acid, Sigma-Aldrich, St. Louis, MO, USA, Supplementary Table 1) was applied to the tissue section, which was held by a rotating target (350 rpm) at 5 μL/min (nitrogen flow rate of 5 L/min) for 30 min using a pneumatic sprayer (SMALDIprep, TransMIT GmbH, Giessen, Germany). Heavy-isotope labelled versions of each of the PARP inhibitors ([^13^C_6_]-Niraparib, [^2^H_8_]-Olaparib and [^13^C,^2^H_3_]-Rucaparib; Aslachim, Mont-Saint-Aignan, France) were spiked into the matrix solution at 3 μg/mL as internal standards (IS) as described elsewhere^53^. Positive ion mode was used to acquire spectral data, typically between 250 and 1000 m/z, using an AP-SMALDI5-AF ion source (TransMIT GmbH) coupled to a Q-Exactive Plus mass spectrometer (Thermo Fisher Scientific). Source conditions: capillary temp 350–400 °C; voltage, 4 kV. Mass spectrometric parameters: inject time, 250 ms; 70,000 mass resolution; 3.8 scans/s. Scanning was performed in 2D-line mode with a nominal pixel size set to 20 μm, and laser attenuator set to 34 arbitrary units.

After acquisition, cold ethanol was used to remove matrix to enable H&E staining of the tissue section. Raw spectral data were converted to imzML format (RAW2IMZML converter v1.8R3, TransMIT GmbH). MSiReader^54^ (v1.02, North Carolina State University, Raleigh, NC, USA) was used for data analysis. Normalisation to the appropriate heavy labelled IS was performed. A tolerance window of 5-10 parts per million (ppm) was used to plot features of interest.

#### Desorption electrospray ionization (DESI) MSI

For DESI imaging a source comprising a 2D sample holder moving stage and custom-built inlet capillary (490 °C) (Prosolia, Indianapolis, IN, USA), coupled to a XEVO G2-XS QToF (Waters Corporation, Milford, MA, USA) was used. DESI parameters were as follows: spray voltage, 4.5 kV; solvent, methanol/water, 95:5; flow rate, 2 μL/min; nebulizing gas, nitrogen; gas pressure, 5 bar; sprayer incidence angle, 75°; collection angle, 10°; sprayer-to-inlet distance, 1 mm; sprayer-to-sample distance, 1 mm. Mass spectrometric parameters: source temperature, 150 °C; source offset −80 V; mass resolution 20,000; 1 scans/s. A nominal pixel size of 75 μm was used. Spectral data were acquired in both positive and negative ion modes between m/z 50 and 1000. Images were generated using HDImaging v1.4 and MassLynx v4.1 software (Waters Corporation), applying total ion count (TIC) normalisation, with m/z tolerance value of 20 ppm.

#### GeoMx DSP spatial transcriptomics

Adjacent tissue sections to those used for MSI were processed as recommended by NanoString (Bruker Spatial Biology, Bothell, WA, USA). Briefly, samples were thawed and fixed overnight in 10% neutral buffered formalin (NBF), and washed in PBS before baking for 30 min at 60 °C. They were then dehydrated with successive washes (5 min) in increasing ethanol concentrations. Antigen retrieval was performed at 100 °C for 15 min in Tris-EDTA. Proteinase K was used at 1 μg/mL in PBS to expose RNA targets (37 °C, 15 min). Samples were incubated again in 10% NBF for 5 min and washed twice in NBF stop buffer (Supplementary Table 1). In situ hybridization using NanoString’s Whole Transcriptome Atlas probe mix (overnight, 37 °C) was followed by two 25 min incubations in stringent wash (Supplementary Table 1, 37 °C) to remove off-target probes. Samples were blocked with buffer W (30 min, NanoString). Finally, hybridised tissue samples were stained with the nucleic acid dye SYTO-13 and the fluorophore-conjugated, primary antibodies (1 h at room temperature) detailed in Supplementary Table 3. Hybridised and stained samples were scanned on the GeoMx DSP platform (v3.1.2.12), and regions of interest (ROI) selected, based on overlaid MALDI-MSI images of PARP inhibitor distribution in adjacent tissue sections and morphology marker staining. Typically, a minimum of 80 nuclei were selected for each ROI to ensure sufficient sequencing coverage. PCR amplification/library preparations were carried out according to manufacturer’s instructions. Pooled libraries were purified using AMPure XP beads (Beckman Coulter, Brea, CA, USA), and final library quality and quantity assessed using the Agilent 2100 High Sensitivity DNA (Agilent Technologies, Santa Clara, CA, USA) and Qubit High-Sensitivity DNA (Thermo Fisher Scientific) assays.

Sequencing was performed using the Illumina NextSeq2000 platform (Illumina, San Diego, CA, USA) (Paired End 27 bp + dual 8 bp indexing). Sequenced data were analysed using the GeoMx NGS pipeline in GeoMx DSP platform v3.1.2.12. Quality control thresholds: 100,000 raw reads and 50% sequencing saturation. Upper quartile (Q3) normalisation was applied across all targets to account for differing ROI size and cellularity which impact transcript abundance. ROIs with 5% or more targets above the limit of quantification (LOQ, defined as negative probe geomean x negative probes geometric standard deviation) were further processed. Only those targets above the LOQ in at least 10% of ROIs were included in the analysis. Genes that were differentially expressed in high-drug relative to low-drug ROIs were identified using a linear mixed model (LMM), using ‘Patient ID’ and ‘PDE slice ID’ as correction variables. Benjamini and Hochberg False Discovery Rate multiple test correction was applied, with a significance threshold of *q* < 0.05. Gene Set Enrichment Analysis^55^ was carried out using Reactome^56^.

#### Modelling spatial transcriptomics data using drug concentration as a continuous variable

Following quality control and Q3 normalisation, we used the R package *lme4* for linear mixed model analysis of relationship between local drug concentration and gene expression. To model drug concentration (DIC) as a continuous variable (rather than binary high versus low), drug levels within each ROI were quantified from MSI images, calculating mean ion intensity per ROI, relative to heavy-labelled drug-analogue internal standards. To address the hierarchical structure of the data, we employed a linear mixed model with patient and PDE slice as nested random effects, accounting for both inter-patient variability and intra-tumour variability across different slices. The nesting structure recognises the likelihood that slices from the same patient will exhibit more similarity than slices from different patients. The model is represented as:

$${Gene}{{\_}}{Expression} \sim {DIC}+(1|{PatientID})+(1|{PatientID}:{sliceID})$$

This model was applied to each drug:gene combination separately, and allowed random intercepts at both patient and slice levels, capturing the inherent variability at each level of the hierarchy. To assess the significance of drug effects on gene expression, the *p*-value was calculated by comparing the full model (including DIC as a predictor) with the null model (excluding DIC), using the R anova() function:

$${{{\rm{Full\; Model}}}}:{Gene}{{\_}}{Expression} \sim {DIC}+(1|{PatientID})+(1|{PatientID}:{sliceID})$$

$${{{\rm{Null\; Model}}}}:{Gene}{{\_}}{Expression} \sim (1|{PatientID})+(1|{PatientID}:{sliceID})$$

Functional enrichment analysis was performed using Gene Ontology (GO) terms and Reactome pathways. GO term enrichment analysis used the *gseGO* function in the *clusterProfiler* package. Pathway enrichment was analysed using the *gsePathway* function of the *ReactomePA* package.

### General cell-based methods

#### Cell line handling

PEO1 and 4 were a gift from Simon Langdon. ES2, OVCAR8, OVCAR4 and Kuramochi lines were all obtained from ATCC (Manassas, VA, USA). OVCAR4 EGFP-PARP1-mCherryFP cell line was generated previously^57^. All cell lines were recently authenticated using STR profiling. Cell lines were maintained in RPMI 1640 supplemented with 2 mM Glutamine, 100 U/mL penicillin, 100 µg/mL streptomycin, 10% FCS at 37 °C, 5% CO_2_ and passaged three times per week using TrypLE express.

#### Drug dosing

Supplementary Table 4 details drug used throughout the study. Stock aliquots in DMSO were stored at −80 °C. For use, drug stocks were diluted in medium, with a maximum vehicle concentration of 0.1%. Chloroquine stocks were made fresh immediately before use.

#### Sulforhodamine-B cell mass accumulation assay

For the estimation of drug *IC*_50_ values, cells were plated in 96-well plates (3596, Corning, Corning, NY, USA) at 4000-6000 cells/well, (cell line-dependent) in complete medium and left to adhere overnight. Cells were dosed as indicated and after 72 h, plates were fixed with 10% trichloroacetic acid (1 h, 4 °C) and stained with 0.4% Sulforhodamine-B (SRB, 30 min room temperature, Supplementary Table 1). Plates were washed (1% acetic acid) and air-dried before solubilising the stain (200 µL, 10 mM Tris-Base) and reading optical density at 565 nm using SoftMax Pro (v7.3).

#### Growth curves

Cells were seeded on a clear bottom, white 96-well plate (3610, Corning) in media, ± 1:1000 dilution of IncuCyte NucLight Rapid Red Reagent (4717, Sartorius, Göttingen, Germany) to label nuclei, and cultured at 37 °C, 5% CO_2_ while imaging every 2 h in an Incucyte S3 (v2022B rev3, Sartorius). Confluency and/or nuclear number were plotted.

#### Immunofluorescence and high content analysis microscopy

Cells were seeded at approximately 40% confluency on 96-well plates (clear bottom, black, 6055300 Phenoplates, PerkinElmer, Waltham, MA, USA) and the following day, treated with drug (concentrations and timings indicated in text or legends), before fixing with 4% paraformaldehyde (20 min at room temperature). Blocking and permeabilization were combined using 2% bovine serum albumin (BSA), 0.5%Triton-X in PBS for 30 min. Primary antibodies in Supplementary Table 5 were incubated overnight at 4 °C at the specified concentration in 2% BSA. Fluorophore-conjugated secondary antibodies (Supplementary Table 6) were incubated in the dark, typically at a 1:1000 dilution, for 1 h at room temperature. Hoechst 33342 DNA staining was performed prior to imaging (1 µg/mL in PBS, 15 min). Image acquisition and analysis were carried out using the Operetta CLS High Content Analysis System (Revvity, Waltham, MA, USA), using the 20x air NA 0.8 objective unless otherwise stated. Five images per well of a single focal plane were acquired using a random pattern while excluding the well borders. Focus was manually set. Harmony Software (v4.9, Revvity) was used for flatfield correction, and nuclear segmentation was based on Hoechst staining. Measurements such as Hoechst sum intensity per nucleus (cell cycle gating), as well as γH2AX fluorescence intensity, were recorded, and downstream analysis used custom scripts in RStudio (v2025.05.0 + 496). Further additional image processing used Fiji (v2.16)^51^.

#### High-content microscopy of rucaparib

Rucaparib was imaged in live cells that had been washed in FBS-containing medium post treatment immediately before imaging (using the Hoechst channel in Supplementary Table 7), with the Operetta CLS High Content Analysis System (set at 37 °C, 5% CO_2_), using the 20x air NA 0.8 objective unless otherwise stated. In some experiments, cells were pre-incubated at 37 °C with LysoTracker Deep Red (L12492, Thermo Fisher Scientific) (50 nM, 30 min, imaged using the Alexa Fluor 647 channel in Supplementary Table 7) and/or CellTracker Green (C7025, Thermo Fisher Scientific) (10 µM, 15 min, imaged using the Alexa Fluor 488 channel in Supplementary Table 7) and pre-treated with CQ, bafilomycin or EN6 (typically at 25 µM, 50–100 nM and 50 µM respectively) for 1 h before rucaparib was added for a further 1 h. When needed, samples were fixed and immunostained following live imaging (as above). Custom Fiji macros were developed to align the resulting images based on the identification of common features from both image sets. Typically, eGFP-overexpressing (see lentiviral transduction below) or CellTracker stained cells were used to enable the initial live and then fixed 488 signal co-registration. Pearson correlation coefficients between the superimposed 488 channels were calculated pre- and post-alignment to quality-control the registration process. Should the post-alignment coefficient be lower than the original, the image set was flagged and excluded from analysis. CellProfiler (v4.2.8)^58^ was used to analyse aligned images. α-tubulin and Hoechst staining were used to segment individual cells and nuclei, respectively. Cytoplasmic segmentation was achieved by subtracting nuclear space from individual segmented cells. Rucaparib fluorescence intensity was quantified for each segment (cell, cytoplasm, nucleus), while γH2AX and Hoechst fluorescence intensities were recorded for each nucleus. Downstream analysis was carried out using custom scripts in RStudio.

Dynamics of rucaparib uptake were captured using eGFP-overexpressing cells (37 °C and 5% CO_2_), imaging at 20-minute intervals over 24 h. Image acquisition was performed as described before. Subsequently, cells were segmented based on their eGFP signal using the Cellpose (v2.0)^59^ model ‘cyto’, employing flow, cell probability, and stitch thresholds of 0.4, −2, and 0, respectively. The resulting cell masks were then imported into Fiji (v2.16)^51^ using the BioImaging and Optics Platform (BIOP) plugin to quantify rucaparib fluorescence intensity per cell over time. To characterize rucaparib uptake kinetics, a one-phase exponential association or asymptotic growth non-linear model was fitted over the fluorescence intensity values per cell and time point, using GraphPad Prism (v 10.4.1, GraphPad Software, San Diego, CA, USA).

Rucaparib washout experiments were performed similarly to uptake experiments described above, by pre-staining cells with CellTracker Green and subsequently pretreating with CQ or bafilomycin A1 for 1 h before rucaparib was added for a further 1 h. PBS or DMSO were used as vehicle controls for CQ and bafilomycin, respectively. At time 0, drug-containing medium was removed and replaced with fresh, drug-free complete RPMI media. Cell tracker green and rucaparib were imaged at 20-minute intervals for 5 h using the Operetta. The resulting images were analysed in CellProfiler (v4.2.8) to measure average rucaparib per cell, using CellTracker green for cell segmentation. Mean rucaparib fluorescence intensity per cell was then plotted for each of 6 replicate wells per condition, and a one-phase decay model was fitted in GraphPad Prism (v10.4.1) to calculate half-life per condition.

#### FACS sorting

Cells were treated with LysoTracker at 50 nM for 1 h, or rucaparib at *IC*_50_/vehicle for 1, 2 or 24 h before washing with PBS, and harvesting using TrypLE Express. Cells were resuspended at 5-10 million cells/mL in ice-cold PBS supplemented with 2% FCS. For experiments requiring re-culture of cells post sorting, phenol red-free RPMI with 2% FCS, 100 U/mL penicillin, 100 µg/mL was used instead. Cell suspensions were filtered through a 35 µm cell strainer (352235, Falcon, Corning, NY, USA) and kept on ice prior to sorting on a FACSAria™ Fusion cell sorter (BD Biosciences, San Jose, CA, USA). Rucaparib was excited by the 355 nm laser and emission was collected using a 450/50 nm bandpass filter. BD FACS Diva v9.4 was used for subsequent analyses, and the top and bottom 20% of rucaparib positive cells were sorted and collected into 50% FCS in PBS or phenol red-free RPMI. Samples and collection tubes were maintained at 4 °C during sorting and kept on ice prior to downstream processing. For re-culturing, cells were centrifuged at 400 × *g* and resuspended in complete media. Data analysis was performed with FlowJo (v10.10).

### Molecular biology and biochemistry

#### Lentiviral transduction

HEK293-T cells (grown in DMEM, 100 U/mL penicillin, 100 µg/mL streptomycin, 10% FCS at 37 °C, 5% CO_2_), were used for viral particle generation. Cells were transfected using FuGene-6 (Promega Corporation, Madison, WI, USA) according to manufacturer’s instructions. Briefly, transfection mix was made by combining serum-free DMEM with FuGene, incubating 5 min (room temperature) before adding relevant DNA constructs and further incubating at room temperature (25 min). Transfection mix was added dropwise to plates containing HEK293T-cells. After 6 h, medium was refreshed with complete DMEM and once more the day after transfection. At 48 h post transfection, viral particles were harvested by filtering medium using a 0.45 µm filter (E4780-1456, Starlab, Hamburg, Germany) prior to adding polybrene (final concentration 4 µg/mL). Virus-containing media were stored at −80 °C if not used immediately. For viral transduction, cells of interest were seeded in complete RPMI (~50% confluency), and the following day, were incubated for 6 h with virus-containing medium (37 °C, 5% CO_2_). Post-infection, cells were allowed to recover for 16 h before puromycin selection (1 µg/mL).

#### Transient transfection

Cells were seeded in 6-well plates 24 h prior to transfection. Cells were transfected with FuGene, using a 1:3 ratio of DNA to transfection reagent, according to manufacturer's instructions. Briefly, FuGene-6 (9 µL/well) was added dropwise to serum free medium (138 µL/well) and allowed to incubate for 5 min. 3 µg of plasmid (Supplementary Table 8) was added to the mix and further incubated for 25 min before adding dropwise to the well. Media were replaced after 5–7 h with fresh complete RPMI, and cells were used for plating after an overnight recovery.

#### Protein extraction and western blotting

Protein was extracted in Laemmli buffer (Supplementary Table 1) with 100 units/mL benzonase and quantified in a Pierce bicinchoninic acid (BCA) assay (23227, Thermo Fisher Scientific). Typically, 20–40 µg protein were denatured for 5 min at 95 °C and run per lane in a 4–15% mini-Protean precast protein gels (456-1084, Bio-Rad Laboratories, Hercules, CA, USA) in Tris-glycine running buffer (Supplementary Table 1). Protein was transferred to a nitrocellulose membrane (162-0112, Bio-Rad) using the Trans-Blot Turbo Transfer System (Bio-Rad, 15 V, 1.5 A, 25 min) and Bio-Rad protein transfer buffer, stained with ponceau S solution and blocked for 1 h in 5% milk in TBS-T (0.05% Tween-20 in Tris-Buffered Saline). Membranes were then probed with primary antibody (TFEB, D2O7D and β-actin, AC74), diluted 1000 times in 5% BSA in TBS-T with 0.05% sodium azide, at 4 °C overnight, followed by 3 consecutive washes in TBS-T and a 1 h incubation with secondary antibody in 5% milk in TBS-T.

#### Proteomic Liquid chromatography mass spectrometry—sample preparation and analysis

Experiments were performed in 4 independent biological replicates. PEO1 cells were treated in duplicates, with rucaparib at *IC*_50_ concentration or vehicle only, for 1, 2 or 24 h. Treated cells were FACS-sorted as described before into Ruc_High_ and Ruc_Low_ populations (approximately 1 million cells per replicate), and washed twice with ice-cold PBS before lysis in surfactant cocktail^60^ (2% SDS, 1% SDC, and 2% IGEPAL CA-630), with 100 units/mL benzonase added prior to lysis. Protein was measured by BCA assay and concentration adjusted to 2 g/L. 40 µg of lysate was reduced and alkylated by addition of chloroacetamide and TCEP (tris(2-carboxyethyl)phosphine)) to a final concentration of 20 mM and 10 mM, respectively. Samples were precipitated using 200 µg of beads, washed with 100 µL 80% ethanol three times before digesting overnight with 40 µL of 50 mM ammonium bicarbonate buffer containing 20 ng/µL trypsin (Pierce™ P/N 90059) and 10 ng/µL LysC (WAKO) with shaking (1700 rpm). An Ultimate 3000 RSLC nano liquid chromatography 60 system (Thermo Fisher Scientific) was used for chromatographic separation and this was coupled to an Orbitrap HFX mass spectrometer (Thermo Fisher Scientific) via an EASY-Spray source. Electrospray nebulisation was achieved by interfacing to Bruker PepSep emitters (PN: PSFSELJ20, 20 µm, Bruker, Billerica, MA, USA). Peptide solutions were injected directly onto the analytical column (self-packed column, CSH C18 1.7 µm beads, 300 µm × 35 cm) at a working flow rate of 5 µL/min for 4 min. Peptides were separated using a 66-minute stepped gradient: 0–45% of buffer B (75% acetonitrile, 20% water, 5% DMSO with + 0.1% ferulic acid (FA)) for 66 min, followed by column re-conditioning and equilibration. Eluted peptides were analysed by the mass spectrometer in positive polarity, using an initial MS1 at 120,000 resolution followed by sequential MS2 acquisition and ion fragmentation at 30,000 resolution. An m/z range of 409.5 to 1650 was used. Raw data were processed using Spectronaut (v19.0^61^). Initial protein identification (pulsar search) allowed up to three missed cleavages and accounted for common protein modifications. Searches were conducted against the UniProt Homo sapiens 1-gene per protein sequence database (downloaded 22/01/2024, 20,596 entries) and a universal protein contaminants database^62^ (downloaded 22/01/2024, 381 entries). For quantification, MS2-based data were analysed using a Direct DIA approach using the MaxLFQ method^63^, and only proteotypic peptides were considered (q-value < 0.01). After removing entries from the protein contaminants database, further analyses were performed using Perseus (v1.6.15.0^64^), where data were log_2_ transformed prior to additional filtering and statistical testing. For two-group comparisons, proteins with at least seven replicate intensities per experimental group were included, and a Student’s t-test was applied with permutation-based FDR correction (q-value threshold of 0.05). Results were visualised as volcano plots, with significance defined by *q*-value. Perseus Gene Set Enrichment Analysis was performed, where intensities of t-test significant hits were z-score normalised and clustered using Hierarchical Clustering Analysis. Protein IDs within clusters were enriched using the Perseus module for Fisher’s exact test, with multiple-testing correction by Benjamini-Hochberg (q-value threshold of 0.05), assessing the relative enrichment of GO terms per cluster against all background proteins. For Reactome enrichment analysis, UniProt ID mapping service was used to retrieve gene IDs prior to clusterProfiler (v4.12.0^65^) analysis, with a *q*-value threshold of 0.05.

#### Triple quadrupole liquid chromatography-mass spectrometry (TQ LC-MS)

For intracellular drug concentration measurements, experiments were performed in 3 independent biological replicates. Cells were seeded into 96-well plates at 15000 cells/well and left to adhere overnight. Cells were pre-treated in quadruplicates for 1 h with or without bafilomycin in complete medium before being dosed with PARP inhibitors at their *IC*_50_ concentrations. After 1 h of incubation, media were removed and cells were washed once in cold complete medium followed by one wash in cold Dulbecco’s PBS. Cells were quenched in cold 80% (v/v) HPLC gradient grade acetonitrile in LC/MS grade water supplemented with 1.5 ng/mL Amisulpride-d_5_ (CAY30075-1 mg) as an internal standard. Plates were sonicated for 3 min before supernatant was transferred to U-bottomed 96-well plates and centrifuged for 1 minute at 1000 x *g*. Extracted samples were stored at −80 °C. To calculate cell volume, parallel plates of untreated cells were counted using the Nexcelom Cellometer Auto Cell Counter (Nexcelom Bioscience, Lawrence, MA, USA) and cell diameter measurements were recorded.

Samples were thawed on ice and diluted 25 times in LC/MS grade water for analysis using the Waters Xevo® TQ-XS Mass Spectrometer coupled to an ACQUITY Premier System (Waters Ltd) using a CORTECS T3 Column, 120 Å, 2.7 µm, 2.1 mm×30 mm (186008481, Waters Ltd) at 60 °C. A 10 μL volume of sample was injected. Mobile phase A1 contained LC/MS grade water with 0.1% (v/v) formic acid and mobile phase B1 contained acetonitrile with 0.1% (v/v) formic acid. A gradient was applied over 3 min at a flow rate of 1.2 mL/min, beginning with a linear increase from 1% to 5% mobile phase B1 (0.00–0.50 min), followed by a gradient from 5% to 30% B1 (0.50–1.00 min), and a subsequent ramp from 30% to 100% B1 (1.00–1.50 min). The composition was then held at 100% B1 (1.50–2.40 min), returned to 1% B1 (2.40–2.50 min) and finally held at 1% B1 (2.50–3.00 min) to allow system re-equilibration. The sample eluate was injected into an Xevo® TQ-XS mass spectrometer (Waters Ltd) using electrospray ionisation in positive ion mode. MS conditions: source temperature 150 °C; capillary voltage 0.8 kV; desolvation temperature 600 °C; desolvation gas flow 1000 L/Hr; cone gas flow 150 L/Hr. System settings were controlled using MassLynx v4.2 software (Waters Ltd) and multiple reaction monitoring methods were optimised using IntelliStart and validated manually by direct infusion. Cone voltages (V) and collision energies (eV) were optimised for quantifier and qualifier mass transitions as follows: Amisulpride-d_5_ quantifier 375.468 > 242.251 m/z (38 V, 28 eV), qualifier 375.468 > 196.237 m/z (38 V, 40 eV), retention time 0.86 min; rucaparib quantifier 323.984 > 293.05 m/z (34 V, 10 eV), qualifier 323.984 > 235.962 m/z (34 V, 32 eV), retention time 0.935 min; Niraparib quantifier 321.13 > 205.11 m/z (8 V, 42 eV), qualifier 321.13 > 304.14 m/z (8 V, 18 eV), retention time 1.0 min; Olaparib quantifier 435.18 > 281.3 m/z (10 V, 30 eV), qualifier 435.18 > 367.3 m/z (10 V, 20 eV), retention time 1.165 min. MassLynx v4.2 software automatically calculated the dwell time for each transition with a minimum of 15 analytical points per peak. Samples were run alongside matrix-matched calibration curves generated using untreated cell extracts processed in parallel to the treated samples.

Data were processed using Skyline (v24.1) software^66^. Peak areas were normalised to the internal standard and plotted against the calibration curve before values were normalised to cell density measurements enabling intracellular concentration calculation. Values were normalised to PARP inhibitor only controls and data were plotted using GraphPad Prism (v10.4.1).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1-8

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD057265. Spatial transcriptomics data are available from GEO under accession code GSE281519. Remaining data are available within the Article, Supplementary Information, or Source Data file. Source data are provided with this paper.

## References

[1] Fets, L. et al. MCT2 mediates concentration-dependent inhibition of glutamine metabolism by MOG. *Nat. Chem. Biol.***14**, 1 18 (2018).10.1038/s41589-018-0136-yPMC629857430297875

[2] Dagogo-Jack, I. & Shaw, A. T. Tumour heterogeneity and resistance to cancer therapies. *Nat. Rev. Clin. Oncol.***15**, 81 (2017).29115304 10.1038/nrclinonc.2017.166

[3] Cunnea, P. et al. Spatial and temporal intra-tumoral heterogeneity in advanced HGSOC: Implications for surgical and clinical outcomes. *Cell Rep. Med.***4**, 101055 (2023).37220750 10.1016/j.xcrm.2023.101055PMC10313917

[4] Denisenko, E. et al. Spatial transcriptomics reveals discrete tumour microenvironments and autocrine loops within ovarian cancer subclones. *Nat. Commun.***15**, 2860 (2024).38570491 10.1038/s41467-024-47271-yPMC10991508

[5] Ahmed, A. A. et al. Driver mutations in TP53 are ubiquitous in high grade serous carcinoma of the ovary. *J. Pathol.***221**, 49–56 (2010).20229506 10.1002/path.2696PMC3262968

[6] Bowtell, D. D. et al. Rethinking ovarian cancer II: reducing mortality from high-grade serous ovarian cancer. *Nat. Rev. Cancer***15**, 668–679 (2015).26493647 10.1038/nrc4019PMC4892184

[7] Bowtell, D. D. L. The genesis and evolution of high-grade serous ovarian cancer. *Nat. Rev. Cancer***10**, 803–808 (2010).20944665 10.1038/nrc2946

[8] Patch, A.-M. et al. Whole-genome characterization of chemoresistant ovarian cancer. *Nature***521**, 489–494 (2015).26017449 10.1038/nature14410

[9] Hu, Z. et al. The repertoire of serous ovarian cancer non-genetic heterogeneity revealed by single-cell sequencing of normal fallopian tube epithelial cells. *Cancer Cell***37**, 226–242.e7 (2020).32049047 10.1016/j.ccell.2020.01.003

[10] Nath, A. et al. Evolution of core archetypal phenotypes in progressive high grade serous ovarian cancer. *Nat. Commun.***12**, 3039 (2021).34031395 10.1038/s41467-021-23171-3PMC8144406

[11] Vázquez-García, I. et al. Ovarian cancer mutational processes drive site-specific immune evasion. *Nature***612**, 778–786 (2022).36517593 10.1038/s41586-022-05496-1PMC9771812

[12] Bell, D. et al. Integrated genomic analyses of ovarian carcinoma. *Nature***474**, 609–615 (2011).21720365 10.1038/nature10166PMC3163504

[13] Moore, K. et al. Maintenance olaparib in patients with newly diagnosed advanced ovarian cancer. *N. Engl. J. Med.***379**, 2495–2505 (2018).30345884 10.1056/NEJMoa1810858

[14] DiSilvestro, P. et al. Overall survival with maintenance olaparib at a 7-year follow-up in patients with newly diagnosed advanced ovarian cancer and a BRCA mutation: The SOLO1/GOG 3004 trial. *J. Clin. Oncol.***41**, 609–617 (2023).36082969 10.1200/JCO.22.01549PMC9870219

[15] Wicks, A. J., Krastev, D. B., Pettitt, S. J., Tutt, A. N. J. & Lord, C. J. Opinion: PARP inhibitors in cancer—what do we still need to know? *Open Biol.***12**, 220118 (2022).35892198 10.1098/rsob.220118PMC9326299

[16] Thurber, G. M. et al. Single-cell and subcellular pharmacokinetic imaging allows insight into drug action in vivo. *Nat. Commun.***4**, 1504 (2013).23422672 10.1038/ncomms2506PMC3579506

[17] King, B. C. et al. Complement component C3 is highly expressed in human pancreatic islets and prevents β cell death via ATG16L1 interaction and autophagy regulation. *Cell Metab.***29**, 202–210.e6 (2019).30293775 10.1016/j.cmet.2018.09.009

[18] Kulkarni, H. S. et al. Intracellular C3 protects human airway epithelial cells from stress-associated cell death. *Am. J. Respir. Cell Mol. Biol.***60**, 144–157 (2019).30156437 10.1165/rcmb.2017-0405OCPMC6376412

[19] Burr, M. L. et al. CMTM6 maintains the expression of PD-L1 and regulates anti-tumour immunity. *Nature***549**, 101–105 (2017).28813417 10.1038/nature23643PMC5706633

[20] Mezzadra, R. et al. Identification of CMTM6 and CMTM4 as PD-L1 protein regulators. *Nature***549**, 106–110 (2017).28813410 10.1038/nature23669PMC6333292

[21] Michelena, J. et al. Analysis of PARP inhibitor toxicity by multidimensional fluorescence microscopy reveals mechanisms of sensitivity and resistance. *Nat. Commun.***9**, 2678 (2018).29992957 10.1038/s41467-018-05031-9PMC6041334

[22] Kossatz, S. et al. Direct imaging of drug distribution and target engagement of the PARP inhibitor rucaparib. *J. Nucl. Med.***59**, 1316–1320 (2018).29572258 10.2967/jnumed.117.205765PMC6071506

[23] Yang, C. & Wang, X. Lysosome biogenesis: regulation and functions. *J. Cell Biol.***220**, e202102001 (2021).33950241 10.1083/jcb.202102001PMC8105738

[24] Englinger, B. et al. Intrinsic fluorescence of the clinically approved multikinase inhibitor nintedanib reveals lysosomal sequestration as resistance mechanism in FGFR-driven lung cancer. *J. Exp. Clin. Cancer Res.***36**, 122 (2017).28882160 10.1186/s13046-017-0592-3PMC5590147

[25] Krchniakova, M., Skoda, J., Neradil, J., Chlapek, P. & Veselska, R. Repurposing tyrosine kinase inhibitors to overcome multidrug resistance in cancer: a focus on transporters and lysosomal sequestration. *Int. J. Mol. Sci.***21**, 3157 (2020).32365759 10.3390/ijms21093157PMC7247577

[26] Llanos, S. et al. Lysosomal trapping of palbociclib and its functional implications. *Oncogene***38**, 3886–3902 (2019).30692638 10.1038/s41388-019-0695-8PMC6756094

[27] Chung, C. Y.-S. et al. Covalent targeting of the vacuolar H+-ATPase activates autophagy via mTORC1 inhibition. *Nat. Chem. Biol.***15**, 776–785 (2019).31285595 10.1038/s41589-019-0308-4PMC6641988

[28] Trotter, E. W. & Hagan, I. M. Release from cell cycle arrest with Cdk4/6 inhibitors generates highly synchronized cell cycle progression in human cell culture. *Open Biol.***10**, 200200 (2020).33052073 10.1098/rsob.200200PMC7653349

[29] Scott, S. J., Suvarna, K. S. & D’Avino, P. P. Synchronization of human retinal pigment epithelial-1 cells in mitosis. *J. Cell Sci.***133**, jcs247940 (2020).32878943 10.1242/jcs.247940PMC7520456

[30] Kazmi, F. et al. Lysosomal sequestration (Trapping) of lipophilic amine (cationic amphiphilic) drugs in immortalized human hepatocytes (Fa2N-4 Cells). *Drug Metab. Dispos.***41**, 897–905 (2013).23378628 10.1124/dmd.112.050054PMC3608459

[31] Burger, H. et al. Lysosomal sequestration determines intracellular imatinib levels. *Mol. Pharmacol.***88**, 477–487 (2015).26108972 10.1124/mol.114.097451

[32] Mlejnek, P., Havlasek, J., Pastvova, N., Dolezel, P. & Dostalova, K. Lysosomal sequestration of weak base drugs, lysosomal biogenesis, and cell cycle alteration. *Biomed. Pharmacother.***153**, 113328 (2022).35785701 10.1016/j.biopha.2022.113328

[33] Zhitomirsky, B. & Assaraf, Y. G. Lysosomal sequestration of hydrophobic weak base chemotherapeutics triggers lysosomal biogenesis and lysosome-dependent cancer multidrug resistance. *Oncotarget***6**, 1143–1156 (2014).10.18632/oncotarget.2732PMC435922325544758

[34] Gotink, K. J. et al. Lysosomal sequestration of sunitinib: a novel mechanism of drug resistance. *Clin. Cancer Res.***17**, 7337–7346 (2011).21980135 10.1158/1078-0432.CCR-11-1667PMC4461037

[35] Zhitomirsky, B. & Assaraf, Y. G. Lysosomes as mediators of drug resistance in cancer. *Drug Resist. Updat.***24**, 23–33 (2016).26830313 10.1016/j.drup.2015.11.004

[36] Greenwood, D. J. et al. Subcellular antibiotic visualization reveals a dynamic drug reservoir in infected macrophages. *Science***364**, 1279–1282 (2019).31249058 10.1126/science.aat9689PMC7012645

[37] Settembre, C. & Perera, R. M. Lysosomes as coordinators of cellular catabolism, metabolic signalling and organ physiology. *Nat. Rev. Mol. Cell Biol.***25**, 223–245 (2024).38001393 10.1038/s41580-023-00676-x

[38] Malik, N. et al. Induction of lysosomal and mitochondrial biogenesis by AMPK phosphorylation of FNIP1. *Science***380**, eabj5559 (2023).37079666 10.1126/science.abj5559PMC10794112

[39] Beernaert, B. et al. Chromosomal instability shapes the tumor microenvironment of esophageal adenocarcinoma via a cGAS–chemokine–myeloid axis. *bioRxiv* 2025.05.06.652454 10.1101/2025.05.06.652454 (2025).10.1126/sciadv.aeb1611PMC1297825441811963

[40] Lv, B. et al. A TBK1-independent primordial function of STING in lysosomal biogenesis. *Mol. Cell*10.1016/j.molcel.2024.08.026 (2024).10.1016/j.molcel.2024.08.026PMC1149068839423796

[41] McPherson, A. et al. Ongoing genome doubling shapes evolvability and immunity in ovarian cancer. *Nature***644**, 1078–1087 (2025).40670783 10.1038/s41586-025-09240-3PMC12390843

[42] Yokoi, K. et al. Liposomal doxorubicin extravasation controlled by phenotype-specific transport properties of tumor microenvironment and vascular barrier. *J. Control. Release***217**, 293–299 (2015).26409121 10.1016/j.jconrel.2015.09.044PMC4623952

[43] Minchinton, A. I. & Tannock, I. F. Drug penetration in solid tumours. *Nat. Rev. Cancer***6**, 583–592 (2006).16862189 10.1038/nrc1893

[44] Shapiro, G. I. et al. Pharmacokinetic study of rucaparib in patients with advanced solid tumors. *Clin. Pharmacol. Drug Dev.***8**, 107–118 (2019).29799676 10.1002/cpdd.575PMC6585632

[45] Yonemori, K. et al. The safety, tolerability and pharmacokinetics of niraparib in Japanese patients with solid tumours: results of a phase I dose-escalation study. *Jpn. J. Clin. Oncol.***51**, 693–699 (2021).33621324 10.1093/jjco/hyab013PMC8086052

[46] Sehouli, J. et al. IMO? - intraoperatives mapping des Ovarialkarzinoms. *Zentralblatt F. R. Gyn Kologie***125**, 129–135 (2003).10.1055/s-2003-4186412961105

[47] Fotopoulou, C. et al. Can complete tumor resection be predicted in advanced primary epithelial ovarian cancer? A systematic evaluation of 360 consecutive patients. *Eur. J. Surg. Oncol. (EJSO)***36**, 1202–1210 (2010).20864305 10.1016/j.ejso.2010.09.008

[48] Querleu, D. et al. European Society of Gynaecologic Oncology quality indicators for advanced ovarian cancer surgery. *Int. J. Gynecol. Cancer***26**, 1354–1363 (2016).27648648 10.1097/IGC.0000000000000767

[49] Fotopoulou, C. et al. Quality indicators for advanced ovarian cancer surgery from the European Society of Gynaecological Oncology (ESGO): 2020 update. *Int. J. Gynecol. Cancer***30**, 436 (2020).32086362 10.1136/ijgc-2020-001248

[50] Dannhorn, A. et al. Universal sample preparation unlocking multimodal molecular tissue imaging. *Anal. Chem.***92**, 11080–11088 (2020).32519547 10.1021/acs.analchem.0c00826

[51] Schindelin, J. et al. Fiji: an open-source platform for biological-image analysis. *Nat. Methods***9**, 676–682 (2012).22743772 10.1038/nmeth.2019PMC3855844

[52] Bankhead, P. et al. QuPath: open source software for digital pathology image analysis. *Sci. Rep.***7**, 16878 (2017).29203879 10.1038/s41598-017-17204-5PMC5715110

[53] Morosi, L. et al. Quantitative determination of niraparib and olaparib tumor distribution by mass spectrometry imaging. *Int J. Biol. Sci.***16**, 1363–1375 (2020).32210725 10.7150/ijbs.41395PMC7085221

[54] Robichaud, G., Garrard, K. P., Barry, J. A. & Muddiman, D. C. MSiReader: an open-source interface to view and analyze high resolving power ms imaging files on matlab platform. *J. Am. Soc. Mass Spectrom.***24**, 718–721 (2013).23536269 10.1007/s13361-013-0607-zPMC3693088

[55] Subramanian, A. et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc. Natl. Acad. Sci. USA***102**, 15545–15550 (2005).16199517 10.1073/pnas.0506580102PMC1239896

[56] Milacic, M. et al. The Reactome Pathway Knowledgebase 2024. *Nucleic Acids Res.***52**, D672–D678 (2023).10.1093/nar/gkad1025PMC1076791137941124

[57] Marks, D. et al. Assessing PARP trapping dynamics in ovarian cancer using a CRISPR-engineered FRET biosensor. *Cell. Rep. Methods*. **6**, 101270 (2026).10.1016/j.crmeth.2025.101270PMC1285317941475353

[58] Stirling, D. R. et al. CellProfiler 4: improvements in speed, utility and usability. *BMC Bioinform***22**, 433 (2021).10.1186/s12859-021-04344-9PMC843185034507520

[59] Stringer, C., Wang, T., Michaelos, M. & Pachitariu, M. Cellpose: a generalist algorithm for cellular segmentation. *Nat. Methods***18**, 100–106 (2021).33318659 10.1038/s41592-020-01018-x

[60] Shen, S. et al. Surfactant cocktail-aided extraction/precipitation/on-pellet digestion strategy enables efficient and reproducible sample preparation for large-scale quantitative proteomics. *Anal. Chem.***90**, 10350–10359 (2018).30078316 10.1021/acs.analchem.8b02172

[61] Bruderer, R. et al. Extending the limits of quantitative proteome profiling with data-independent acquisition and application to acetaminophen-treated three-dimensional liver microtissues* [S]. *Mol. Cell. Proteom.***14**, 1400–1410 (2015).10.1074/mcp.M114.044305PMC442440825724911

[62] Frankenfield, A. M., Ni, J., Ahmed, M. & Hao, L. Protein contaminants matter: building universal protein contaminant libraries for DDA and DIA proteomics. *J. Proteome Res.***21**, 2104–2113 (2022).35793413 10.1021/acs.jproteome.2c00145PMC10040255

[63] Cox, J. et al. Accurate proteome-wide label-free quantification by delayed normalization and maximal peptide ratio extraction, termed MaxLFQ*. *Mol. Cell. Proteom.***13**, 2513–2526 (2014).10.1074/mcp.M113.031591PMC415966624942700

[64] Tyanova, S. et al. The Perseus computational platform for comprehensive analysis of (prote)omics data. *Nat. Methods***13**, 731–740 (2016).27348712 10.1038/nmeth.3901

[65] Yu, G., Wang, L.-G., Han, Y. & He, Q.-Y. clusterProfiler: an R package for comparing biological themes among gene clusters. *OMICS: A J. Integr. Biol.***16**, 284–287 (2012).10.1089/omi.2011.0118PMC333937922455463

[66] Adams, K. J. et al. Skyline for small molecules: a unifying software package for quantitative metabolomics. *J. Proteome Res.***19**, 1447–1458 (2020).31984744 10.1021/acs.jproteome.9b00640PMC7127945

# Supplementary material for: Multimodal imaging reveals a lysosomal drug reservoir that drives heterogeneous distribution of PARP inhibitors
**Source:** Nat Commun. 2026 Mar 17;17:4086. doi: 10.1038/s41467-026-70558-1
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Information

- Supplementary Table 1: Non-commercial buffers and solutions
  - Supplementary Table 2: Immunohistochemistry primary antibodies
  - Supplementary Table 3: Spatial Transcriptomics staining reagents
  - Supplementary Table 4: Drug stock details
  - Supplementary Table 5: Immunocytochemistry primary antibodies
  - Supplementary Table 6: Immunocytochemistry secondary antibodies
  - Supplementary Table 7: Operetta CLS High Content Analysis System channels
  - Supplementary Table 8: Expression plasmids and details for viral vector production
- 
- Supplementary Figure 1: Optimisation of MSI platforms for drug quantification in PDE sections dosed ex-vivo (associated with main Figure 1)
  - Supplementary Figure 2: Multimodal molecular imaging of serial PDE sections (associated with main Figure 1)
  - Supplementary Figure 3: High- and low-drug spatial sampling in PDEs for genomic analysis (associated with main Figure 2)
  - Supplementary Figure 4: Transcriptomic profiling identifies lysosomal gene enrichment associated with niraparib and rucaparib accumulation in PDEs (associated with main Figure 2)
  - Supplementary Figure 5: Differential sensitivity and single-cell response heterogeneity to PARP inhibitors across ovarian cancer cell lines (associated with main Figure 3)
  - Supplementary Figure 6: Spatiotemporal kinetics and heritability of rucaparib accumulation in PEO1 cells (associated with main Figure 3)
  - Supplementary Figure 7: Lysosomal content determines intracellular rucaparib levels (associated with main Figure 4)
  - Supplementary Figure 8: Palbociclib mechanism of action and the relationship between nuclear rucaparib levels and DNA damage (associated with main Figure 5)
  - Supplementary Figure 9: Modulation of rucaparib nuclear bioavailability via pharmacological inhibition of lysosomal function (associated with main Figure 6)
  - Supplementary Figure 10: Impact of lysosomal accumulation on intracellular PARP inhibitor concentrations (associated with main Figure 6)

# Supplementary Table 1: Non-commercial buffers and solutions

| Name                                   | Constituents                                                                                 |
|----------------------------------------|----------------------------------------------------------------------------------------------|
| 0.4% SRB                               | 0.4% sulforhodamine B (SRB) in 1% acetic acid                                                |
| Blocking and permeabilization solution | 2% bovine serum albumin (BSA) 0.5% Triton-X in PBS                                           |
| Buffer B                               | 75% acetonitrile, 20% water, 5% DMSO with + 0.1% ferulic acid (FA)                           |
| DHB matrix                             | 20 mg/mL 2,5-dihydroxybenzoic acid (DHB) in 50% acetone with 0.1% trifluoroacetic acid (TFA) |
| Laemmli buffer                         | 1M Tris, 10% SDS, 10% Glycerol, 5% β-mercaptoethanol, 0.0002% bromophenol blue               |
| NBF stop buffer                        | 101 mM Tris, 100 mM Glycine in DEPC treated water                                            |
| PBS                                    | 137 mM NaCl, 2.7 mM KCl, 8 mM Na2HPO4, 1.5 mM KH2PO4                                         |
| Stringent wash                         | 50% deionized formamide 2X SSC buffer                                                        |
| TBS                                    | 50 mM Tris, 150 mM NaCl                                                                      |
| Tris-glycine running buffer            | 2.5 mM Trizma Base, 0.2 M glycine, 0.01% SDS                                                 |

Supplementary Table 2: Immunohistochemistry  
primary antibodies

| Target                         | Antibody Clone                    | Species | Dilution |
|--------------------------------|-----------------------------------|---------|----------|
| Wilms Tumour Protein (WT1)     | Abcam, ab89901<br>CANR9(IHC)-56-2 | Rabbit  | 1:500    |
| Pax8                           | Abcam, ab189249<br>EPR13511       | Rabbit  | 1:1000   |
| Phospho histone H2A.X (Ser139) | CST, 2577                         | Rabbit  | 1:400    |
| Cleaved Caspase-3 (Asp175)     | CST, 9664 5A1E                    | Rabbit  | 1:100    |

Supplementary Table 3: Spatial Transcriptomics staining reagents

| Target                            | Antibody                             | Clone       | Fluorophore (nm) | Concentration |
|-----------------------------------|--------------------------------------|-------------|------------------|---------------|
| Nucleic acid (SYTO-13)            | GeoMx Solid Tumor TME Morphology Kit | n/a         | 488              | 1:10 dilution |
| Pan cytokeratin (PanCK)           | Novus, NBP2-33200                    | AE1+AE3     | 532              | 80 µg/ml      |
| CD45                              | Novus, NBP2-34528                    | 2B11+PD7/26 | 594              | 320 µg/ml     |
| Alpha-smooth muscle actin (α-SMA) | Abcam, ab267537                      | SP171       | 647              | 0.5 µg/ml     |

Supplementary Table 4: Drug stock details

| Compound       | Catalogue number  | Stock concentration | Vehicle |
|----------------|-------------------|---------------------|---------|
| Bafilomycin A1 | Sigma 5.08409     | 0.1mg/mL            | DMSO    |
| Chloroquine    | Sigma C6628       | 50 mg/mL            | PBS     |
| EN6            | MCE HY-128892     | 50 mM               | DMSO    |
| Niraparib      | Selleck S2741     | 100 mM              | DMSO    |
| Olaparib       | Selleck S1060     | 100 mM              | DMSO    |
| Palbociclib    | ApexBio A8316-APE | 1 mM                | DMSO    |
| Puromycin      | Merck 540222      | 1mg/mL              | H2O     |
| Rucaparib      | ApexBio A4156-APE | 100 mM              | DMSO    |

Supplementary Table 5: Immunocytochemistry  
primary antibodies

| Target                         | Antibody Clone | Species | Dilution |
|--------------------------------|----------------|---------|----------|
| Phospho histone H2A.X (Ser139) | CST 2577       | Rabbit  | 1:1000   |
| α-Tubulin Sigma                | T9026 DM1A     | Mouse   | 1:1000   |

Supplementary Table 6: Immunocytochemistry  
secondary antibodies

| Antibody        | Species | Invitrogen catalogue number |
|-----------------|---------|-----------------------------|
| Alexa Fluor 488 | Rabbit  | A21206                      |
| Alexa Fluor 555 | Rabbit  | A31572                      |
| Alexa Fluor 568 | Mouse   | A10037                      |
| Alexa Fluor 647 | Mouse   | A31571                      |

Supplementary Table 7: Operetta CLS High Content Analysis System channels

| Channel         | Excitation wavelength range (nm) | Emission wavelength range (nm) |
|-----------------|----------------------------------|--------------------------------|
| Alexa Fluor 488 | 460-490                          | 500-550                        |
| Alexa Fluor 555 | 530-560                          | 510-650                        |
| Alexa Fluor 568 | 530-560                          | 510-650                        |
| Alexa Fluor 647 | 615-645                          | 655-760                        |
| Hoechst         | 360-400                          | 410-480                        |
| eGFP            | 460-490                          | 500-550                        |

Supplementary Table 8: Expression plasmids and details for viral vector production

| Name          | Backbone | Vector type                                      | Bacterial resistance | Addgene reference | Gene insert |
|---------------|----------|--------------------------------------------------|----------------------|-------------------|-------------|
| pLJM1-EGFP    | pLJM1    | Mammalian expression (3rd generation lentiviral) | Ampicillin 100 µg/mL | #19319            | eGFP        |
| pEGFP-N1-TFEB | pEGFP-N1 | Mammalian expression (transient)                 | Kanamycin 100 µg/mL  | #38119            | TFEB-eGFP   |

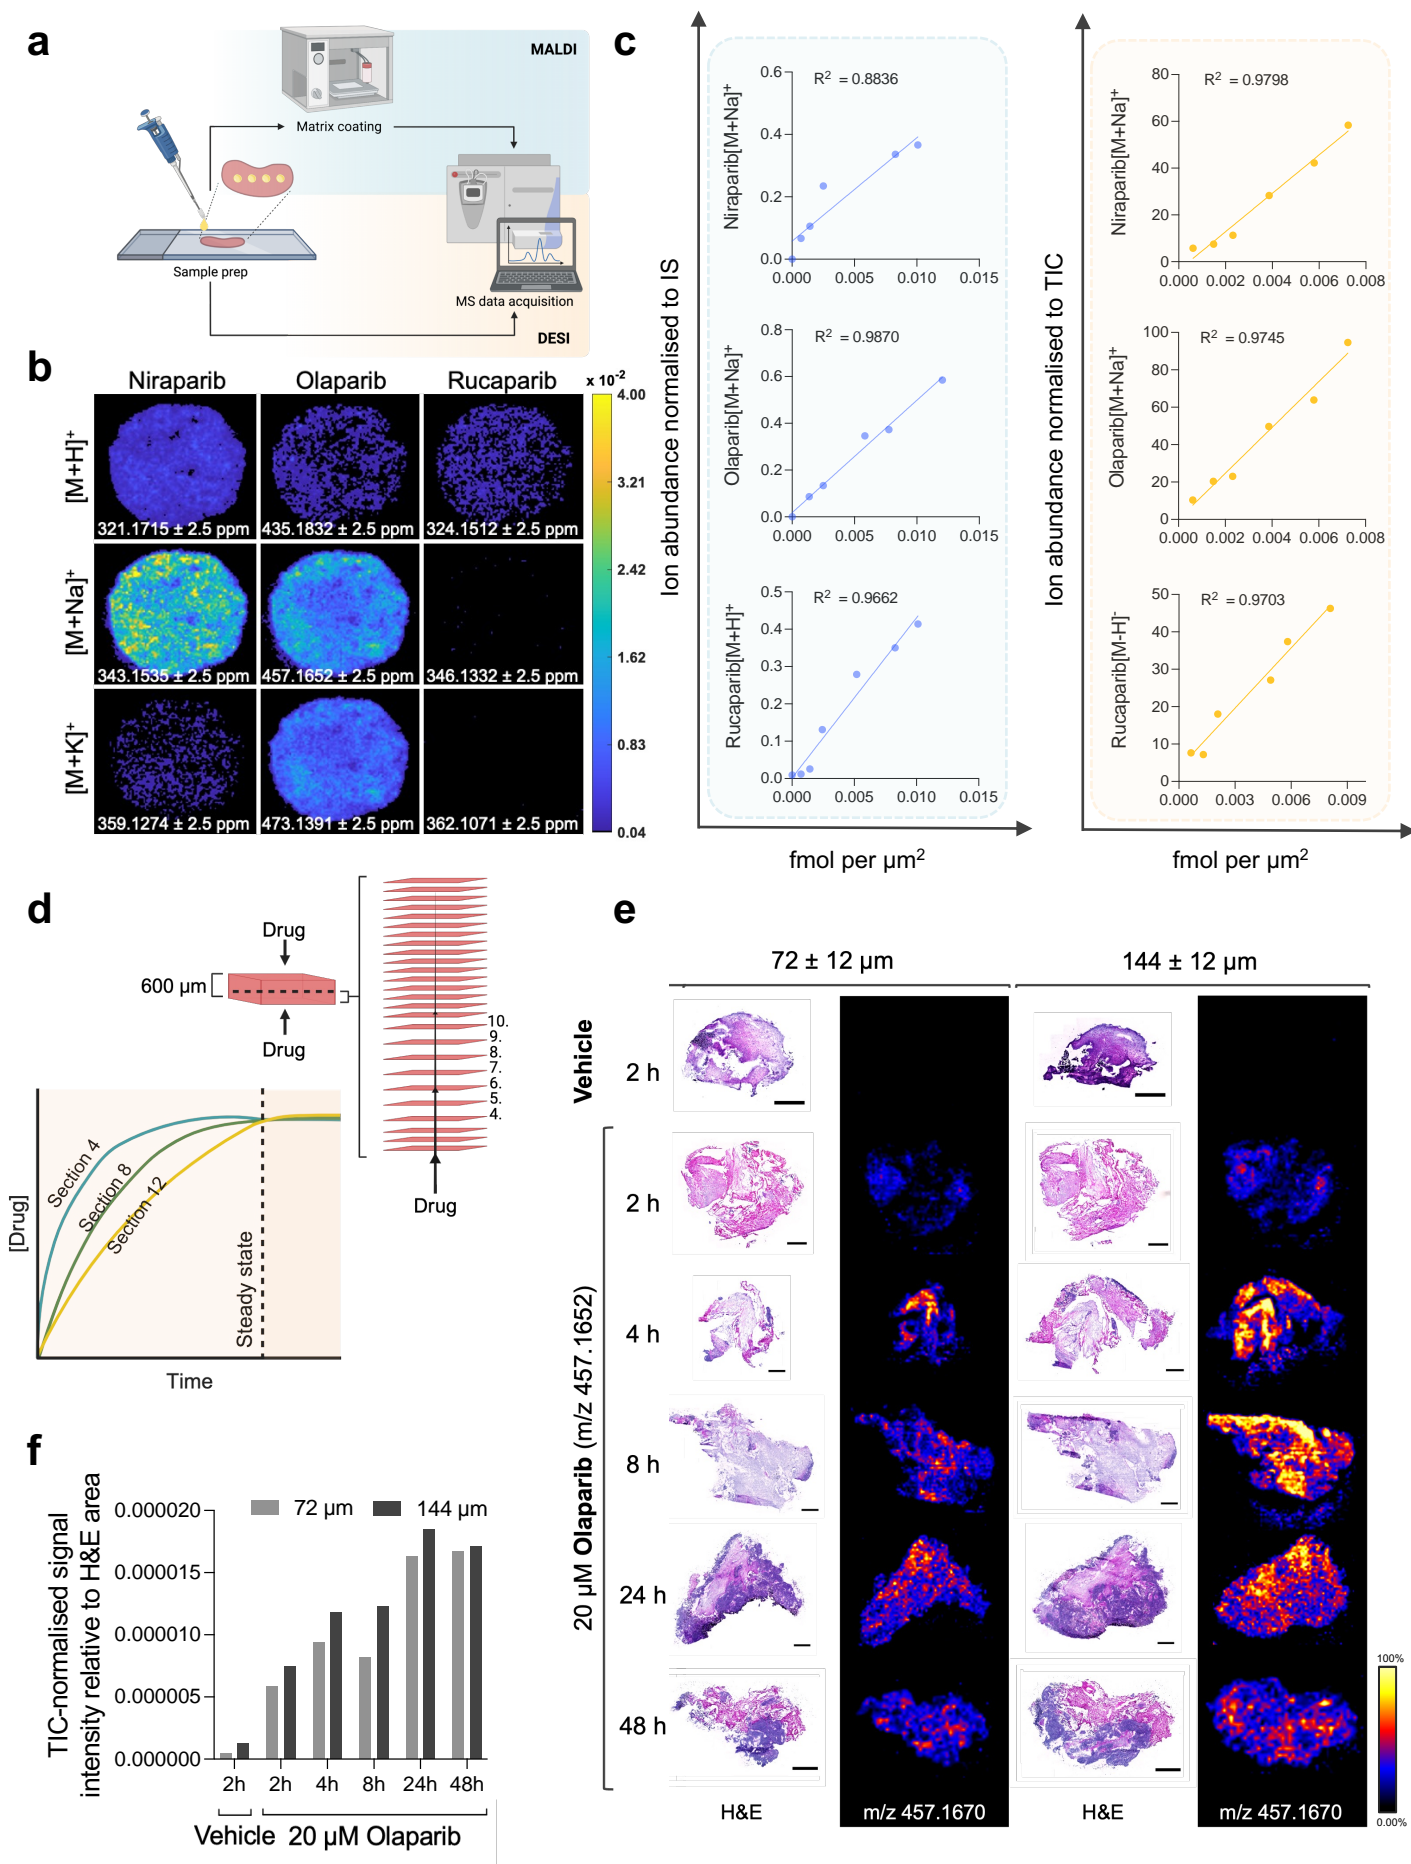

Supplementary Figure 1

## Supplementary Figure 1

### Optimisation of MSI platforms for drug quantification in PDE sections dosed ex-vivo (associated with main Figure 1)

A) Schematic representation of mass spectrometry imaging calibration line generation process in Atmospheric-Pressure Matrix-Assisted Laser-Desorption ionisation (AP-MALDI) and Desorption Electrospray Ionisation (DESI) platforms. Calibrants were spotted on top of un-dosed HGSOC tissue sections. Created in BioRender. Ramirez moncayo, C. (2026) <https://BioRender.com/7m74wgk>.

B) Adducts of niraparib, olaparib and rucaparib detected in AP-MALDI platform, in positive ion mode with 2,5-dihydroxybenzoic acid (DHB) matrix. Total Ion Chromatogram (TIC)-normalisation and a tolerance window of 2.5 parts per million (ppm) was applied.

C) AP-MALDI (left) and DESI (right) calibration lines generated in positive or negative (DESI, rucaparib only) ion modes. Data were normalised to drug-matched internal standards (IS) and TIC for each respective modality.

D) Patient-Derived Explant (PDE) dosing timepoint optimisation schematic. Tissue explants were dosed with olaparib at 20  $\mu\text{M}$  for up to 48 hours to determine time required for the compound to homogeneously diffuse through the top 150  $\mu\text{m}$  of tissue. This depth was selected to match the number of 10  $\mu\text{m}$  sections typically used in downstream analyses, ensuring that drug exposure reached steady state across all sections. Created in BioRender. Ramirez moncayo, C. (2026) <https://BioRender.com/glxwlvvm>.

E) For each sample, the 6<sup>th</sup> and 12<sup>th</sup> section (72 and 144  $\mu\text{m}$  deep respectively) were thaw-mounted onto a glass slide for spectral data acquisition using DESI in positive ion mode. Comparison between tissue architecture as seen through haematoxylin and eosin staining (H&E, scale bar = 750  $\mu\text{m}$ ) and olaparib signal throughout time is shown ( $[\text{M}+\text{Na}]^+$  adduct, experimental  $m/z$  457.1670, mass accuracy = -3.96 ppm).

F) Quantification of olaparib in 6<sup>th</sup> and 12<sup>th</sup> sections throughout time, calculated as the average TIC-normalised ion intensity value per tissue section area, thresholded through haematoxylin and eosin staining optical density.

For B and E, colour scales depict relative drug intensity.

All optimisation experiments were performed on tissue slices from 1 patient.

Source data are provided as a Source Data file.

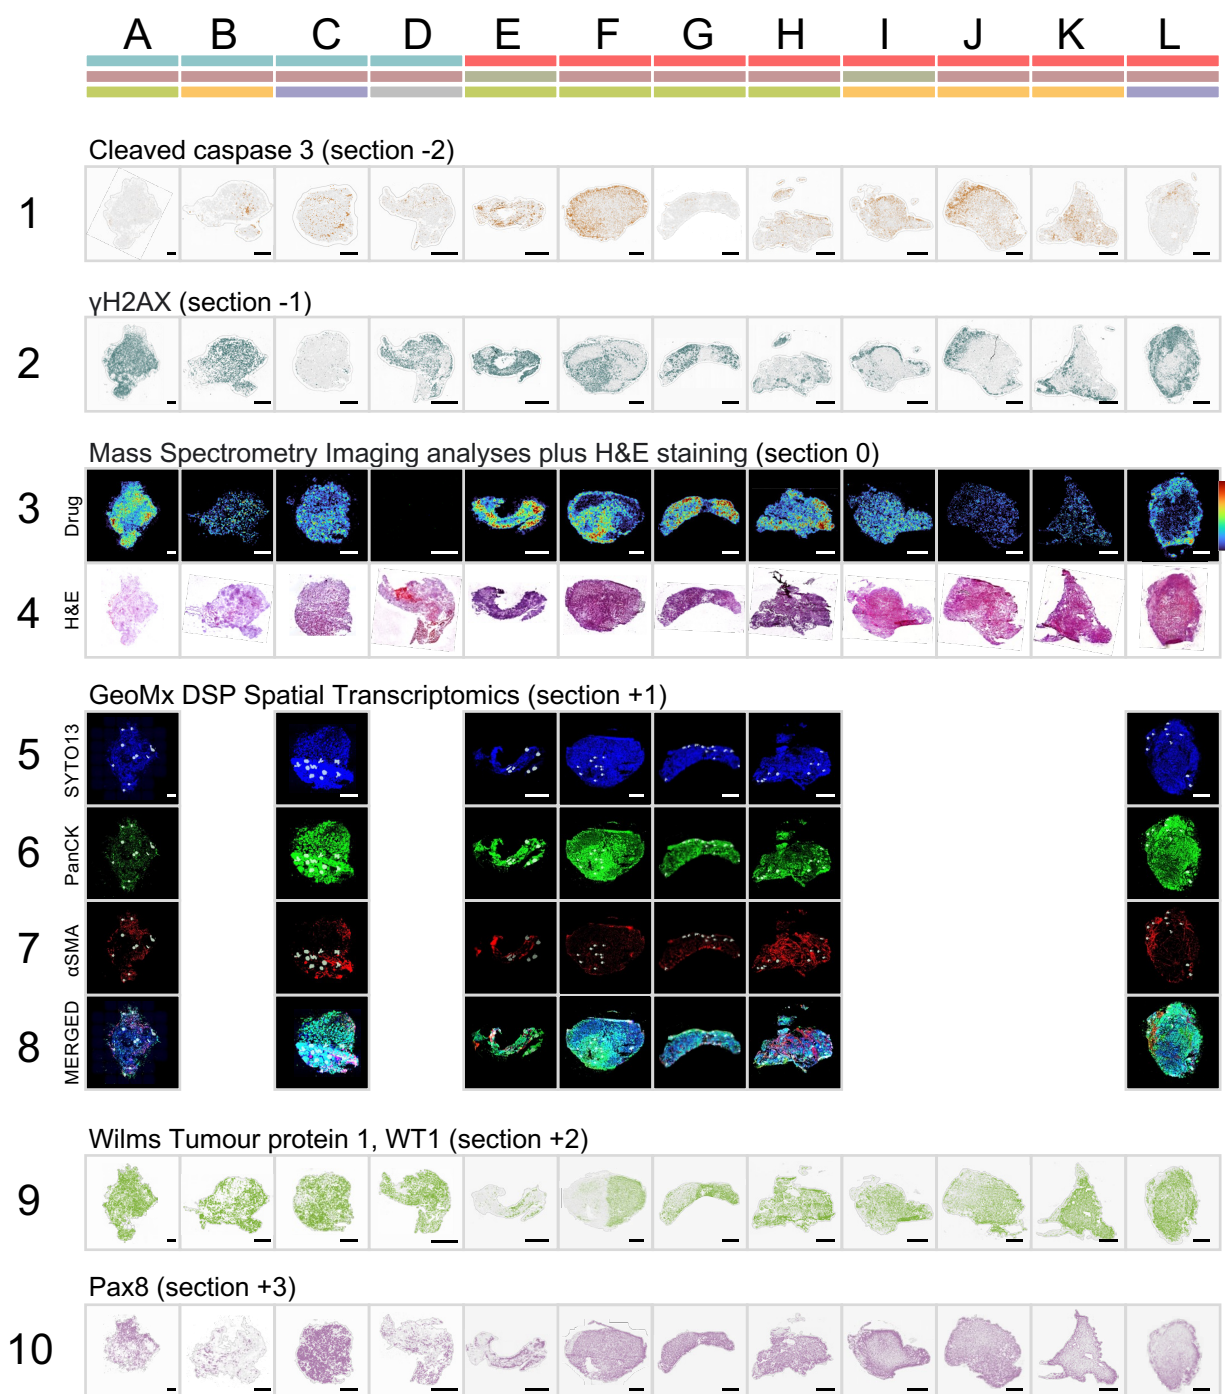

## Supplementary Figure 2

### Multimodal molecular imaging of serial PDE sections (associated with main Figure 1)

2-part figure depicting serial sections from all treated Patient-Derived Explants (PDEs) used to perform drug MSI signal analysis, haematoxylin and eosin (H&E) staining, immunoistochemical (IHC) analyses, and where relevant, GeoMx spatial transcriptomics, where chosen ROIs are shown. Key indicating colour codes for patient, tumour site and drug in part 2 of figure. For IHC analyses (rows 1, 2, 9 and 10) pseudo-colour overlays highlight positive cells compared to negative controls (no primary antibody). For MSI data, colour scales depict relative drug intensity. Source data for MSI are provided as a Source Data file.

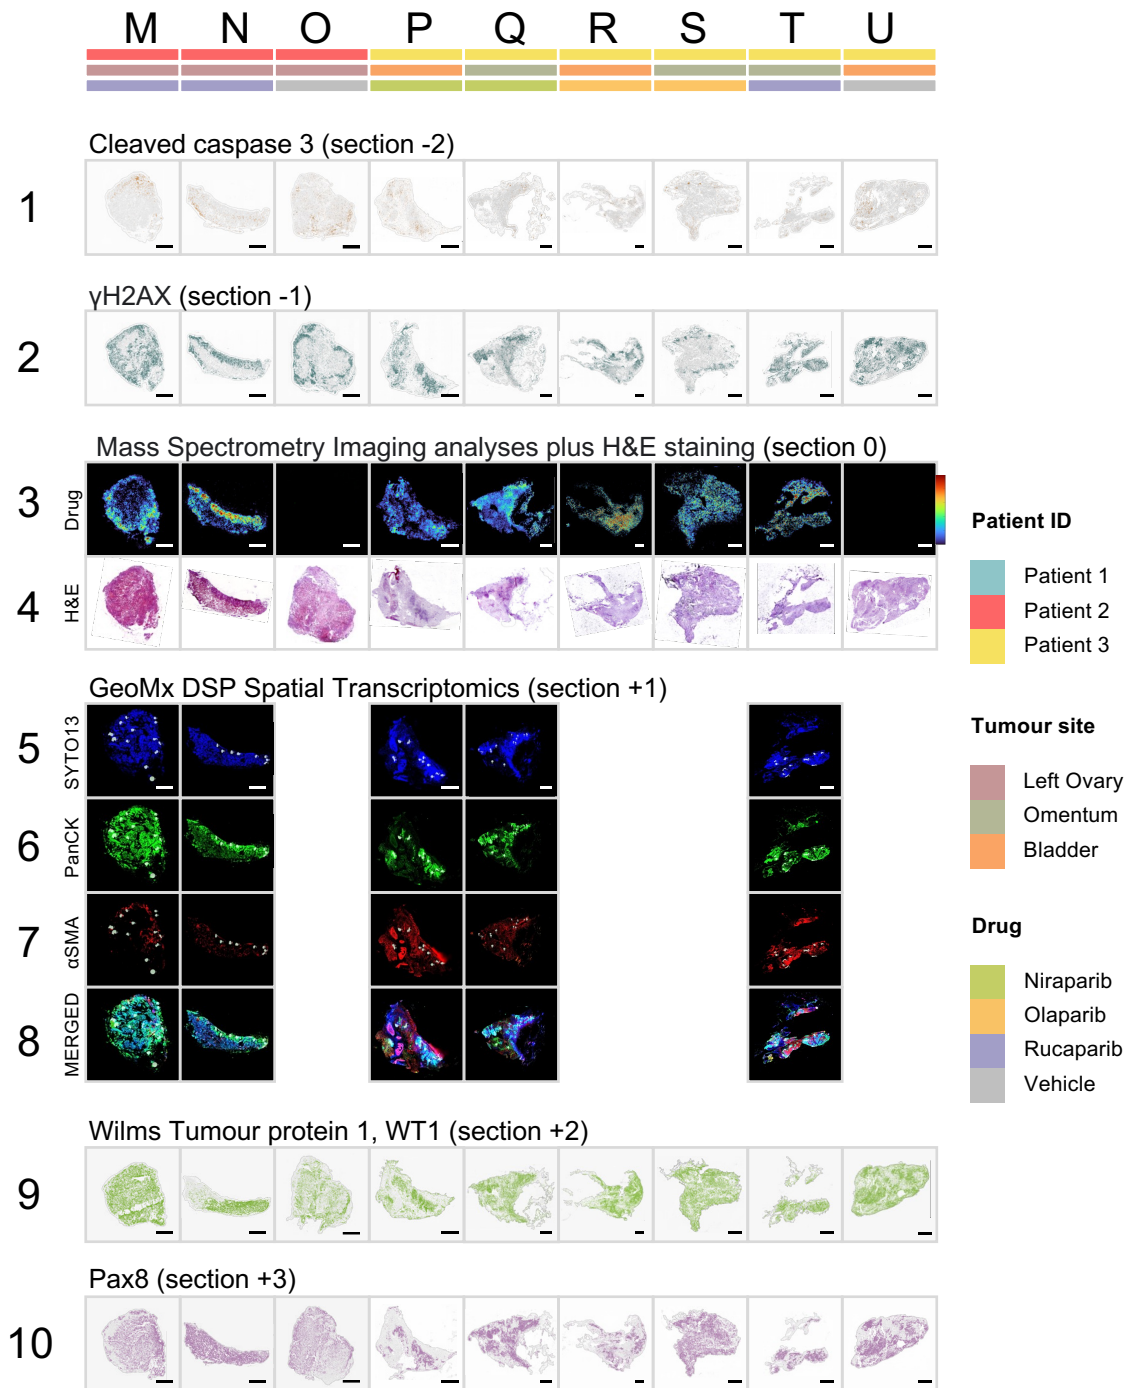

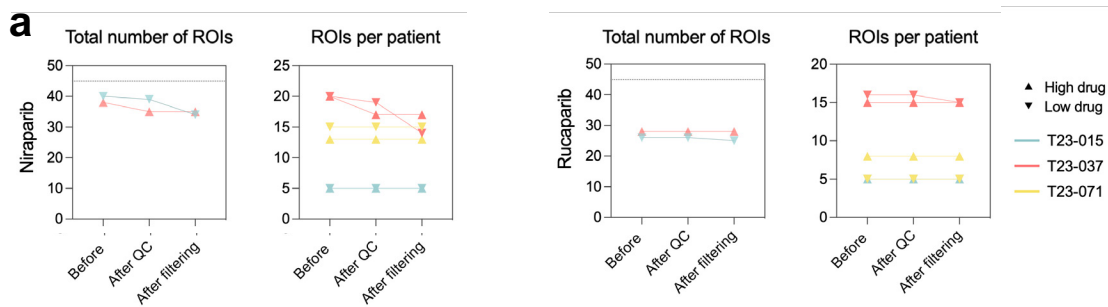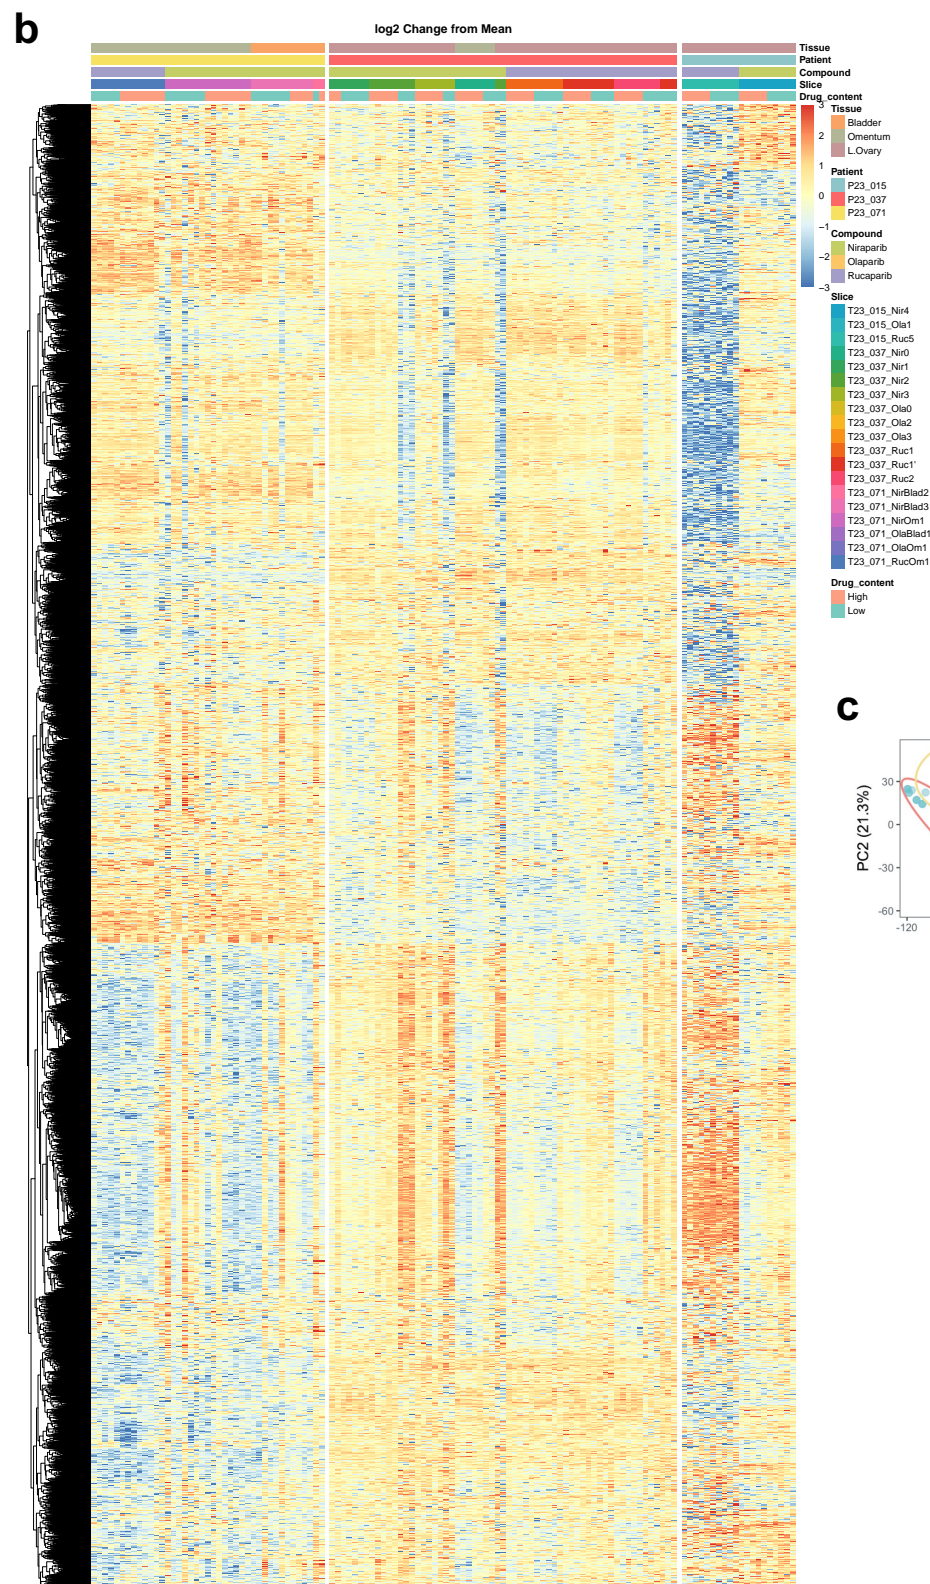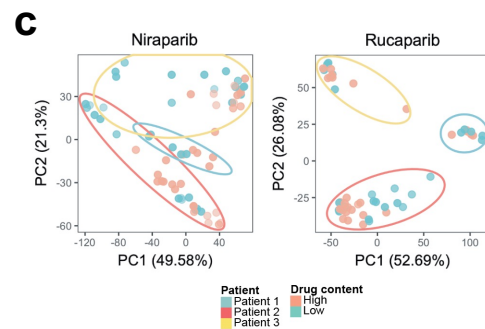

Supplementary Figure 3

### **Supplementary Figure 3**

#### **High- and low-drug spatial sampling in PDEs for genomic analysis (associated with main Figure 2)**

A) Regions of interest (ROI) included in GeoMx spatial transcriptomics study. On average, 5 'high-' and 5 'low-drug' ROIs were chosen across Patient-Derived Explant (PDE) samples from three patients, resulting in approximately 45 ROIs per compound and drug content. Per compound, the total number of ROIs obtained is shown on the left, with a breakdown by patient displayed on the right, before and after data quality control (QC) and filtering. QC involved applying a threshold of 100,000 raw reads and 50% sequencing saturation, discarding any ROI that fell below these criteria. ROIs with less than 5% of targets above the limit of quantification were filtered out.

B) Supervised hierarchical clustering of GeoMx spatial transcriptomics dataset. Samples were grouped by Patient ID before hierarchical clustering analysis performed using Euclidean distance. All 11224 targets are shown.

C) Principal component analysis of niraparib and rucaparib datasets. ROIs are coloured based on drug content, with outlines representing patient clusters.

Source data are provided as a Source Data file.

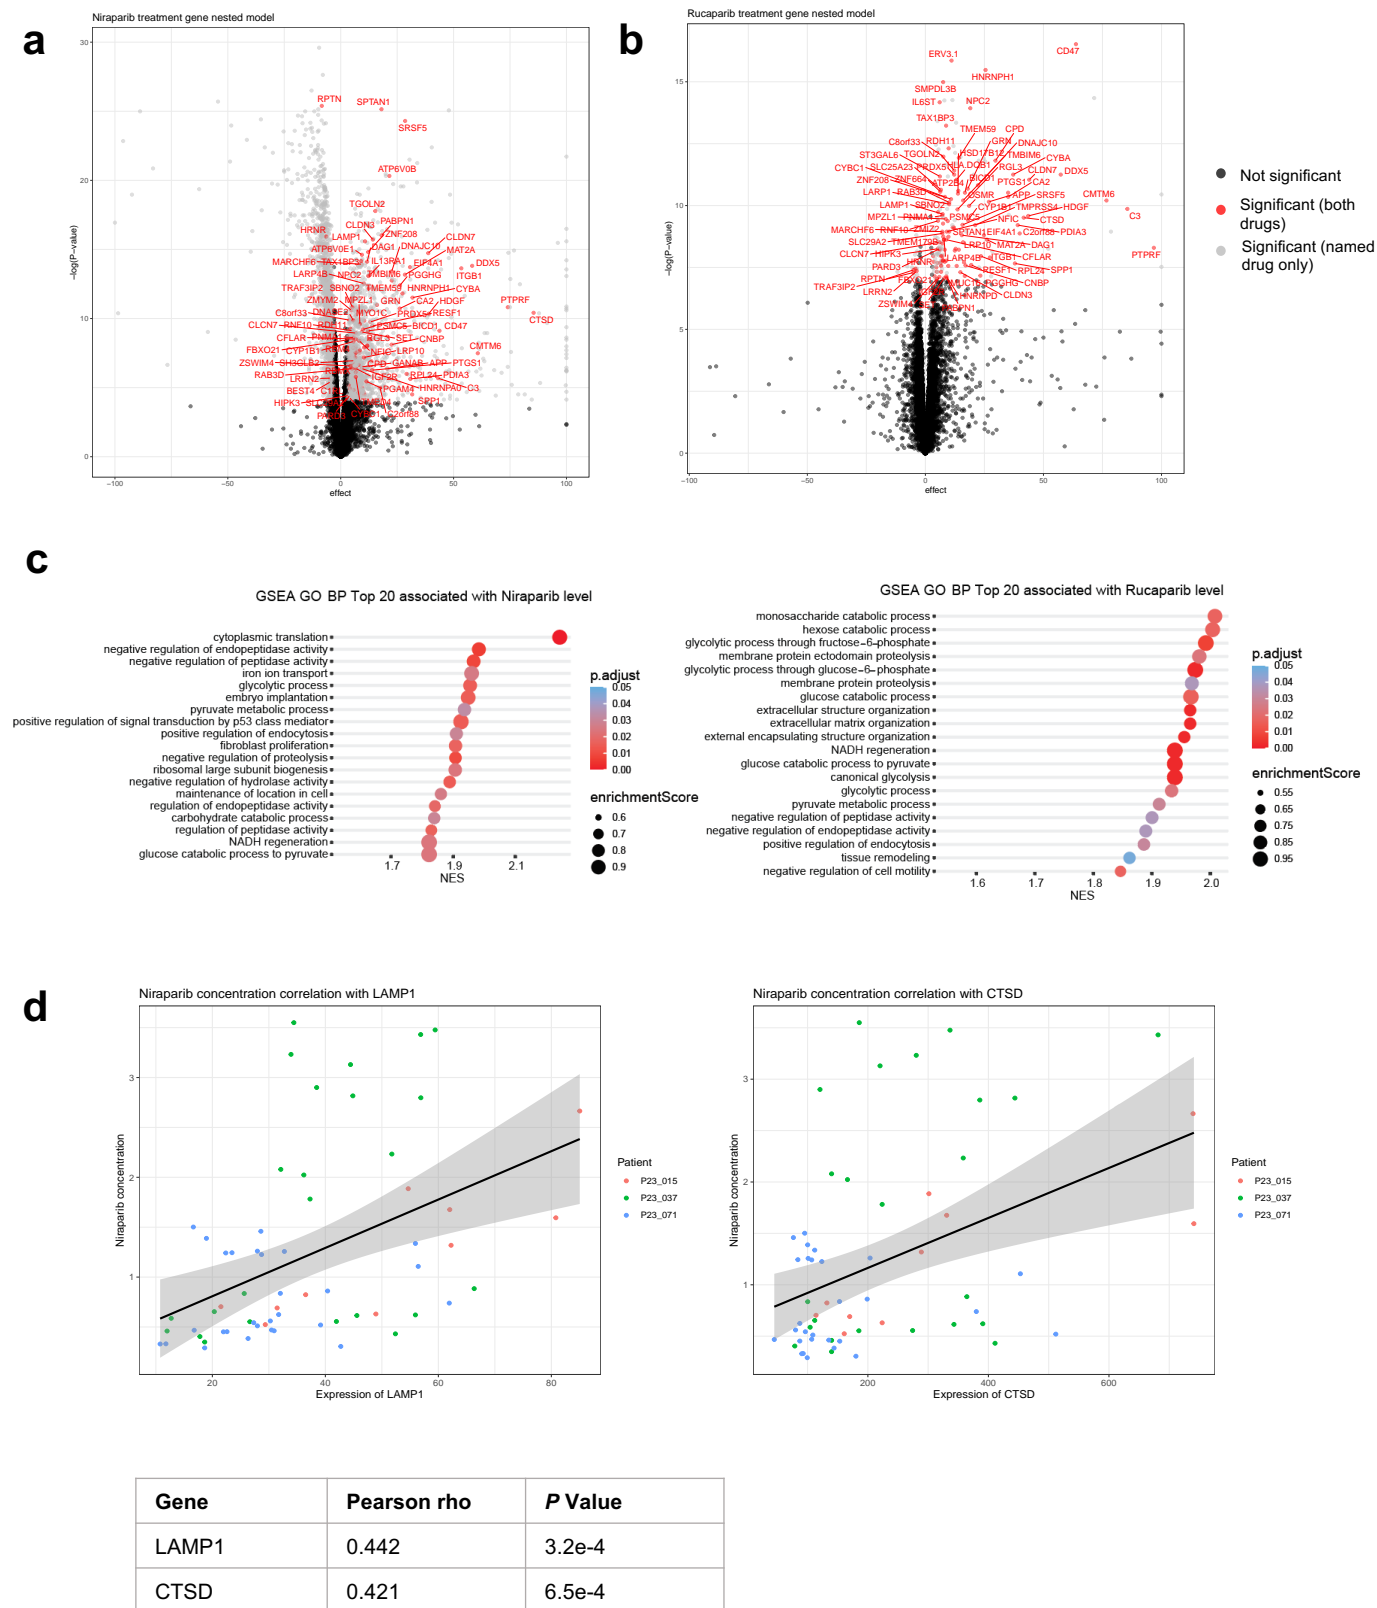

Supplementary Figure 4

## Supplementary Figure 4

### Transcriptomic profiling identifies lysosomal gene enrichment associated with niraparib and rucaparib accumulation in PDEs (associated with main Figure 2)

A) Volcano plot depicting genes identified in niraparib linear mixed model regression analysis. Genes significantly associated with increasing drug illustrated in grey points ( $p < 0.05$ ), genes illustrated with red points (and text) are also significant in the rucaparib analysis.

B) Volcano plot depicting genes identified in rucaparib linear mixed model regression analysis. Genes significantly associates with increasing drug illustrated in grey points ( $p < 0.05$ ), genes illustrated with red points (and text) are also significant in the niraparib analysis.

C) Gene set enrichment analysis (GO biological processes) for genes significantly associated with increasing levels of niraparib (left) and rucaparib (right) within PDE samples in linear mixed model regression analysis.

D) Scatter plots depicting expression of lysosomal genes relative to niraparib concentration from PDE experiments, each dot represents an ROI and patients are colour-coded. The grey shaded areas represent the standard error SE of the linear fit. Pearson correlation coefficients are indicated for each plot.

N-values displayed in Supplementary Fig. 3a. Source data are provided as a Source Data file.

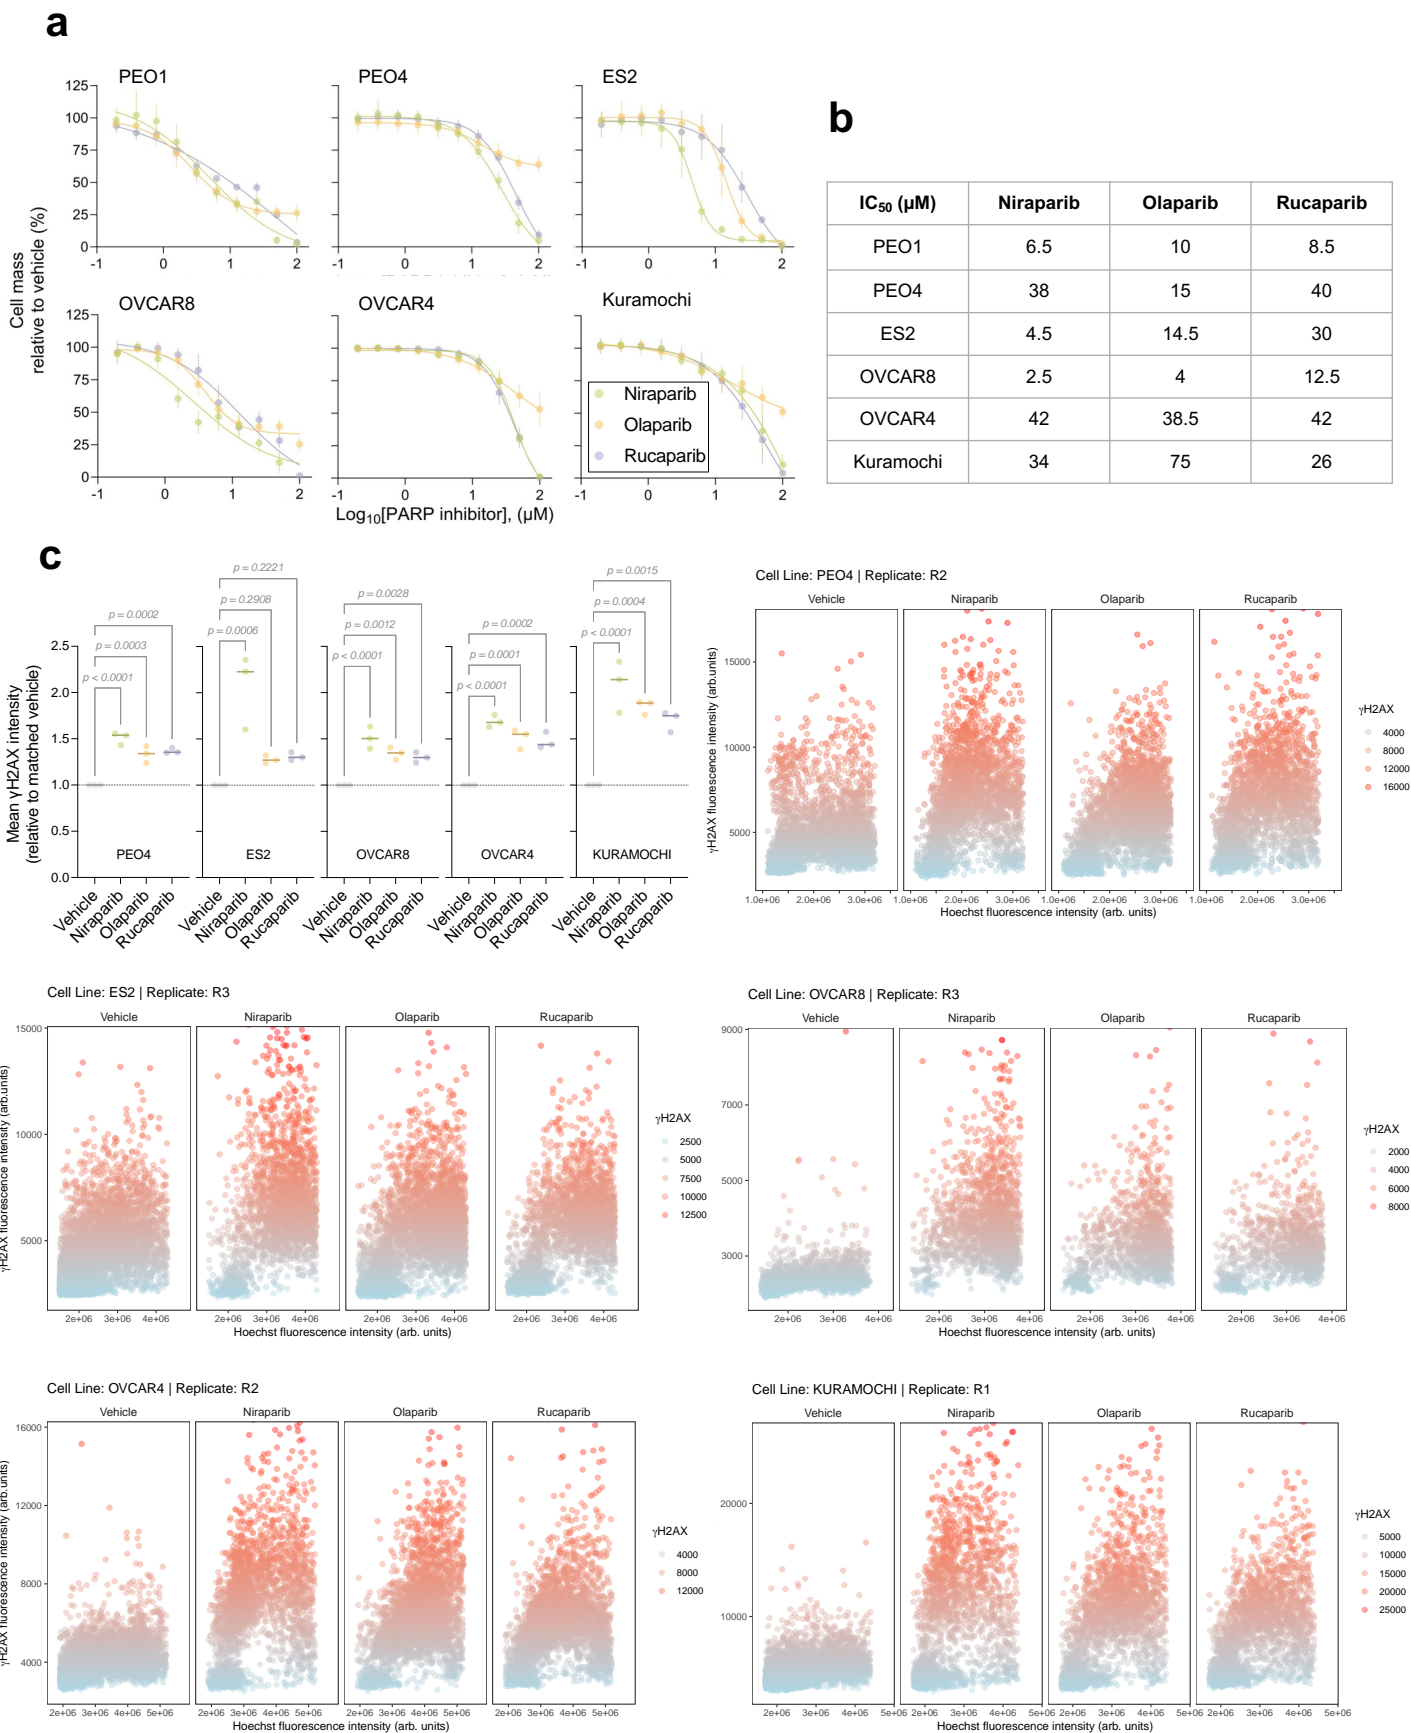

Supplementary Figure 5

## **Supplementary Figure 5**

### **Differential sensitivity and single-cell response heterogeneity to PARP inhibitors across ovarian cancer cell lines (associated with main Figure 3)**

A) Dose response curves to all three PARP inhibitors (niraparib, olaparib and rucaparib) for 6 OvCa cell lines, measured by SRB assays. Data depicts biological means  $\pm$  SD (n = 3).

B) IC<sub>50</sub> values of OvCa cell lines measured by SRB assays. Estimated values by fitting appropriate non-linear regression model in Graphpad Prism: [Inhibitor] vs. response – Variable slope (four parameters) for all lines except Kuramochi, which was fitted with the [Inhibitor] vs. normalized response model.

C) Heterogeneity in response to PARP inhibitors measured by  $\gamma$ H2AX level in OvCa cell lines. Each cell line was dosed at their corresponding IC<sub>50</sub> values for each PARP inhibitor for 24h. Biological  $\gamma$ H2AX means (n = 3) relative to the mean of the vehicle control within each replicate are depicted per cell line, followed by representative single-cell scatter plots of  $\gamma$ H2AX and Hoechst fluorescence intensities. P-values were determined by a two-sided, repeated-measures one-way ANOVA with Dunnett's multiple comparison test.

Source data are provided as a Source Data file.

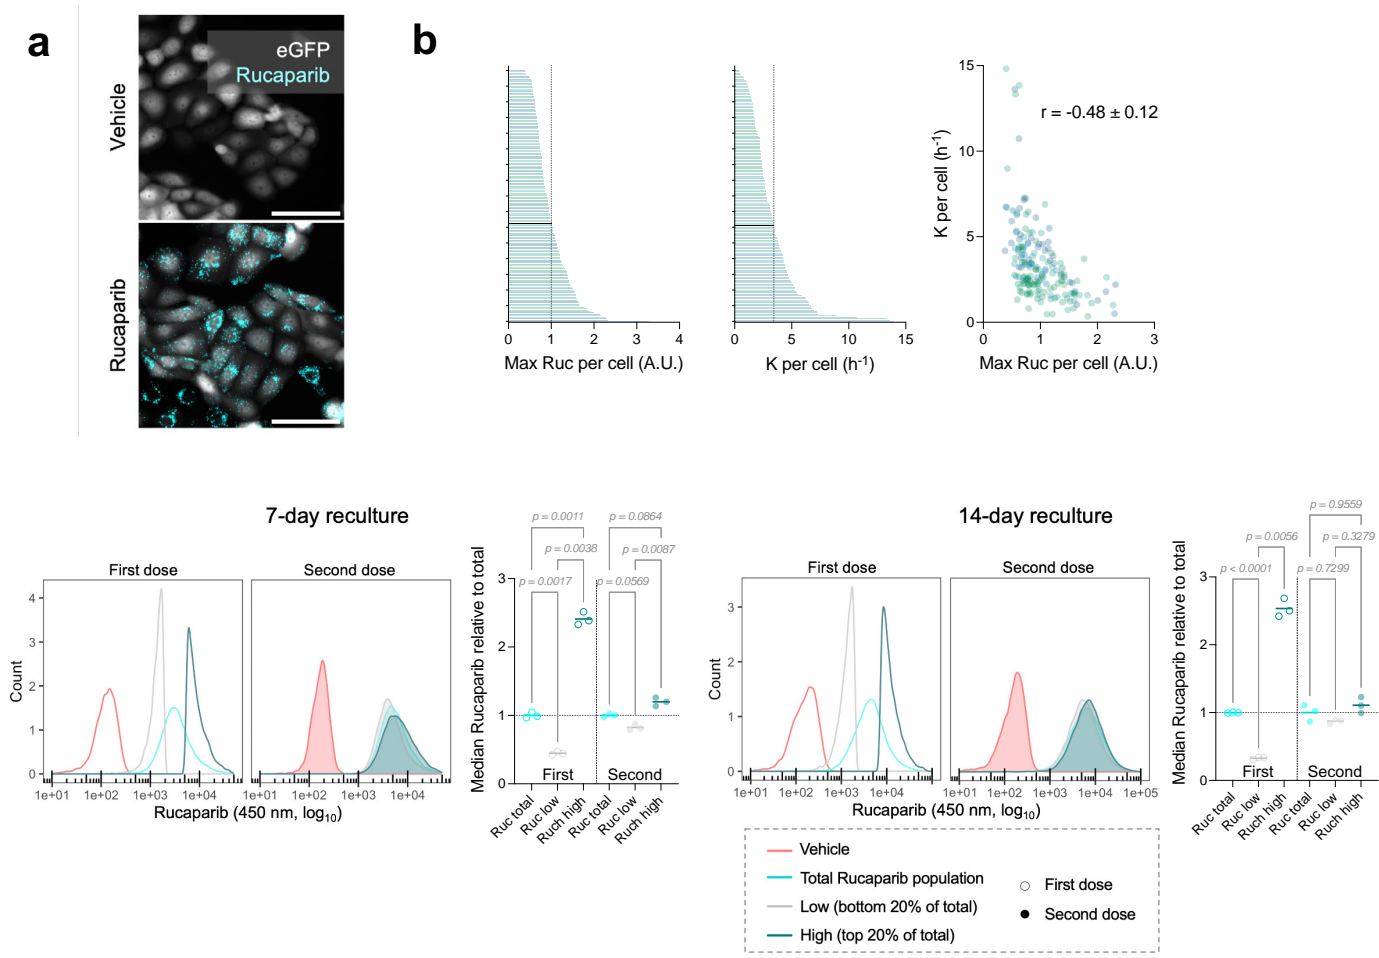

## Supplementary Figure 6

### Spatiotemporal kinetics and heritability of rucaparib accumulation in PEO1 cells (associated with main Figure 3)

A) eGFP-PEO1 treated with vehicle-only or rucaparib at  $\text{IC}_{50}$  concentration for 24h, 100  $\mu\text{m}$  scale bar.

B) Right; live PEO1 single-cell rucaparib accumulation kinetic parameters, estimated with a one-phase association non-linear model, fitted over mean rucaparib fluorescence intensity per cell over time. Black line marks the average values. Left; Pearson's correlation coefficient between rate constant  $K$  and maximum rucaparib per cell was calculated over 3 colour-coded independent biological replicates.

C)  $\text{Ruc}_{\text{High}}$  and  $\text{Ruc}_{\text{Low}}$  PEO1s (top and bottom 20% of the rucaparib-treated population respectively) were FACS-sorted in triplicates with total rucaparib and vehicle-only controls after a 2h treatment. Cells were re-cultured in drug-free medium for 7 and 14 days and then re-dosed to analyse rucaparib signal with respect to its original distribution (left). Relative drug levels for each population are shown on the right. 'First' denotes initial rucaparib signal. 'Second' refers to re-dosed levels after re-culture. Significance by two-sided Welch one-way ANOVA, followed by Dunnett's.

Source data are provided as a Source Data file.

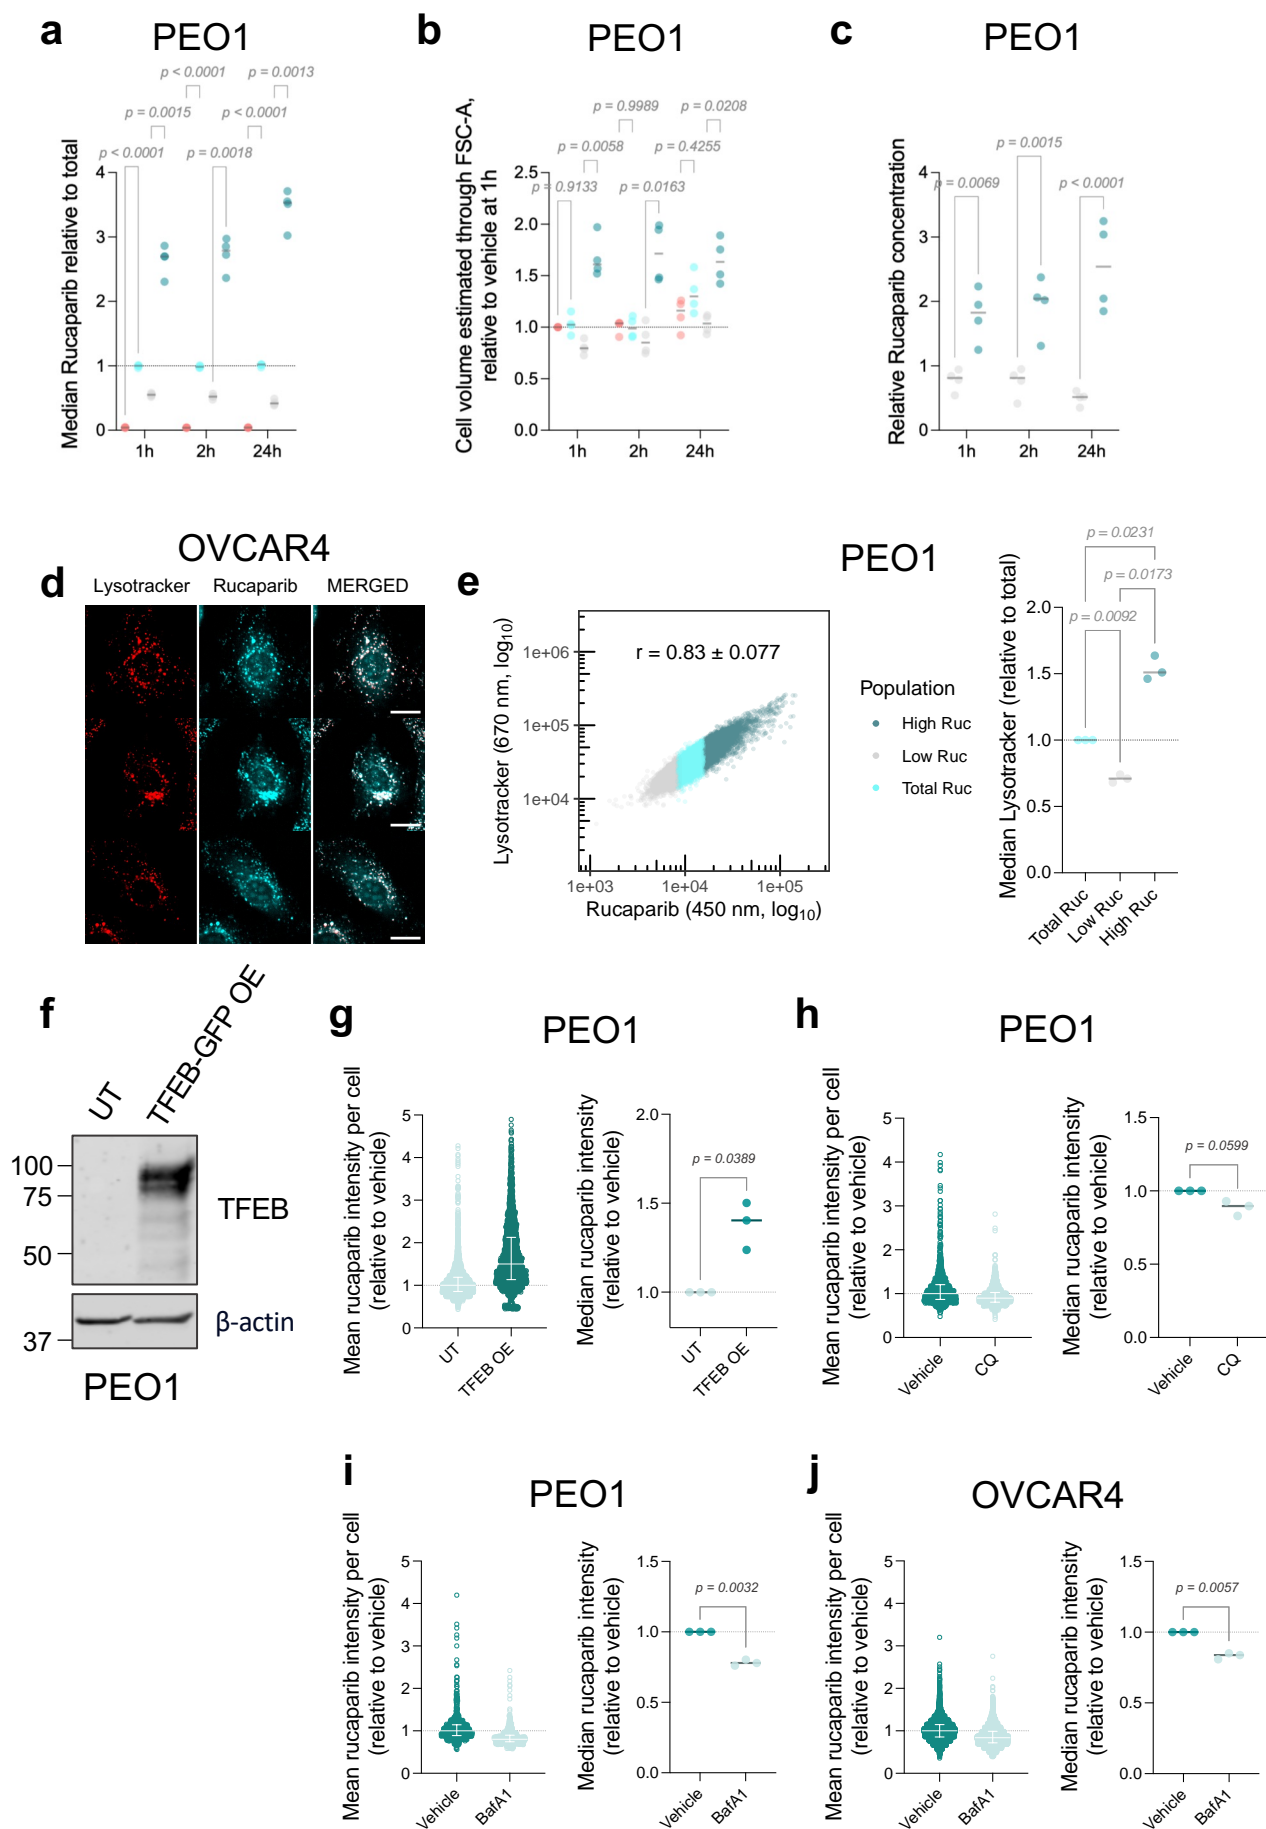

Supplementary Figure 7

## Supplementary Figure 7

### Lysosomal content determines intracellular rucaparib levels (associated with main Figure 4)

A) Median drug signal intensity per FACS gate in PEO1 cells treated and sorted based on rucaparib fluorescence intensity. Rucaparib signal was normalised to the signal intensity of the rucaparib-treated, ungated population (Ruc total) per time point and biological replicate (n = 4).

B) PEO1 cell volume per FACS gate. Cell volume was estimated through median FSC-A per gate, which is proportional to cell diameter. Volumes were normalised, per biological replicate (n = 4), to that of 1h vehicle-treated cells.

C) Rucaparib concentration per FACS gate of PEO1 cells. Rucaparib signal intensity was normalised to cell volume, estimated through FSC-A as a proxy of cell diameter (n = 4).

D) Example of colocalisation of rucaparib with the lysosome at 60min post dosing in OVCAR4 cells. Scale bar = 20  $\mu$ m.

E) FACS-based correlation between lysosomal and rucaparib contents per PEO1 cell, after 1.5h dosing of both compounds (left). Cells were gated as before (see Fig. 4a), and median LysoTracker signal per gate was plotted relative to each biological replicate's total signal.

F) Western blot to demonstrate TFEB-GFP overexpression in PEO1 cells.

G) Left; rucaparib signal per cell in untransfected PEO1 cells or cells transfected with TFEB-GFP. Right; median rucaparib levels per biological replicate.

H) Left; rucaparib signal per PEO1 cell following CQ treatment. Right; median rucaparib levels.

I) Left; rucaparib signal per PEO1 cell following BafA1 treatment. Right; median rucaparib levels.

J) Left; rucaparib signal per OVCAR4 cell following BafA1 treatment. Right; median rucaparib levels.

For A-C and E, two-way ANOVA (or one-way for E) with the Geisser-Greenhouse correction and Tukey's (A, B, E) or Sidak (C) multiple comparison test were applied to evaluate statistical significance. For G-J, Welch two-sample t-test was applied to assess significance, and left panels show median  $\pm$  interquartile range of a representative biological replicate. Unless otherwise stated, all experiments were performed in biological triplicates.

Source data are provided as a Source Data file.

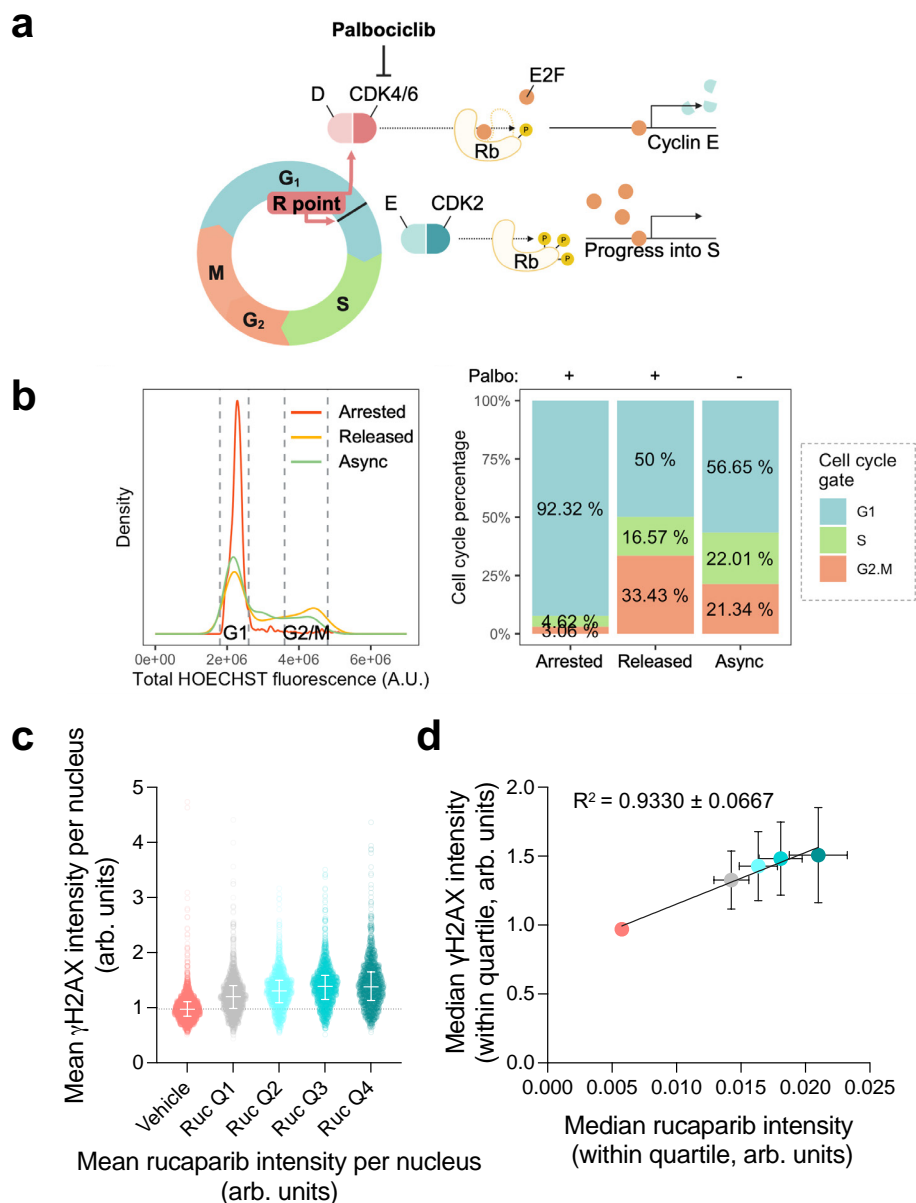

## Supplementary Figure 8

### Palbociclib mechanism of action and the relationship between nuclear rucaparib levels and DNA damage (associated with main Figure 5)

A) Schematic representation of palbociclib mechanism of action. Created in BioRender.

Ramirez moncayo, C. (2026) <https://BioRender.com/ejp6dm9>.

B) PEO1 cells were treated with palbociclib or vehicle-only for 24h and cultured in drug-free medium for an additional 24h before fixation and DNA staining with hoechst. Cell cycle gating was performed based on hoechst sum fluorescence intensity to estimate percentage of cells in each cell-cycle phase (n = 3).

C) OVCAR4 cell population was subdivided into quartiles based on nuclear rucaparib signal to compare γH2AX levels between groups (median ± interquartile range). Data representative of n = 3 biological replicates.

D) In OVCAR4 cells, median γH2AX is linearly related to median intracellular rucaparib within the quartile. Mean ± SD from n = 3 biological replicates are plotted.

Source data are provided as a Source Data file.

PEO1

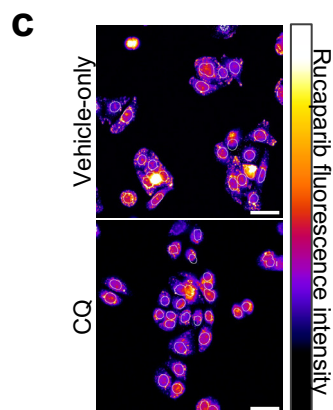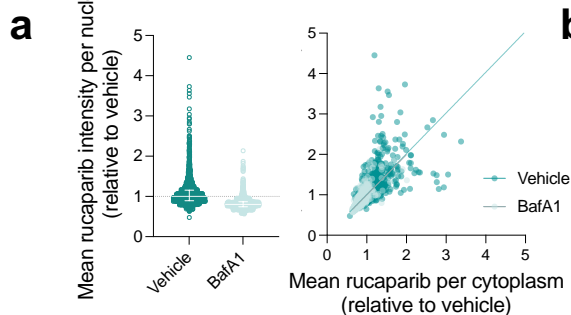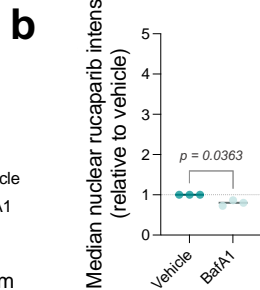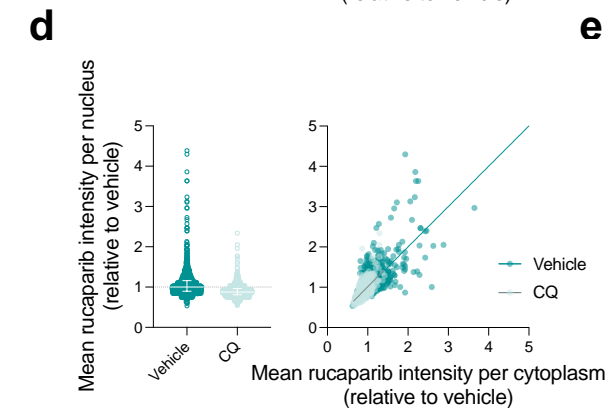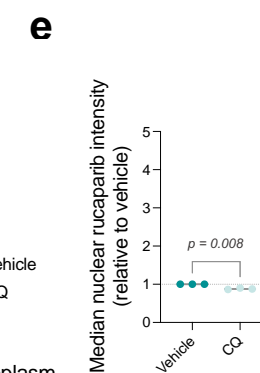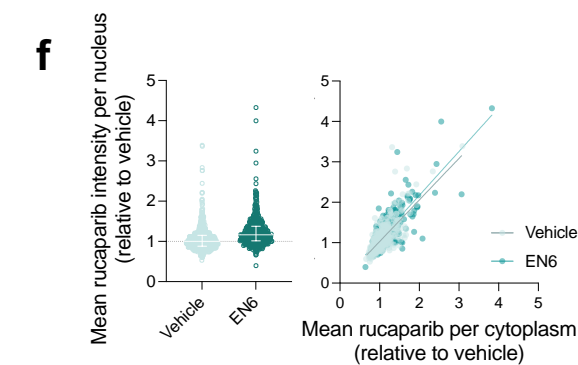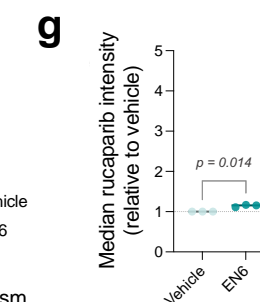

OVCAR4

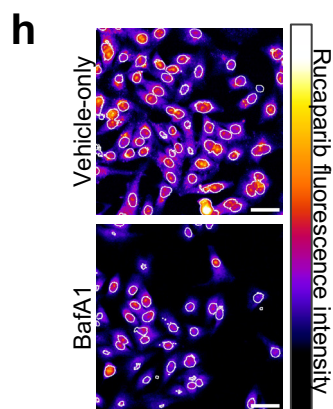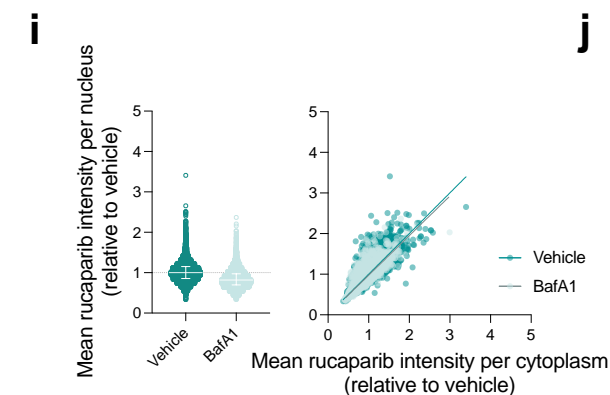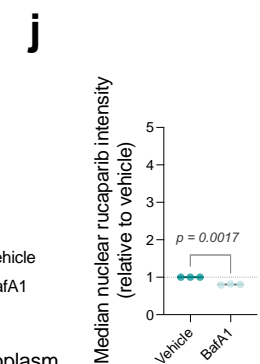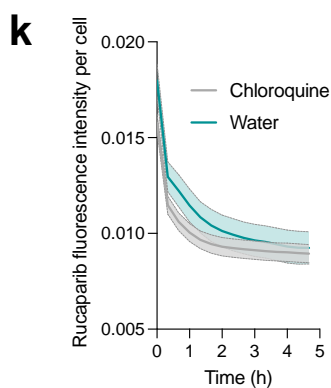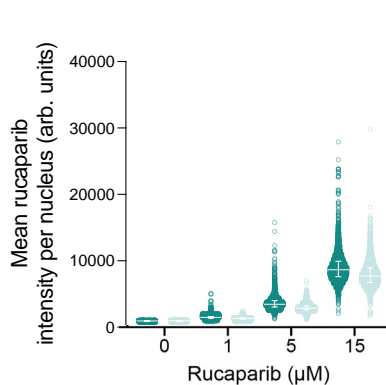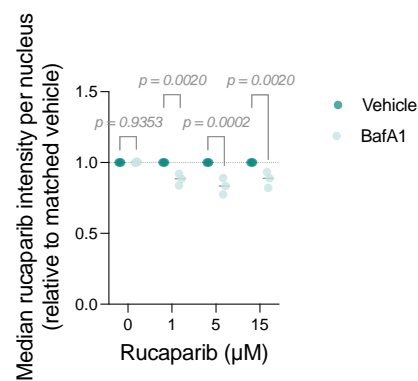

Supplementary Figure 9

## Supplementary Figure 9

### Modulation of rucaparib nuclear bioavailability via pharmacological inhibition of lysosomal function (associated with main Figure 6)

A) Left; quantification of nuclear levels of rucaparib (per PEO1 cell),  $\pm$  bafilomycin (BafA1) pre-treatment. Right; correlation between nuclear and cytoplasmic drug ( $p < 0.05$ ).

B) Median nuclear rucaparib per PEO1 biological replicate pre-treated with  $\pm$  BafA1.

C) Representative images of rucaparib in PEO1 cells after 1h  $\pm$  chloroquine (CQ) pre-treatment. Dotted white lines outline the nucleus. Scale bar represents 50  $\mu\text{m}$ .

D) Left; quantification of nuclear levels of rucaparib (per PEO1 cell),  $\pm$  EN6. Right; correlation between nuclear and cytoplasmic drug.

E) Median nuclear rucaparib per PEO1 biological replicate pre-treated with  $\pm$  EN6.

F) Left; quantification of nuclear levels of rucaparib (per PEO1 cell),  $\pm$  CQ pre-treatment. Right; correlation between nuclear and cytoplasmic drug.

G) Median nuclear rucaparib per PEO1 biological replicate pre-treated with  $\pm$  CQ.

H) Representative images of rucaparib in OVCAR4 cells after 1h with or without pre-treatment with BafA1. Dotted white lines outline the nucleus. Scale bar represents 50  $\mu\text{m}$ .

I) Left; quantification of nuclear levels of rucaparib (per OVCAR4 cell),  $\pm$  BafA1 pre-treatment. Right; correlation between nuclear and cytoplasmic drug.

J) Median nuclear rucaparib per OVCAR4 biological replicate pre-treated with  $\pm$  BafA1.

K) Rucaparib fluorescence loss after washout in PEO1 cells pre-treated with  $\pm$  CQ. Data show mean fluorescence intensity per cell  $\pm$  SD ( $n = 6$  replicate wells) and is representative of 2 biological replicates.

L) PEO1 cells were pre-treated with  $\pm$  BafA1 (1h) followed by rucaparib (0, 1, 5, or 15  $\mu\text{M}$ ) for 1h. Left; nuclear rucaparib per cell. Right; median rucaparib per nucleus per biological replicate, normalised to matched vehicle controls. 2-way ANOVA and Sidak multiple comparison test were applied to evaluate statistical significance.

All data was collected across  $n = 3$  biological replicates. For A, D, F, I, L (left), data depict median  $\pm$  interquartile range and are a representative replicate. For B, E, G, J, significance was assessed by Welch two-sample t-test. For C, H, colour scales depict drug fluorescence intensity.

Source data are provided as a Source Data file.

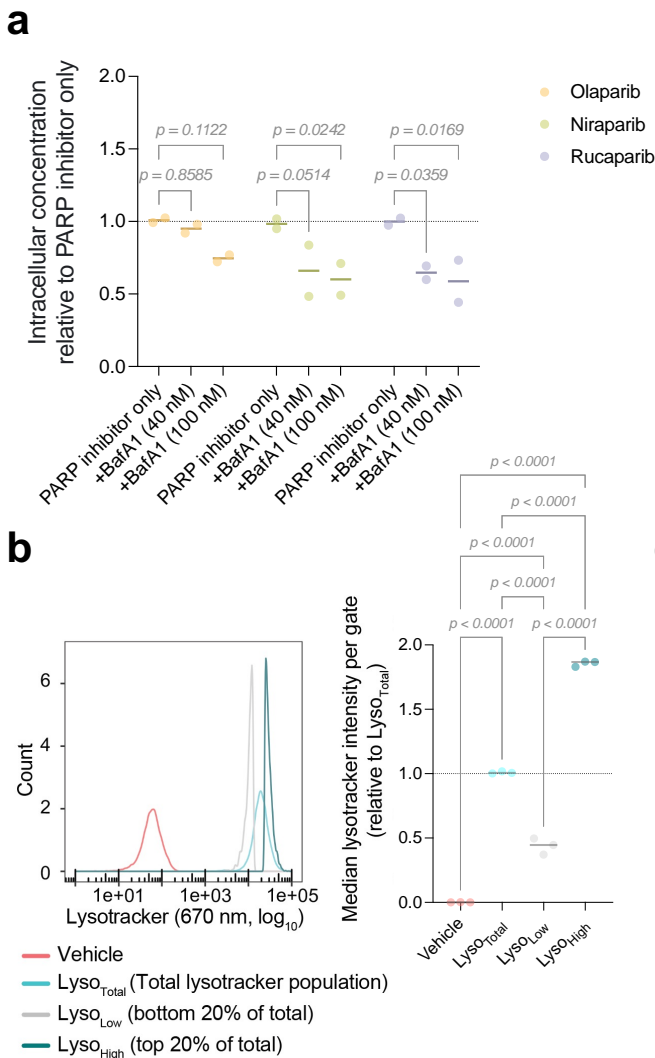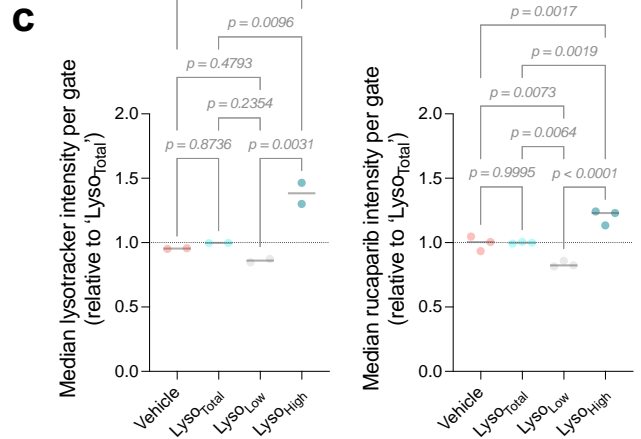

## Supplementary Figure 10

### Impact of lysosomal accumulation on intracellular PARP inhibitor concentrations (associated with main Figure 6)

A) Intracellular concentration of olaparib, niraparib and rucaparib in OVCAR4 cells with or without treatment with bafilomycin (BafA1) to alkalinise lysosomes. Data derived from 2 biological replicates, and plotted relative to PARP inhibitor only control, within replicate. Statistical significance assessed by 2-way ANOVA with Dunnet's correction for multiple comparisons.

B) Lyso<sub>High</sub> and Lyso<sub>Low</sub> PEO1 cells (top and bottom 20% of lysotracker-treated population respectively) were FACS-sorted with total lysotracker and vehicle-only controls after a 30 min treatment. Sorted cells were re-cultured overnight in drug-free media.

C) Intracellular rucaparib and lysotracker levels were assessed by incubating cells with drug or lysotracker for 1 hour prior to FACS analysis (n = 2 biological replicates for lysotracker). For B and C, unless otherwise stated, data depicts n = 3 biological replicates. One-way ANOVA and Tukey's multiple comparison test were applied to evaluate statistical significance.

Source data are provided as a Source Data file.

# TFEB antibody

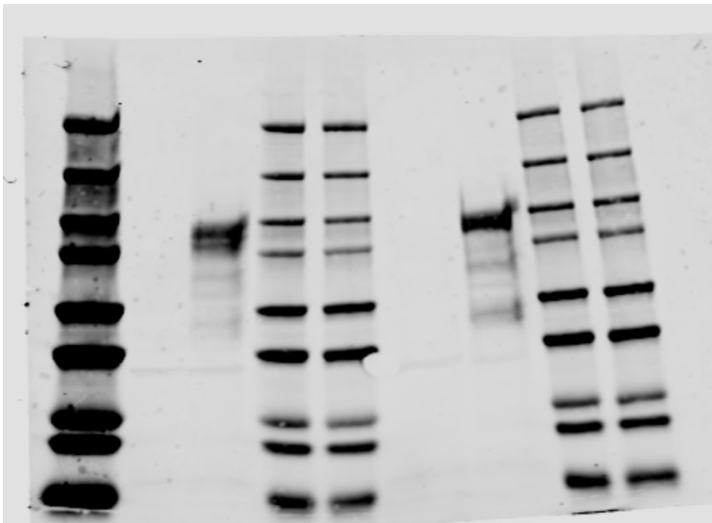

# B-actin antibody

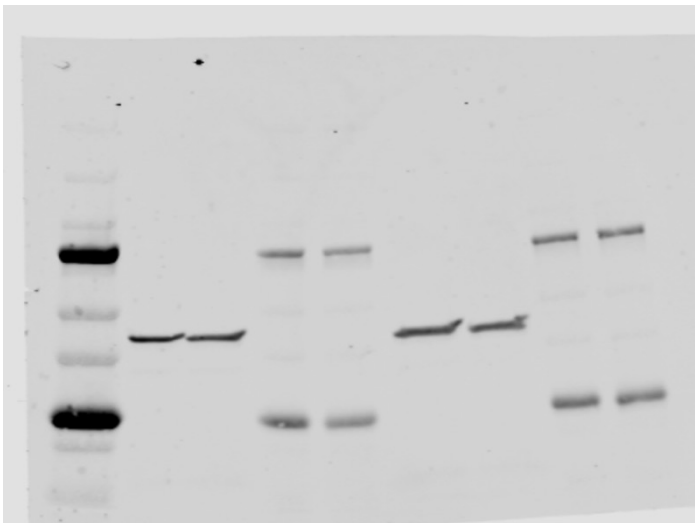

- Lane 1    Ladder Precision Plus Protein Dual Color Standards #1610374
- Lane 2    Untransfected PEO1 (not boiled)
- Lane 3    TFEB-OE PEO1 (not boiled)
- Lane 4    Ladder
- Lane 5    Ladder
- Lane 6    Untransfected PEO1 (boiled)
- Lane 7    TFEB-OE PEO1 (boiled)
- Lane 8    Ladder
- Lane 9    Ladder

# Supplementary material for: Multimodal imaging reveals a lysosomal drug reservoir that drives heterogeneous distribution of PARP inhibitors
**Source:** Nat Commun. 2026 Mar 17;17:4086. doi: 10.1038/s41467-026-70558-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1

**Description:** Metadata for tumour samples and corresponding ex vivo slices, including patient and slice identifier, FIGO stage, tumour site and drug treatment.

**Title:** Supplementary Data 2

**Description:** Comparative physicochemical characteristics of PARP inhibitors.

**Title:** Supplementary Data 3

**Description:** GSEA (Reactome) pathway enrichment analysis comparing high- and low-drug regions of interest across niraparib- and rucaparib-treated PDEs

**Title:** Supplementary Data 4

**Description:** Genes whose expression is significantly associated with continuous rucaparib or niraparib concentrations, identified using linear mixed-effects models.

**Title:** Supplementary Data 5

**Description:** Gene Ontology Biological Process enrichment analysis of genes identified by linear mixed-effects modelling as significantly associated with continuous niraparib or rucaparib concentrations.

**Title:** Supplementary Data 6

**Description:** Gene Ontology Cellular Component enrichment analysis for genes identified by linear mixed-effects modelling as significantly associated with both niraparib and rucaparib concentrations.

**Title:** Supplementary Data 7

**Description:** Proteomics analysis of RucHigh versus RucLow PEO1 cell populations.

**Title:** Supplementary Data 8

**Description:** Gene Ontology enrichment analysis of proteins significantly enriched in RucHigh versus RucLow PEO1 cells.

# Supplementary material for: Multimodal imaging reveals a lysosomal drug reservoir that drives heterogeneous distribution of PARP inhibitors
**Source:** Nat Commun. 2026 Mar 17;17:4086. doi: 10.1038/s41467-026-70558-1
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | MALDI-Mass Spectrometry Imaging: SMALDIControl (Version 1.6) and ThermoQ Exactive Plus Tune (Version 2.9 SP3 Build 2948)<br>DESI-Mass Spectrometry imaging: HDImaging (Version 1.4) and MassLynx (Version 4.1)<br>IHC: Zeiss microscopy Zen (Version 3.1)<br>Spatial Transcriptomics: GeoMx DSP Analysis Suite (Version 3.1.2.12)<br>Operetta: Harmony (Version 4.9)<br>FACS: BD FACS Diva (Version 9.4)<br>LC-MS: MassLynx (Version 4.2)<br>Proteomics: (Thermo Scientific Excalibur v4.5.474.0)<br>Incucyte S3 (Version 2022B Rev3)<br>SRB: SoftMax Pro (Version 7.3) |
| Data analysis   | MALDI-Mass Spectrometry Imaging: RAW2IMZML (Version 1.8r3), MSiReader (Version 1.02)<br>DESI-Mass Spectrometry Imaging: HDImaging (Version 1.4)<br>IHC: QuPath (Version 0.5.0)<br>Spatial Transcriptomics: GeoMx DSP Analysis Suite (Version 3.1.2.12)<br>Operetta: Harmony (Version 4.9), CellProfiler (Version 4.2.8) and ImageJ2 (Version 2.16.0/1.54p)<br>FACS: FlowJo (Version 10.10.0)<br>LC-MS: (Skyline(64-bit) 24.1.0.414)<br>Proteomics: Spectronaut (Version 19.0.240606.62635) and Perseus (Version 1.6.15.0)                                               |

Graph plotting and statistical analysis: Graphpad Prism (Version 10.4.1)  
In-house scripting: RStudio (2025.05.0+496), running R version 4.4.1 (2024-06-14)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD057265 [<https://www.ebi.ac.uk/pride/archive?keyword=pxd057265>]. Spatial transcriptomics data are available from GEO under accession code GSE281519 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE281519>]. To accommodate the high complexity and volume of mass spectrometry imaging data, we have provided processed analysis outputs and representative ion maps within the Source Data files and main text to ensure all findings are fully verifiable. The remaining data are available within the article, supplementary information, or source data file. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

This study focused on ovarian cancer, a disease suffered only by genetically female patients. As such, all cell lines and patient samples were genetically female in origin.

Reporting on race, ethnicity, or other socially relevant groupings

Data on race, ethnicity of other social groupings of patients who donated samples were not available to us. Importantly, this was a small feasibility study, which did not have sufficient statistical power for this level of stratification.

Population characteristics

as above.

Recruitment

Patients undergoing surgery for advanced High Grade Serous Ovarian Carcinoma at Hammersmith Hospital, London, UK, a tertiary gynecological cancer centre certified by the European Society of Gynaecological Oncology (ESGO) as a centre of excellence for ovarian cancer surgery.

Ethics oversight

The human samples from this research project were banked by the Imperial College Healthcare Tissue Bank (ICHTB). ICHTB is supported by the National Institute for Health Research (NIHR) Biomedical Research Centre based at Imperial College Healthcare NHS Trust and Imperial College London. ICHTB is approved by Wales REC3 to release human material for research (22/WA/2836). All patients gave written consent. The procedures involving human participants were done in accordance with the ethical standards of the institutional and/or national research committee and with the principles of the 1964 Declaration of Helsinki and its later amendments or comparable ethical standards.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

In the case of spatial transcriptomics analyses, GeoMx DSP was performed on 5 high-drug and 5-low-drug regions of interest from each explant, which captured the variability within each sample. For LC-MS, a minimum of two biological replicates, each with 4 technical replicates, were analysed. For imaging and FACS based experiments, 3 biological replicates were obtained on different days, each with a minimum of 3 technical replicates (derived from separate wells). Specific details of sample sizes for every experiment are provided in figure legends.

Data exclusions

In LC-MS experiments, ROUT outlier detection test (Q = 5%) was applied

Replication

All attempts at replication were successful.

Randomization

Sample sizes were small enough in this study that randomisation was not applicable.

Blinding

Blinding was not used.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Immunohistochemistry primary antibodies:  
 Wilms Tumour Protein (WT1) Abcam, ab89901 CANR9(IHC)-56-2 Rabbit 1:500  
 Pax8 Abcam, ab189249 EPR13511 Rabbit 1:1000  
 Phospho histone H2A.X (Ser139) CST, 2577 Rabbit 1:400  
 Cleaved Caspase-3 (Asp175) CST, 9664 5A1E Rabbit 1:100

Spatial Transcriptomics antibodies:  
 Pan cytokeratin (PanCK) Novus, NBP2-33200 AE1+AE3 532 80 µg/ml  
 CD45 Novus, NBP2-34528 2B11+PD7/26 594 320 µg/ml  
 Alpha-smooth muscle actin (α-SMA) Abcam, ab267537 SP171 647 0.5 µg/ml

Immunocytochemistry antibodies:  
 Phospho histone H2A.X (Ser139) CST 2577 Rabbit 1:1000  
 α-Tubulin Sigma T9026 DM1A Mouse 1:1000  
 Alexa Fluor 488 Rabbit A21206 1:1000  
 Alexa Fluor 555 Rabbit A31572 1:1000  
 Alexa Fluor 568 Mouse A10037 1:1000  
 Alexa Fluor 647 Mouse A31571 1:1000

Western blotting antibodies:  
 TFEB (D207D), CST, 37785, Rabbit 1:1000  
 β-actin (AC74), SIGMA, A5316, Mouse 1:1000

### Validation

Validation of antibodies was performed by manufacturers, details can be found using the catalogue numbers listed above.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

PEO1 and 4 were a gift from Simon Langdon. All other cell lines were obtained from ATCC.

### Authentication

All cell lines were recently authenticated using STR profiling from either ATCC Cell Line Authentication or Eurofins

### Mycoplasma contamination

All cell lines were tested mycoplasma-free with an in-house testing kit on a monthly basis.

### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | n/a |
| Novel plant genotypes | n/a |
| Authentication        | n/a |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Cells were treated with Rucaparib at IC50 concentration or vehicle only for 1, 2 or 24 hours. In some experiments cells were optionally treated with LysoTracker Deep Red at 50 nM and Rucaparib for 1 hour. Following the incubation period, cells were rinsed with PBS, harvested using TrypLE express and resuspended at a concentration of 5–10 million cells/mL in ice-cold PBS or phenol red-free RPMI supplemented with 2% FCS, and optionally 100 U/mL penicillin, 100 µg/mL streptomycin. Cell suspensions were then transferred to polystyrene test tubes through a 35 µm cell strainer cap and kept on ice until sorting. Rucaparib was excited by the 355nm laser and emission was collected using a 450/50 nm bandpass filter. LysoTracker was excited by the 640 nm laser and emission was collected using a 670/30 nm bandpass filter.                             |
| Instrument                | FACSAria Fusion cell sorter (BD Biosciences)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Software                  | BD FACS Diva (Version 9.4) and FlowJo (Version 10.10.0)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Cell population abundance | Post-sort cell fractions were collected based on Rucaparib fluorescence intensity, with the top and bottom 20% of the Rucaparib-positive distribution sorted from the total live cell pool. Each fraction yielded approximately 1 million cells. Unlike conventional fluorophore-conjugated antibodies, Rucaparib is a small-molecule compound whose fluorescent signal diminishes over time due to intracellular processing and washout, making immediate post-sort purity assessment by re-analysis unreliable. While samples were not re-run immediately post-sort, functional separation of the populations was confirmed: after 3 weeks in culture and re-treatment with Rucaparib, cells originally sorted as "high" retained significantly greater drug uptake than those from the "low" (bottom 20%) population, indicating successful enrichment at the time of sorting. |
| Gating strategy           | The initial gating strategy included standard forward scatter (FSC-A) versus side scatter (SSC-A) to exclude debris based on size and granularity. This was followed by gating on FSC-A versus FSC-H to select singlet events and eliminate doublets or aggregates. For Rucaparib signal detection, cells were excited using the 355 nm laser and emission collected using a 450/50 nm bandpass filter. Positive and negative boundaries for Rucaparib fluorescence were defined using vehicle-treated controls as negative references. The top and bottom 20% of the Rucaparib-positive distribution were then selected for sorting, as depicted in Figure 4a.                                                                                                                                                                                                                   |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

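RNA was measured in PEO1 cells in 8 groups: Vehicle, Ruc_Total_, Ruc_Low_ and Ruc_High_ after 2 h and after 24 h. Conditions and replicate numbers were taken from the sample labels, and all 72 libraries could be assigned. The authors deposited 1 file per library with estimated counts and TPM per transcript, both made by Salmon, and the submitters' processing notes also name cutadapt 4.7, DESeq2 1.44.0 and the GRCh38 build. No version of Salmon is given in the sources used here. None of the 72 files was identical to another, and the lowest chi-square per degree of freedom between 2 libraries of a replicate was 5.86, with a median of 30.9 between libraries of a replicate and of 76.2 between libraries of different replicates, over genes with at least 50 counts in the pair.
Each file lists 257369 transcripts, of which 194437 were matched to a gene by GENCODE release 29 and 11546 by a table of gene names. The other 51386 transcripts took 7.11% to 8.96% of the reads of a library and were left out of library sizes and tests. Totals of estimated reads were 17391033 to 38899905 per library (median 33431403). Libraries of 1 replicate were treated as technical repeats and summed, since the paper's reporting summary gives, for imaging and sorting experiments in general, 3 biological replicates on different days with technical replicates from separate wells. Estimated counts were rounded to whole numbers after summing.
Genes were filtered with edgeR's filterByExpr, scaled by TMM and tested with edgeR 4.0.16 (quasi-likelihood, all 24 summed samples in 1 fit) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Of 30 gene lists written before the data were examined, those with at least 3 tested genes were compared with camera from limma 3.58.1 at a preset correlation of 0.01, and again with a correlation estimated for each list. The genes named are, for each comparison, up to 10 with the largest increase and decrease among those past the threshold, of at least 5 CPM on average and changed the same way in all replicates, up to 2 passing members of each list per direction, and the genes the paper names. Coordinates are those of GRCh38. Alternatives were DESeq2 1.42.0, its size factors, other filters on low counts, the replicate block, 9 libraries per group, limma-voom with a random effect, fits of only the groups compared, an offset for effective length, log2(TPM + 1), each replicate left out, and the test fry for lists. Fits without libraries under 2800 bases of mean transcript length, or with that length as a covariate, were chosen after the data were seen.
The replicate numbers pair the samples, since the reporting summary places replicates of sorting experiments on different days. Deviations from the group means correlated between same-numbered samples with a median of 0.29 (lowest 0.079) and between samples of different numbers with a median of -0.12. In counts simulated for each comparison over 20131 genes, the test called, at changes of 1.5, 2 and 4 times, 10.5%, 50.8% and 66.7% of changed genes for Ruc_Total_ against Vehicle at 2 h, 16.4%, 43.3% and 78.8% at 24 h, 17.9%, 41.8% and 72.7% for Ruc_High_ against Ruc_Low_ at 2 h and 13.4%, 43.3% and 68.2% at 24 h. Of 19901 unchanged genes it called 4, 3, 6 and 4 in these comparisons. The simulated counts carry no correlation between genes. A truncated supplementary table of protein values was not used here.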

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

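The tests of a stronger drug response, of the correlation between genes and of transcript length for the 4 genes that fell at 2 h were chosen only after the results were seen, as were the fits with transcript length as a covariate and the test of a single replicate for these genes by genes chosen without it.
The paper's text does not report these RNA data, so the counts of genes called in them are given here, without a claim that each exceeds chance. Ruc_Total_ against Vehicle gave 1 higher and 4 lower genes at 2 h and 442 higher and 232 lower at 24 h, and Ruc_High_ against Ruc_Low_ gave 1 higher and 0 lower at 2 h and 22 higher and 0 lower at 24 h, from edgeR. Leaving out replicate 1, 2 or 3 left none of these at 2 h and none for Ruc_High_ against Ruc_Low_ at 24 h, and 180, 3 and 2790 genes for Ruc_Total_ against Vehicle at 24 h. Sorted cells (the mean of Ruc_High_ and Ruc_Low_) against unsorted treated cells gave 249 higher and 236 lower at 2 h and 870 higher and 1035 lower at 24 h, in all 485 and 1905, or 3005 and 4967 with the replicate block. Without the block, leaving out replicate 1, 2 and 3 in turn gave 381, 2 and 15 at 2 h and 412, 5 and 2986 at 24 h. Vehicle at 24 h against Vehicle at 2 h gave 1 higher and 4 lower. It gave 1895 in all with the block and 6 with transcript length as a covariate and the block. Without the block, it gave 0, 0 and 0 without replicate 1, 2 and 3. In replicates 1, 2 and 3 the mean transcript length of Vehicle was 2723, 2748 and 3074 bases at 2 h and 3118, 3107 and 3226 at 24 h. Time and transcript length therefore cannot be told apart for the 1895 genes.
The change with rucaparib differed between 24 h and 2 h for 28 genes by an interaction test, for 3632 with the replicate block and for 1, 0 and 3142 without replicate 1, 2 and 3. The difference (24 h minus 2 h, log2) was 1.59 for CDKN1A, 1.84 for CHAC1, 2.67 for MMP1 and 2.13 for SERPINB2 (standard errors 0.28, 0.31, 0.35 and 0.26, adjusted p = 0.028, 0.028, 0.0025 and 0.0017 from edgeR).
Single libraries lay far from the other 8 of their group. The total of estimated reads was lowest at 22092472 in a library of Vehicle 2 h replicate 1, at 17391033 in one of Ruc_Low_ 2 h replicate 2, at 29040832 in one of Ruc_High_ 2 h replicate 2 and at 27747511 in one of Ruc_Low_ 24 h replicate 1, and highest at 38009444 in one of Vehicle 24 h replicate 2. The Ruc_Low_ library with the lowest total at 2 h also had the lowest mean transcript length of its group, 2324 bases, and a library of Ruc_Total_ 2 h replicate 1 had the highest share of mitochondrial reads of its group, 2.11%. These are 7 of 48 group ends tested, and chance gives about 1 in 20 groups. The number of genes detected was not tested in this way. It was 32200 in the Ruc_Low_ 2 h library with the lowest total, against 21837 to 24186 in the other 8 of its group. The share of mitochondrial reads in that library was the lowest of its group, 0.387%. In the Vehicle 2 h library with the lowest total, 26761 genes were detected, against 21526 to 22404 in the other 8 of its group. This Vehicle library is part of the baseline for the 4 genes that fell at 2 h.
Ruc_Total_ libraries of replicates 1 and 2 at 24 h had shorter transcripts than those of Vehicle, so library quality is set against a response to rucaparib for the genes changed at 24 h. Of 2788 genes called without replicate 3 and also tested over all replicates, 88.6% changed the same way in replicate 3, whose Ruc_Total_ and Vehicle samples had 3224 and 3226 bases, which argues against transcript length as the whole cause. Their median change in replicate 3 was 0.24 for the higher and -0.19 for the lower genes, against 0.78 and -0.71 in the other replicates, so a part of the size of the changes may come from library quality and stays open. Without replicate 2 the call was left for 3 genes. Splits into 3 against 3 are too few for a share under 0.05 (real count and highest other, 674 and 0).
The lysosomal membrane list and 22 genes were higher in Ruc_High_ than in Ruc_Low_, whereas at 2 h and 24 h the lumen list passed camera but not with an estimated correlation (adjusted p = 0.060 and 0.15, 0.012 and 0.022 with the block as well), and the V-ATPase list passed at 2 h with an estimated correlation (adjusted p = 0.044, 0.055 with the block as well) but not at 24 h (adjusted p = 0.097 from camera). With transcript length as a covariate and the replicate block, the larger adjusted p of the lysosomal membrane list at 2 h and 24 h was 0.0089, and it was 0.0086 with an estimated correlation, which argues against transcript length and against correlated genes as the whole cause for that list. The 22 genes had a median change of -0.40 in Ruc_Total_ against Vehicle at 24 h (bootstrap over genes -0.66 to -0.29), with 18 below 0, 3 called lower and 1 called higher. Library quality aside, this argues against a stronger drug response for these genes as a set. For these 22 genes the median was not recomputed with transcript length as a covariate, so a part of it may come from library quality. At 2 h 22 of them were above 0 in Ruc_High_ against Ruc_Low_, with a median of 1.07, and their median in Ruc_Total_ against Vehicle was -0.01, but no cells were sorted without drug, so differences from before the drug, as the paper reasons for proteins, and a cell size or state that moves with drug fluorescence stay open. Splits into 3 against 3 are too few for a share under 0.05 (real count and highest other, 1 and 0 at 2 h and 22 and 0 at 24 h).
HEXIM1, MEPCE, PPP1R10 and CBX2 fell 2 h after rucaparib, by log2 changes of -0.91, -0.92, -1.30 and -0.71 (standard errors 0.12, 0.11, 0.17 and 0.12), and all passed with transcript length as a covariate and the replicate block (largest adjusted p = 0.0044 from edgeR), whereas only HEXIM1 passed with the effective length offset (changes of -0.91, -0.80, -1.15 and -0.64, standard errors 0.12, 0.15, 0.30 and 0.15, adjusted p = 0.0042, 0.23, 0.58 and 0.39) and with log2(TPM + 1) (changes of -0.89, -0.71, -0.94 and -0.40, standard errors 0.09, 0.17, 0.34 and 0.09, adjusted p = 3.6e-04, 0.46, 1 and 0.46), where the lost calls went with smaller changes that stayed beyond 2 standard errors, which argues against transcript length as the whole cause and leaves open a part of the size. The 20 falling genes of lowest p without replicate 1, 2 or 3, which included these 4 each time, had medians of -0.75, -0.43 and -0.41 in the replicate left out (bootstrap over genes -1.05 to -0.49, -0.63 to -0.16 and -0.49 to -0.23), with 18, 15 and 15 of 20 below 0 against 47.0, 52.6 and 47.9% of all genes, which argues against a single replicate as the whole cause. With replicate 1, 2 or 3 left out the 4 genes had changes of -1.04 to -0.79, -1.08 to -0.71, -1.40 to -1.17 and -0.83 to -0.54 and none passed (lowest adjusted p = 0.055, 0.13, 0.055 and 0.23 from edgeR), and over all 18 alternatives they passed in 14, 12, 11 and 10. At 24 h their changes were -0.29, -0.25, -0.43 and -0.03, none past the threshold (with the block HEXIM1 and PPP1R10 passed, adjusted p = 0.037 and 0.027 from edgeR), and the difference between the times did not pass (adjusted p = 0.11, 0.089, 0.11 and 0.089 from edgeR) but did with the block (0.011, 0.011, 0.011 and 0.011) and, the block included, in 7, 7, 8 and 7 of the alternatives. Effects of rucaparib and of handling at 2 h stay open, an early fall with rucaparib may be taken only as a hypothesis, and splits into 3 against 3 are too few for a share under 0.05 (real count and highest other, 5 and 1).
The same limit holds for the difference between the times with rucaparib (real count and highest other, 28 and 0), for that of Ruc_High_ against Ruc_Low_ (0 and 0) and for Vehicle over time (5 and 0), each with 10 splits. For sorted against unsorted cells 1 of 84 splits was as large at both times (real count and highest other, 485 and 3 at 2 h and 1905 and 30 at 24 h). This argues against chance only if the samples are exchangeable. These splits ignore the replicate pairing and treat Ruc_High_ and Ruc_Low_ of a replicate as separate samples. For lists called by camera at its preset correlation the 10 splits are again too few for a share under 0.05. Real count and highest other were 4 and 7 for Ruc_Total_ against Vehicle at 2 h and 8 and 9 at 24 h. They were 15 and 11 for Ruc_High_ against Ruc_Low_ at 2 h and 13 and 11 at 24 h. For Ruc_Total_ against Vehicle, 8 of 10 splits at 2 h and 2 of 10 at 24 h gave at least the real count, the real one included. The count of lists at 2 h with rucaparib was therefore no larger than regrouped samples gave. Among splits that part every replicate pair, as the real ones do, the highest other counts of lists were 6, 4, 7 and 8, and the splits that keep a pair together held the higher ones.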

How the results depend on the processing

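Of 1168 values of named genes under the alternatives, 957 kept direction and side of the threshold, 156 kept direction but no longer passed, 44 passed where they had not and 11 changed sign. Fits without short-transcript libraries, with transcript length as a covariate, with the effective length offset and the block together, and lists with the block and an estimated correlation were chosen after seeing the data. Counts of genes called, given below where they moved by over 1.5 times, depended on nearly every setting, and the cause was not tested. For comparisons of 2 groups, the replicate block changed no call that the text gives for a gene or list other than those with a blocked value beside them. Calls of named genes in comparisons for which the text does not give them did change. For Ruc_Total_ against Vehicle at 24 h, LAMP2 and SCARB2 had adjusted p = 0.20 and 0.11, and 0.0046 and 0.0046 with the block, from edgeR. The block also changed the number of called members for most lists with calls, as the blocked counts beside them give. The group medians of estimated reads per library lay between 31736853 and 35365373, and of the genes named AKR1C2, at a mean of 0.231 CPM, rests on the fewest counts.
With DESeq2 test, Ruc_Total_ vs Vehicle 2 h higher 23, Ruc_Total_ vs Vehicle 2 h lower 86, Ruc_Total_ vs Vehicle 24 h higher 1192, Ruc_Total_ vs Vehicle 24 h lower 886, Ruc_High_ vs Ruc_Low_ 2 h higher 44, Ruc_High_ vs Ruc_Low_ 2 h lower 4, Ruc_High_ vs Ruc_Low_ 24 h higher 74, Ruc_High_ vs Ruc_Low_ 24 h lower 2, rucaparib over time 858, Ruc_High_ vs Ruc_Low_ over time 2, sorted vs unsorted 2 h 1360, sorted vs unsorted 24 h 3069, Vehicle over time 224, shared by Ruc_High_ vs Ruc_Low_ at both times 32, shared at 2 h by both contrasts 4. With no low-count filter, Ruc_Total_ vs Vehicle 2 h higher 8, Ruc_Total_ vs Vehicle 2 h lower 11, Ruc_High_ vs Ruc_Low_ 2 h higher 6, Ruc_High_ vs Ruc_Low_ 2 h lower 2, rucaparib over time 141, sorted vs unsorted 2 h 230, Vehicle over time 31, shared by Ruc_High_ vs Ruc_Low_ at both times 4. With replicate block, Ruc_Total_ vs Vehicle 2 h higher 6, Ruc_Total_ vs Vehicle 2 h lower 23, Ruc_Total_ vs Vehicle 24 h higher 2654, Ruc_Total_ vs Vehicle 24 h lower 2175, Ruc_High_ vs Ruc_Low_ 2 h higher 75, Ruc_High_ vs Ruc_Low_ 2 h lower 1, Ruc_High_ vs Ruc_Low_ 24 h higher 120, Ruc_High_ vs Ruc_Low_ 24 h lower 3, rucaparib over time 3632, sorted vs unsorted 2 h 3005, sorted vs unsorted 24 h 4967, Vehicle over time 1895, shared by Ruc_High_ vs Ruc_Low_ at both times 63. With 9 libraries per group, Ruc_Total_ vs Vehicle 2 h higher 145, Ruc_Total_ vs Vehicle 2 h lower 456, Ruc_Total_ vs Vehicle 24 h higher 2826, Ruc_Total_ vs Vehicle 24 h lower 2317, Ruc_High_ vs Ruc_Low_ 2 h higher 137, Ruc_High_ vs Ruc_Low_ 2 h lower 29, Ruc_High_ vs Ruc_Low_ 24 h higher 279, Ruc_High_ vs Ruc_Low_ 24 h lower 85, rucaparib over time 4389, sorted vs unsorted 2 h 3441, sorted vs unsorted 24 h 5127, Vehicle over time 3361, shared by Ruc_High_ vs Ruc_Low_ at both times 127, shared at 2 h by both contrasts 14. With limma-voom with a random effect, Ruc_Total_ vs Vehicle 2 h higher 36, Ruc_Total_ vs Vehicle 2 h lower 58, Ruc_Total_ vs Vehicle 24 h higher 915, Ruc_Total_ vs Vehicle 24 h lower 782, Ruc_High_ vs Ruc_Low_ 2 h higher 55, Ruc_High_ vs Ruc_Low_ 24 h higher 107, Ruc_High_ vs Ruc_Low_ 24 h lower 5, rucaparib over time 539, sorted vs unsorted 2 h 1055, Vehicle over time 162, shared by Ruc_High_ vs Ruc_Low_ at both times 50. With only the groups compared, Ruc_Total_ vs Vehicle 2 h higher 0, Ruc_Total_ vs Vehicle 2 h lower 0, Ruc_Total_ vs Vehicle 24 h higher 9, Ruc_Total_ vs Vehicle 24 h lower 0, Ruc_High_ vs Ruc_Low_ 2 h higher 0, Ruc_High_ vs Ruc_Low_ 24 h higher 0, rucaparib over time 2, sorted vs unsorted 24 h 230, Vehicle over time 0. With effective length offset, Ruc_Total_ vs Vehicle 2 h higher 0, Ruc_Total_ vs Vehicle 2 h lower 1, Ruc_Total_ vs Vehicle 24 h higher 75, Ruc_Total_ vs Vehicle 24 h lower 39, Ruc_High_ vs Ruc_Low_ 2 h higher 0, Ruc_High_ vs Ruc_Low_ 24 h higher 4, rucaparib over time 2, sorted vs unsorted 2 h 90, sorted vs unsorted 24 h 856, Vehicle over time 3. With log2(TPM + 1), Ruc_Total_ vs Vehicle 2 h higher 0, Ruc_Total_ vs Vehicle 2 h lower 1, Ruc_Total_ vs Vehicle 24 h higher 45, Ruc_Total_ vs Vehicle 24 h lower 30, Ruc_High_ vs Ruc_Low_ 24 h higher 12, rucaparib over time 2, sorted vs unsorted 2 h 109, sorted vs unsorted 24 h 1089, Vehicle over time 0, shared by Ruc_High_ vs Ruc_Low_ at both times 1. Without the libraries of short transcripts, Ruc_Total_ vs Vehicle 2 h higher 2, rucaparib over time 296, sorted vs unsorted 2 h 293, Vehicle over time 13, shared by Ruc_High_ vs Ruc_Low_ at both times 1. Without the libraries of short transcripts, replicate block, Ruc_Total_ vs Vehicle 2 h higher 503, Ruc_Total_ vs Vehicle 2 h lower 526, Ruc_Total_ vs Vehicle 24 h higher 1670, Ruc_Total_ vs Vehicle 24 h lower 1706, Ruc_High_ vs Ruc_Low_ 2 h higher 84, Ruc_High_ vs Ruc_Low_ 2 h lower 1, Ruc_High_ vs Ruc_Low_ 24 h higher 149, Ruc_High_ vs Ruc_Low_ 24 h lower 12, rucaparib over time 4725, sorted vs unsorted 2 h 2349, sorted vs unsorted 24 h 4244, Vehicle over time 2114, shared by Ruc_High_ vs Ruc_Low_ at both times 72, shared at 2 h by both contrasts 4. With mean transcript length as a covariate, Ruc_Total_ vs Vehicle 2 h higher 18, Ruc_Total_ vs Vehicle 2 h lower 28, Ruc_Total_ vs Vehicle 24 h higher 269, Ruc_Total_ vs Vehicle 24 h lower 120, Ruc_High_ vs Ruc_Low_ 2 h higher 20, Ruc_High_ vs Ruc_Low_ 24 h higher 52, Ruc_High_ vs Ruc_Low_ 24 h lower 2, rucaparib over time 47, sorted vs unsorted 2 h 2951, sorted vs unsorted 24 h 2963, Vehicle over time 8, shared by Ruc_High_ vs Ruc_Low_ at both times 16. With mean transcript length as a covariate, replicate block, Ruc_Total_ vs Vehicle 2 h higher 119, Ruc_Total_ vs Vehicle 2 h lower 105, Ruc_Total_ vs Vehicle 24 h lower 535, Ruc_High_ vs Ruc_Low_ 2 h higher 145, Ruc_High_ vs Ruc_Low_ 2 h lower 9, Ruc_High_ vs Ruc_Low_ 24 h higher 204, Ruc_High_ vs Ruc_Low_ 24 h lower 27, rucaparib over time 745, Ruc_High_ vs Ruc_Low_ over time 1, sorted vs unsorted 2 h 4794, sorted vs unsorted 24 h 3780, shared by Ruc_High_ vs Ruc_Low_ at both times 109, shared at 2 h by both contrasts 5. With effective length offset, replicate block, Ruc_Total_ vs Vehicle 2 h higher 2, Ruc_Total_ vs Vehicle 24 h higher 1287, Ruc_Total_ vs Vehicle 24 h lower 1294, Ruc_High_ vs Ruc_Low_ 2 h higher 35, Ruc_High_ vs Ruc_Low_ 2 h lower 1, Ruc_High_ vs Ruc_Low_ 24 h higher 61, Ruc_High_ vs Ruc_Low_ 24 h lower 5, rucaparib over time 1320, sorted vs unsorted 2 h 1608, sorted vs unsorted 24 h 3445, Vehicle over time 362, shared by Ruc_High_ vs Ruc_Low_ at both times 26. With stricter low-count filter, Ruc_Total_ vs Vehicle 2 h lower 10, Ruc_Total_ vs Vehicle 24 h lower 437, Ruc_High_ vs Ruc_Low_ 2 h higher 0, Ruc_High_ vs Ruc_Low_ 24 h higher 13, rucaparib over time 75, sorted vs unsorted 24 h 1113, Vehicle over time 12. With estimated correlation, Ruc_Total_ vs Vehicle 2 h lists 0, Ruc_Total_ vs Vehicle 24 h lists 2, Ruc_High_ vs Ruc_Low_ 2 h lists 4, Ruc_High_ vs Ruc_Low_ 24 h lists 2. With fry, Ruc_Total_ vs Vehicle 2 h lists 0, Ruc_High_ vs Ruc_Low_ 2 h lists 2, Ruc_High_ vs Ruc_Low_ 24 h lists 2. With replicate block, estimated correlation, Ruc_Total_ vs Vehicle 2 h lists 0, Ruc_Total_ vs Vehicle 24 h lists 0, Ruc_High_ vs Ruc_Low_ 2 h lists 5, Ruc_High_ vs Ruc_Low_ 24 h lists 5. Leaving out each replicate in turn gave Ruc_Total_ vs Vehicle 2 h higher 0, Ruc_Total_ vs Vehicle 2 h lower 0, Ruc_Total_ vs Vehicle 24 h higher 3 to 1411, Ruc_Total_ vs Vehicle 24 h lower 0 to 1379, Ruc_High_ vs Ruc_Low_ 2 h higher 0, Ruc_High_ vs Ruc_Low_ 24 h higher 0, rucaparib over time 0 to 3142, sorted vs unsorted 2 h 2 to 381, sorted vs unsorted 24 h 5 to 2986, Vehicle over time 0, Ruc_High_ vs Ruc_Low_ 2 h lists 9 to 13. The fold change of CTSL for Ruc_High_ against Ruc_Low_ at 2 h was -0.015, and 0.002 with replicate block, 0.020 with 9 libraries per group, 0.006 with effective length offset, 0.073 with log2(TPM + 1), 0.017 with effective length offset, replicate block, -0.269 to 0.303 with each replicate left out. The fold change of ATP6V1F for Ruc_High_ against Ruc_Low_ at 24 h was -0.017, and 0.014 with log2(TPM + 1), 0.075 without the libraries of short transcripts, 0.078 without the libraries of short transcripts, replicate block, -0.055 to 0.025 with each replicate left out. The fold change of CBX2 for Ruc_Total_ against Vehicle at 24 h was -0.030, and -0.127 to 0.020 with each replicate left out.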

Other observations

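Sorted treated cells differed from unsorted ones in immediate-early and mitochondrial transcripts, where sorting could not be separated from detachment and time in suspension, since no unsorted cells were handled that way. The transcription factor genes EGR1 and FOS were higher in sorted cells by 5.18 and 4.29 at 2 h and by 4.85 and 3.96 at 24 h. Of 23 immediate-early and heat shock genes, 10 were higher at 2 h and 11 at 24 h (16 higher and 1 lower, and 12 higher and 1 lower, when adjusted over the list alone, and 12 higher and 1 lower and 13 higher and 1 lower with the replicate block), with medians of 1.01 and 0.63 (adjusted p = 0.0051 and 0.056 with an estimated correlation, 0.026 at 24 h with the block as well). Of 13 mitochondrially encoded genes, 3 were higher in sorted cells at 2 h and 12 at 24 h (12 and 13 when adjusted over the list alone, 8 and 13 with the block), with medians of 1.42 and 3.02 (adjusted p = 0.094 and 0.014 with an estimated correlation). By camera the V-ATPase, S phase, G2/M phase, glycolysis and cytosolic ribosomal lists were lower in sorted cells at both times. So were the lysosome-associated genes of Fig. 2f, while the list of YAP/TEAD targets and the AMOT family was higher at both times. The genes of proteins the paper names as higher in Ruc_High_ and the lysosomal lumen list were lower at 2 h. Their adjusted p from camera was 0.047 and 0.021 at 2 h and 0.44 and 0.067 at 24 h. Their medians were -0.165 and -0.131 at 2 h and -0.107 and -0.097 at 24 h, and the difference between the times was not tested. None of the lists in these comparisons by camera passed with an estimated correlation (cytosolic ribosomal proteins, adjusted p = 2.2e-18 and 4.1e-08 from camera, 0.26 and 0.57 with an estimated correlation).
Further lists passed camera between Ruc_High_ and Ruc_Low_ in both directions. Among 13 lysosome-associated genes of Fig. 2f, 13 had a fold change above 0 at 2 h and 12 at 24 h (none and 1 passed when adjusted over the list alone, none and 1 with the replicate block, adjusted p = 0.037 and 0.098 with an estimated correlation, 0.022 at 24 h with the block as well). Matrix and mesenchymal genes were above 0 in 14 and 14 of 15 at 2 h and 24 h, with 1 called at 24 h and 2 at each time when adjusted over the list alone, or 2 and 2 with the block (adjusted p = 0.060 and 0.15 with an estimated correlation, 0.0084 and 0.022 with the block as well). In the other direction, 0 and 0 of 6 metallothionein genes were above 0 at 2 h and 24 h, with medians of -0.73 and -1.03 (adjusted p = 0.040 and 0.0026 from camera, 0.65 and 0.35 with an estimated correlation). For S phase, 2 and 2 of 43 genes were above 0 at 2 h and 24 h, with medians of -0.08 and -0.12 (adjusted p = 2.1e-04 and 1.5e-05 from camera, 0.54 and 0.31 with an estimated correlation), for DNA repair and checkpoint, 6 and 7 of 24 genes were above 0 at 2 h and 24 h, with medians of -0.09 and -0.16 (adjusted p = 0.011 and 0.0095 from camera, 0.59 and 0.45 with an estimated correlation), and for the mitochondrially encoded list, 0 and 0 of 13 genes were above 0 at 2 h and 24 h, with medians of -0.25 and -0.28 (adjusted p = 0.036 and 0.010 from camera, 0.68 and 0.55 with an estimated correlation). No gene of these 4 lists passed, over all genes or over the list alone, and with the block 1 metallothionein gene was lower at 24 h. At 24 h, the lists of the integrated stress and unfolded protein response (adjusted p = 0.010 from camera and 0.22 with an estimated correlation) and of YAP/TEAD targets and the AMOT family (adjusted p = 0.0065 from camera and 0.17 with an estimated correlation) were also lower by camera. At 2 h these lists did not pass (adjusted p = 0.53 and 0.51 from camera), and the difference between the times was not tested for lists. The autophagy list was higher at 2 h (adjusted p = 2.1e-04 from camera and 0.060 with an estimated correlation) and 24 h (adjusted p = 0.016 from camera and 0.31 with an estimated correlation), and those of the interferon response (adjusted p = 0.0081 from camera and 0.20 with an estimated correlation, 0.027 from camera at 24 h with the block), cytosolic ribosomal proteins (adjusted p = 0.0091 from camera and 0.70 with an estimated correlation) and p53 targets (adjusted p = 0.036 from camera and 0.20 with an estimated correlation, 0.058 from camera with the block) at 2 h.
AHR targets, higher in Ruc_High_ as a list, had a median of -0.57 in Ruc_Total_ against Vehicle at 24 h, where 0 of 7 passed, and 2 were lower when adjusted over the list alone and 3 with the block (adjusted p = 0.066 from camera).
The paper states that lysosomal and mitotic proteins were higher in Ruc_High_. In RNA, LAMP1, LAMP2, APP, SCARB2, ATP6V1F and CTSL had fold changes of 0.13, 0.21, 0.13, 0.14, 0.14 and -0.02 at 2 h and 0.13, 0.21, 0.16, 0.15, -0.02 and -0.27 at 24 h, and AURKA, CCNB1, CCNB2 and TPX2 of -0.16, -0.22, -0.27 and -0.23 at 2 h and -0.26, -0.26, -0.31 and -0.26 at 24 h, none past the threshold in edgeR. RNA and protein levels are different measurements, made with different numbers of replicates.
Across 10960 genes, which are not independent replicates, fold changes between Ruc_High_ and Ruc_Low_ at 2 h and 24 h correlated with Pearson's r 0.62 and Spearman's rho 0.64, and those between Ruc_Total_ and Vehicle with r -0.43 and rho -0.42. In the same order, r was 0.55 and -0.17 (rho 0.63 and -0.18) with transcript length as a covariate and the replicate block, 0.54 and -0.41 (rho 0.62 and -0.49) without the libraries of short transcripts and 0.47 and -0.38 (rho 0.46 and -0.33) with the effective length offset.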
